# FGF4-FGFR1 signaling promotes podocyte survival and glomerular function to ameliorate diabetic kidney disease in male mice

**DOI:** 10.1038/s41467-025-65978-4

**Published:** 2025-11-25

**Authors:** Jie Zhou, Shuxin Wang, Jiaxin Lou, Beibin Pan, Min Zhao, Qian Li, Jing Zhou, Yali Du, Shuodan Ding, Meiling Yu, Jingjing Zhou, Xinwei Chen, Lingwei Jin, Xinyi Wang, Yepeng Hu, Zhe Wang, Xiaokun Li, Chao Zheng, Jian Sun, Zhifeng Huang

**Keywords:** Diabetes complications, Diabetic nephropathy

## Abstract

Podocyte injury is central to diabetic kidney disease (DKD) pathogenesis, however, the mechanisms underlying podocyte loss remain unclear. Emerging evidence underscores the involvement of fibroblast growth factors (FGFs) in renal pathophysiology. Here we reveal a previously unappreciated role of podocyte-secreted FGF4 in safeguarding renal function. FGF4 expression is downregulated in renal tissues from DKD patients and animal models, correlating with disease severity. Podocyte-specific deletion of *Fgf4* exacerbated podocyte loss and accelerated DKD progression in mice. Conversely, treatment with recombinant FGF4 (rFGF4) improved glomerular filtration and reduced renal injury and fibrosis in diabetic male mice. These effects are primary mediated by activating the FGFR1-AMPK-FOXO1 signaling cascade in podocytes, which mitigates oxidative stress, suppresses apoptosis, and fosters podocyte survival. Notably, rFGF4 also restores the morphology and function of human podocytes exposed to high glucose. Our findings establish FGF4 as a critical regulator of podocyte homeostasis and a potential therapeutic target for DKD.

## Abstract (web summary)

Fibroblast growth factors (FGFs) are involved in renal pathophysiology. Here the authors use genetic models to show that podocyte FGF4 is protective of diabetic kidney disease progression, and that treatment with recombinant FGF4 reduced renal injury and fibrosis in diabetic mouse models.

## Introduction

Diabetic kidney disease (DKD) represents a global health challenge, affecting approximately 30% of individuals with type 1 diabetes and 40% of those with type 2 diabetes, thereby becoming the leading cause of end-stage renal disease worldwide^1, 2^. DKD is characterized by structural and functional kidney abnormalities, including glomerular hypertrophy, mesangial expansion, podocyte injury, and a gradual decline in renal function^3^. Current therapeutic strategies primarily focus on glycemic and lipid control, blood pressure management, and the use of angiotensin-converting enzyme inhibitors (ACEIs)^2, 4, 5^. Recent advancements have utilized novel glucose-lowering agents such as sodium-glucose cotransporter-2 (SGLT2) inhibitors, glucagon-like peptide-1 (GLP-1) receptor agonists, and non-steroidal mineralocorticoid receptor antagonists (ns-MRAs)^6, 7^. Nevertheless, these interventions have limited efficacy in halting DKD progression, underscoring the urgent need for novel therapeutic strategies that target the underlying mechanisms of kidney injury in diabetes.

The glomerulus plays a critical role in blood filtration, waste excretion, and fluid balance regulation. Podocytes, which are terminally differentiated epithelial cells within the glomerulus, are essential for maintaining the integrity of the glomerular filtration barrier^8^. In DKD, podocyte loss contributes to albuminuria, glomerulosclerosis, and progressive decline in renal function^9, 10^. Podocyte detachment from the glomerular basement membrane and apoptosis are key factors driving podocyte loss and the progression of glomerular disease^11^. Despite their importance, effective approaches to prevent or reduce podocyte loss in DKD remain limited. Therefore, elucidating the mechanisms underlying podocyte injury is crucial to identify new therapeutic targets.

Recent studies have identified several endogenous protective factors expressed by podocytes, including adiponectin, pyruvate kinase M2 (PKM2), myeloid-derived growth factor (MYDGF), and sirtuin 6 (Sirt6), which are essential for maintaining podocyte function and glomerular filtration barrier integrity. Depletion of these factors exacerbates podocyte injury, detachment, and apoptosis, leading to increased albuminuria and more severe glomerular pathology^12–17^. In addition, the downstream signaling pathways and key nodes regulated by these endogenous factors play crucial roles in preserving podocyte function. Notably, AMP-activated protein kinase (AMPK) has emerged as a central player in this context^17–19^. As a vital cellular energy sensor, AMPK activation adaptively regulates glomerular volume, thereby preventing podocytopenia, especially in scenarios of podocyte injury^20^. This suggests that modulating AMPK activity could be instrumental in mitigating podocyte damage. The mammalian fibroblast growth factor (FGF) family comprises 18 structurally related polypeptides that play critical roles in development, tissue repair, and homeostasis^21–23^. Recent discoveries have underscored the involvement of FGFs in regulating glucose and lipid metabolism, positioning FGF signaling as a promising target for drug development in type 2 diabetes and related metabolic disorders^24–26^. Moreover, our previous findings indicate that the glucose-controlling and lipid-lowering effects of FGFs primarily depend on the AMPK signaling pathway in specific target cells such as muscle and liver parenchymal cells^27–29^, prompting an in-depth investigation into the roles played by FGFs in the kidney, particularly in podocytes.

In the present study, we identify FGF4, a previously under-investigated factor in renal function, as a critical regulator of podocyte integrity and glomerular filtration. Our findings demonstrate a progressive downregulation of FGF4 expression in podocytes as DKD advances. In diabetic mice, the absence of *Fgf4* in podocytes accelerates DKD progression. Conversely, pharmacological administration of recombinant FGF4 (rFGF4) alleviates oxidative stress and reduces podocyte apoptosis via the FGFR1-AMPK-FOXO1 signaling pathway. This intervention mitigates podocyte loss and consequently improves DKD. Notably, we extended these studies to clinical samples, including podocytes from DKD patients and isolated human renal glomeruli. In these human models, rFGF4 effectively reverses morphological abnormalities, reduces oxidative stress, and prevents podocyte loss under high glucose conditions, thus providing robust evidence that FGF4 is a promising therapeutic target for DKD.

## Results

### Inverse correlation of renal FGF4 expression with DKD progression

To elucidate the roles of FGFs in DKD, the expression profiles of all FGF family members were evaluated in renal tissues from both streptozotocin (STZ)-induced type 1 diabetic (T1D) mice and *db*/*db* type 2 diabetic (T2D) mouse models. Our analysis identified significant downregulation of *Fgf1* and *Fgf4* mRNA expression in renal tissues of diabetic mice compared to non-diabetic controls, with *Fgf4* exhibiting a more pronounced reduction (Fig. 1a, b). RNA-Scope in situ hybridization confirmed the substantial decrease in renal *Fgf4* mRNA levels in both DKD models, and revealed that *Fgf4* mRNA localized predominantly to podocytes within the glomerular region (Fig. 1c, d and Supplementary Fig. 1a-d). Relatively low expression levels were observed in tubular epithelial cells (Supplementary Fig. 1a). Additionally, immunoblot analysis demonstrated a significant reduction in FGF4 protein levels in diabetic kidneys relative to non-diabetic controls (Fig. 1e, f).

**Fig. 1:**
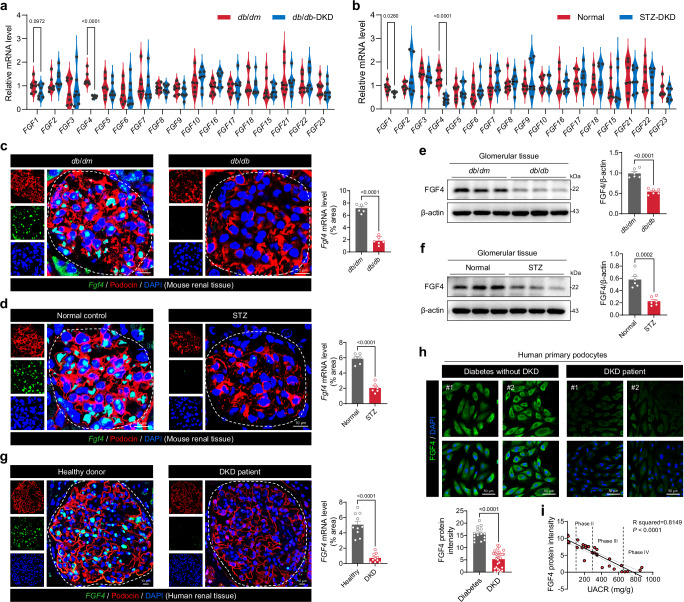
Inverse correlation between renal FGF4 expression and DKD progression. **a**, **b** Relative mRNA levels of all FGF family members in renal tissues from *db*/*db* mice (**a**) and STZ-induced diabetic mice (**b**) (*n* = 7). **c**, **d** RNA-Scope analysis of *Fgf4* mRNA expression (green) in glomerular podocytes from (**c**) *db*/*db* mice and (**d**) STZ-induced diabetic mice (*n* = 6). Samples are counterstained for the podocyte-specific marker podocin (red). **e**, **f** Western blot analysis of FGF4 protein levels in isolated glomerular lysates from the indicated groups (*n* = 6). β-actin served as a loading control. **g** RNA-Scope analysis of *FGF4* mRNA expression (green) in human renal tissues from healthy donors and DKD patients (*n* = 10). **h** Immunofluorescence analysis of FGF4 protein levels (green) in primary human podocytes isolated from diabetic patients with (*n* = 29) and without (*n* = 15) nephropathy. **i** Correlation analysis between UACR and FGF4 immunofluorescence intensity in DKD patients (*n* = 29). Nuclei were counterstained with DAPI (blue). Data are presented as mean ± s.e.m. ^*^p < 0.05, ^***^p < 0.001^, ****^p < 0.0001 as determined by a two-sided unpaired Student’s *t*-test (**a**, **b**) or unpaired two-tailed Student’s *t*-test (**c**−**h**). Data in panel (**i**) were analyzed by two-sided simple linear regression with 95% confidence intervals calculated using the t-distribution, and no adjustment for multiple comparisons. UACR, Urinary albumin-to-creatinine ratio.

We further examined renal tissues from DKD patients, using adjacent normal renal tissues from patients who underwent partial nephrectomy as controls (detail information available in Supplementary Table 1). In line with our observations in diabetic mice, there was a significant reduction in *FGF4* expression in renal tissues of DKD patients, and *FGF4* expression was predominantly localized to podocytes (Fig. 1g and Supplementary Fig. 1e). To explore the clinical relevance of these findings, primary podocytes were isolated from the urine of diabetic patients, including those with and without DKD. Immunofluorescence analysis revealed a substantial decrease in FGF4 protein levels in podocytes from DKD patients compared to those without DKD (Fig. 1h). Further, we performed stratified correlation analysis between urinary albumin-to-creatinine ratio (UACR) and podocyte FGF4 immunofluorescence intensity across stages of DKD progression (Phase II-IV). This revealed a significant stage-dependent correlation (Fig. 1i), suggesting that lower FGF4 expression is associated with severe renal injury and podocyte dysfunction in DKD.

To understand the transcriptional mechanisms governing FGF4 expression in DKD, we integrated predictions from bioinformatic databases, including GTRD, Cistrome, JASPAR, and Animal TFDB. Transcription factor CP2-like 1 (Tfcp2l1) was identified as a potential regulator of FGF4 expression (Supplementary Fig. 2a). qRT-PCR results showed that renal *Tfcp2l1* mRNA levels were significantly decreased in both *db*/*db* and STZ-induced diabetic mice (Supplementary Fig. 2b). To validate the role of Tfcp2l1 in regulating FGF4 levels, MPC-5 cells were transfected with *Tfcp2l1* small-interfering RNA (si*Tfcp2l1*) or a negative control siRNA. Knockdown of *Tfcp2l1* significantly reduced *Fgf4* mRNA and protein levels (Supplementary Fig. 2c, d). In addition, a wild-type (WT) Tfcp2l1 element in the *Fgf4* promoter exhibited strong responsiveness to Tfcp2l1 overexpression, driving expression of luciferase reporter (Supplementary Fig. 2e). Collectively, these results suggest that FGF4 is closely associated with DKD and plays a crucial role in its progression.

### Podocyte-specific deletion of *Fgf4* exacerbates renal injury under diabetic conditions

To understand the roles of FGF4 in the glomeruli and how its downregulation contributes to DKD pathogenesis, we generated a mouse model with podocyte-specific knockout of *Fgf4* (*Fgf4*-PKO) (Fig. 2a, b and Supplementary Fig. 3a). Blood glucose levels remained comparable between *Fgf4*-PKO mice and WT mice under both non-diabetic (-STZ) and diabetic (+STZ) conditions (Fig. 2c). However, biochemical markers of renal function, such as the UACR and blood urea nitrogen (BUN), were significantly elevated in *Fgf4*-PKO mice compared to WT littermates under diabetic conditions (Fig. 2d). The glomerular filtration rate (GFR), a more sensitive indicator of kidney function deterioration, was significantly reduced in WT diabetic mice compared to non-diabetic controls, as indicated by the prolonged metabolic half-life (*t*_1/2_) of a fluorescent dye. Compared to WT diabetic controls, the GFR was further diminished by ~32% and the *t*_1/2_ was extended by ~38% in *Fgf4*-PKO diabetic mice. These results suggest that *Fgf4* deletion exacerbates the impairment of renal filtration under diabetic challenge (Fig. 2e).

**Fig. 2:**
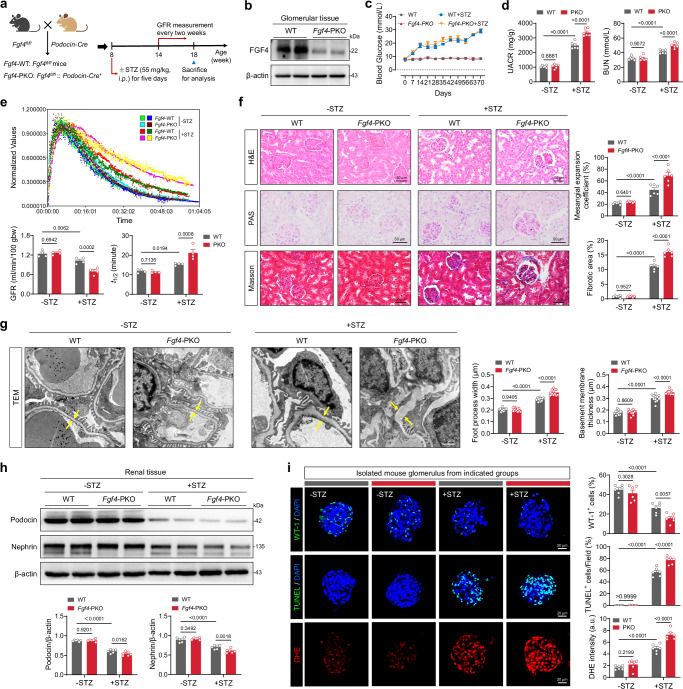
Podocyte-specific deletion of *Fgf4* exacerbates diabetes-induced renal injury. **a** Schematic of podocyte-specific knockout of *Fgf4* (*Fgf4*-PKO). At 8 weeks of age, male mice received an intraperitoneal (i.p.) injection of STZ (55 mg/kg) for five consecutive days. Blood glucose levels were measured weekly for 6 weeks. **b** Western blot analysis of FGF4 expression in glomeruli isolated from *Fgf4*-PKO and floxed control (WT) mice. **c** Blood glucose levels in WT and *Fgf4*-PKO mice (*n* = 8). **d** Alterations in UACR and BUN in renal tissues of WT and *Fgf4*-PKO mice (*n* = 6). **e** Renal excretion kinetics measured using fluorescein isothiocyanate–sinistrin, with GFR and metabolic half-life (*t*_₁/₂_) quantified in each group (*n* = 4). **f** Representative images and quantification analysis of renal tissue sections stained with H&E, PAS, and Masson’s trichrome (*n* = 6). **g** TEM and quantification of renal tissues from the indicated groups (*n* = 12). Yellow arrows refer to basement membranes. **h** Western blot and quantification of Nephrin and Podocin levels in total renal tissue lysates from the indicated groups (*n* = 6). β-actin served as a loading control. **i** Representative images of isolated mouse glomerulus stained with DHE (red), as well as antibodies against Nrf-2 (pink) and WT-1 (green) (*n* = 6). Nuclei were counterstained with DAPI (blue). Data are presented as mean ± s.e.m. ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, ^****^p < 0.0001 as determined by ordinary two-way ANOVA followed by Sidak’s multiple comparisons tests (**d**−**i**); ns, not significant. BUN, Blood urea nitrogen; GFR, Glomerular filtration rate; H&E, Hematoxylin and eosin; PAS, Periodic acid-Schiff; TEM, Transmission electron microscopy; WT-1, Wilms’ Tumor 1.

Histological analyses, including hematoxylin and eosin (H&E), periodic acid-schiff (PAS), and Masson’s trichrome staining, revealed minimal impact of podocyte *Fgf4* deficiency on renal histology under normal conditions. Conversely, under diabetic conditions, the deletion of podocyte *Fgf4* resulted in a more prominent expansion of the glomerular mesangium, glycogen deposition, and collagen accumulation (Fig. 2f). Transmission electron microscopy (TEM) further revealed thickening of the glomerular basement membrane (GBM), foot process fusion, and even foot process disappearance in both WT and *Fgf4*-PKO diabetic mice, with the latter exhibiting more severe pathological alterations (Fig. 2g). The expression levels of Nephrin and Podocin, integral components of the podocyte slit diaphragm^30, 31^, were significantly downregulated in diabetic mice (compared to non-diabetic controls), with lower levels seen in *Fgf4*-PKO diabetic mice than in WT diabetic littermates (Fig. 2h). To further investigate podocyte injury, we isolated glomeruli from all experimental groups (Supplementary Fig. 3b) and found that podocyte-specific *Fgf4* deficiency led to increased podocyte apoptosis, the accumulation of reactive oxygen species (ROS), and greater loss of podocytes in DKD mice (Fig. 2i).

To determine whether *Fgf4* deficiency affects podocyte function in a cell autonomous manner, siRNA was employed to silence *Fgf4* expression in murine podocytes cultured under high-glucose conditions (Supplementary Fig. 4a). Knockdown of *Fgf4* increased apoptosis and oxidative stress in high-glucose conditions (Supplementary Fig. 4b). Consistent with these observations, the absence of *Fgf4* exacerbated high glucose-induced upregulation of pro-apoptotic proteins and downregulation of antioxidant stress-related proteins in podocytes (Supplementary Fig. 4c). Taken together, these data from mouse and cellular models demonstrate that podocyte-specific *Fgf4* deficiency exacerbates podocyte-associated renal injury in DKD.

### rFGF4 administration ameliorates DKD pathologies

To gain insights into the pathophysiological role of FGF4 in renal tissues, structurally modified, non-mitogenic recombinant human FGF4 (rFGF4) was intraperitoneally (i.p.) administered to *db*/*db* mice at 1.0 mg/kg body weight every other day for 8 weeks (Fig. 3a). Consistent with our previous findings^26, 28^, rFGF4 significantly reduced blood glucose levels in *db*/*db* mice (Fig. 3b). Of note, rFGF4 treatment substantially decreased levels of the UACR and BUN in *db*/*db* mice (Fig. 3c). Histological assessments revealed that rFGF4 effectively mitigated renal mesangial expansion, glycogen accumulation, and fibrosis in *db*/*db* mice (Fig. 3d). Electron microscopy further revealed that rFGF4 treatment markedly prevented diabetes-induced glomerular injury, characterized by disruption of podocyte foot processes and basement membrane thickening (Fig. 3e).

**Fig. 3:**
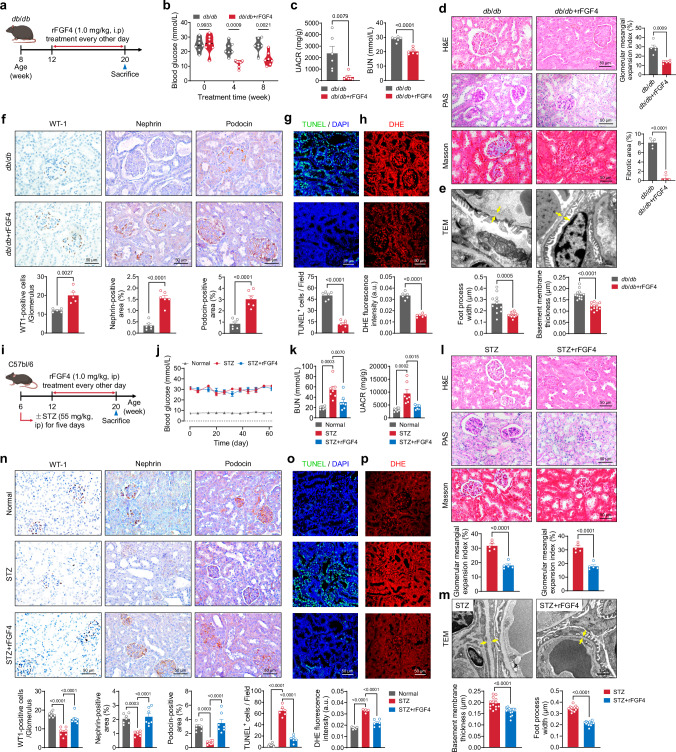
rFGF4 alleviates glomerular injury in DKD by inhibiting oxidative stress and apoptosis in podocytes. **a**−**h** *db*/*db* mice were treated with rFGF4 or PBS vehicle. **a** Schematic of rFGF4 treatment regimen: Male *db*/*db* mice at 12 weeks of age received intraperitoneal injections of rFGF4 (1.0 mg/kg) or vehicle every other day for 8 weeks. **b**, **c** Quantitative assessments of (**b**) blood glucose levels and (**c**) UACR and BUN (*n* = 6). **d** Representative renal sections stained with H&E, PAS, and Masson’s trichrome (*n* = 5). **e** TEM analysis of renal tissues, with yellow arrows indicating the GBM (*n* = 12). **f** Immunofluorescence staining and quantification of podocyte markers WT-1, Nephrin, and Podocin across treatment groups (*n* = 5-6 per group). **g**, **h** Representative images and quantification of TUNEL (green) and DHE (red) staining, with nuclei counterstained with DAPI (blue) (*n* = 6). **i**−**p** STZ-induced diabetic mice were treated with rFGF4 or vehicle control. **i** Schematic of rFGF4 treatment regimen: Male mice at 6 weeks of age received i.p. injections of STZ (55 mg/kg body weight) for five consecutive days, followed by treatment with rFGF4 (1.0 mg/kg body weight) or vehicle control every other day for 8 weeks starting at 12 weeks of age. Non-diabetic mice served as normal controls. **j**, **k** Measurements of blood glucose levels (**j**, *n* = 10), UACR, and BUN (**k**, *n* = 7). **l** Representative images of renal sections stained with H&E, PAS, and Masson’s trichrome (*n* = 5). **m** TEM analysis of renal tissues, with yellow arrows indicating the GBM (*n* = 14). **n** Immunohistochemical analysis of podocyte markers in renal sections (*n* = 7). **o**, **p** Representative images and quantification of TUNEL (green) and DHE (red) staining in renal sections (*n* = 6). Data are presented as mean ± s.e.m. ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, ^****^p < 0.0001 as determined by ordinary two-way ANOVA followed by Sidak’s multiple comparisons test (**b**), unpaired two-tailed Student’s *t*-test (**c**−**h**, **l**, **m**), or ordinary one-way ANOVA followed by Dunnett’s multiple comparisons test (**j**, **k**, **n**−**p**). GBM, Glomerular basement membranes.

Podocyte loss has been recognized as a critical driver of DKD progression^32–35^. Importantly, rFGF4 administration to *db*/*db* mice led to a significant upregulation of renal podocyte markers, including Wilms’ Tumor 1 (WT-1), Nephrin, and Podocin, suggesting a reduction in podocyte loss and dysfunction (Fig. 3f). A dramatic reduction in ROS and apoptotic cells was observed in rFGF4-treated renal sections, as demonstrated by dihydroethidium (DHE) and terminal deoxynucleotidyl transferase-mediated dUTP-biotin nick-end labeling (TUNEL) staining (Fig. 3g, h). This was corroborated by decreased renal superoxide dismutase (SOD) activity and malondialdehyde (MDA) content (Supplementary Fig. 5a). rFGF4 treatment also attenuated the expression of pro-apoptotic factors cleaved-Caspase3 (c-Casp3) and Bax, while enhancing levels of the antioxidant proteins Nrf-2 and HO-1 in renal tissues (Supplementary Fig. 5b). Additionally, rFGF4 treatment reduced renal fibrosis, as evidenced by decreased protein levels of the profibrotic markers type IV collagen (Col-IV) and transforming growth factor-β (TGF-β) (Supplementary Fig. 5c, d), as well as reduced mRNA levels of *TGF-β*, *Col-IV*, and *α-SMA* (Supplementary Fig. 5e).

Next, we treated STZ-induced T1D mice with rFGF4 (1.0 mg/kg body weight) every other day for 8 weeks and measured the effects on DKD (Fig. 3i). Blood glucose levels were significantly increased in mice following STZ induction, confirming establishment of the T1D model. However, rFGF4 treatment failed to reduce blood glucose level in this T1D model (Fig. 3j). As observed in *db*/*db* mice, rFGF4 ameliorated STZ-induced elevations in UACR and BUN (Fig. 3k), as well as the histopathological features of kidney injury (Fig. 3l). Notably, administration of rFGF4 significantly ameliorated STZ-induced glomerular damage and podocyte loss in diabetic glomeruli (Fig. 3m, n). Further, rFGF4 treatment resulted in reduced levels of apoptosis and oxidative stress in renal tissues of STZ-induced diabetic mice (Fig. 3o, p). This was accompanied by the downregulation of apoptosis markers, as well as the upregulation of antioxidant defense proteins (Supplementary Fig. 5f, g). Concomitantly, a significant reversal of renal fibrosis was observed (Supplementary Fig. 5h-j). These results indicated that rFGF4 may ameliorate the pathologies of DKD via a mechanism independent of its insulin-sensitizing effects.

To evaluate the long-term effects and safety profile of rFGF4, we performed comprehensive assessments in both DKD models. Our results revealed that serum tumor markers (AFP, PSA, CA125, and CEA) remained within normal ranges without treatment-related aberrations (Supplementary Fig. 6a, e). No detectable increases in Ki67-positive foci or cell cycle gene expression were observed (Supplementary Fig. 6b, c, f, g). Histopathological evaluation of major organs (including heart, liver, spleen, pancreas, and lungs) using H&E staining revealed significant attenuation of hepatic lipid accumulation in rFGF4-treated *db*/*db* mice, consistent with our previous findings^27^, However, no pathological alterations were observed in other major organs compared to untreated diabetic controls (Supplementary Fig. 6d, h). Further, pharmacokinetic studies demonstrated that intraperitoneal administration of rFGF4 achieved effective enrichment in both systemic circulation and renal tissues (Supplementary Fig. 7). Collectively, these findings establish that rFGF4 attenuates podocyte detachment and glomerular injury by suppressing oxidative stress and apoptosis, with a favorable safety profile.

### rFGF4 targets podocyte FGFR1 to protect renal function in diabetic conditions

Among the four principal FGF receptors, FGF receptor 1 (FGFR1) was the most abundantly expressed isoform in mouse renal tissues (Fig. 4a). Subsequent analysis demonstrated that FGFR1 was mainly located in the glomerular region in normal C57BL/6 mice (Fig. 4b and Supplementary Fig. 8a, b), a pattern also observed in human kidney tissues (Fig. 4c). Colocalization analyses further revealed that FGFR1 was predominantly expressed in glomerular podocytes in both normal and DKD samples, as evidenced by significant overlap with podocin, a podocyte marker (Fig. 4d, e). Minimal overlap was seen with the mesangial cell marker α-SMA and the endothelial cell marker CD31 (Supplementary Fig. 8c, d).

**Fig. 4:**
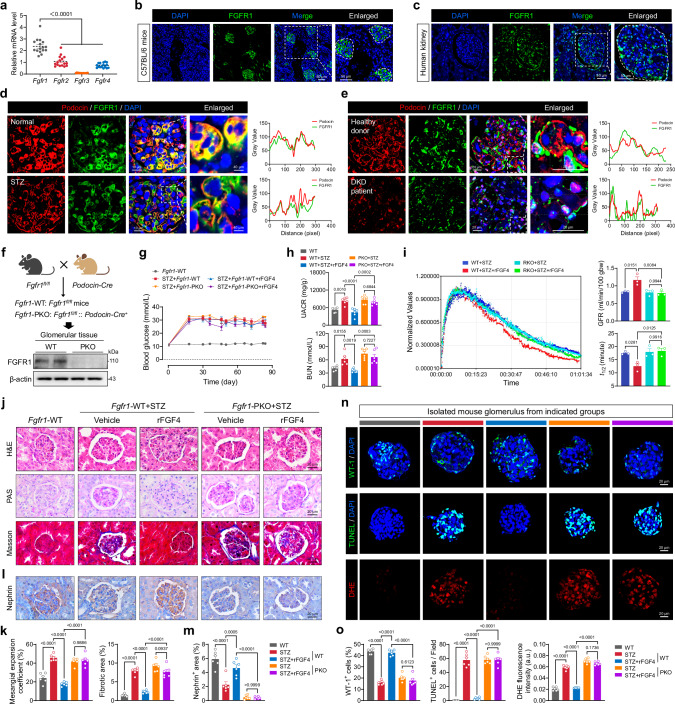
FGFR1 mediates the therapeutic effects of rFGF4 in podocytes. **a** Relative mRNA levels of *Fgfr1-4* in total renal tissue lysates from C57BL/6 mice (*n* = 16). **b**, **c** Immunofluorescence images depicting FGFR1 distribution (green) in normal renal tissues from (**b**) C57BL/6 mice and (**c**) human samples. White dashed lines delineate glomerular boundaries. **d**, **e** High-magnification images showing co-localization of FGFR1 (green) with the podocyte marker podocin (red) in (**d**) mouse and (**e**) human glomeruli. **f** Schematic of podocyte-specific *Fgfr1* knockout (*Fgfr1*-PKO), and Western blot of isolated glomeruli confirms loss of FGFR1 in *Fgfr1*-PKO versus littermate controls. **g**, **h** Changes in (**g**) blood glucose levels and (**h**) BUN and UACR across treatment groups (*n* = 6). **i** Renal excretion kinetics, GFR, and elimination half-life (*t*_1/2_) in mice from each group (*n* = 3). **j**, **k** Histological examination and quantification of renal sections using H&E, PAS, and Masson’s trichrome staining (*n* = 6). **l**, **m** immunohistochemistry and quantification of renal sections for the podocyte marker Nephrin from the indicated groups (*n* = 6). **n**, **o** Representative images of isolated mouse glomeruli stained with WT-1 (green), TUNEL (green), and DHE (red), with quantification shown in (**o**) (*n* = 6). Nuclei were counterstained with DAPI (blue). Data are presented as mean ± s.e.m. ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, ^****^p < 0.0001 as determined by ordinary one-way ANOVA followed by Tukey’s multiple comparisons test (**a**−**o**); ns, not significant.

To ascertain whether rFGF4 protects against renal injury through podocyte FGFR1, podocyte-specific *Fgfr1* knockout (*Fgfr1*-PKO) mice were generated and subjected to STZ-induced diabetes, followed by rFGF4 or PBS vehicle treatment (Fig. 4f and Supplementary Fig. 9a, b). While STZ-induced diabetes resulted in elevated blood glucose levels, no significant differences were observed between *Fgfr1*-PKO and WT control mice (Fig. 4g). Body weight was likewise unaffected by *Fgfr1* deletion (Supplementary Fig. 9c). Treating diabetic WT mice with rFGF4 decreased the BUN and UACR, and increased the GFR; however, these effects were abolished in *Fgfr1*-PKO diabetic mice (Fig. 4h, i). Histological analysis revealed that *Fgfr1* deletion negated the protective effects of rFGF4, including the reduction of mesangial matrix expansion, glycogen deposition, and collagen accumulation in STZ-induced diabetic mice (Fig. 4j, k). Electron microscopy confirmed that rFGF4 improved podocyte structural integrity in diabetic mice, but this effect was nullified in *Fgfr1*-PKO mice (Supplementary Fig. 9d). Additionally, rFGF4-induced upregulation of Nephrin did not occur in *Fgfr1*-PKO diabetic mice (Fig. 4l, m). Glomeruli isolated from rFGF4-treated diabetic mice further demonstrated that rFGF4-induced upregulation of WT-1 and Nrf-2, as well as ROS reduction, were abrogated in *Fgfr1*-PKO mice (Fig. 4n, o). Moreover, rFGF4 failed to upregulate antioxidative stress factors in glomeruli of *Fgfr1*-PKO mice (Supplementary Fig. 9e).

Consistent with our in vivo findings, siRNA-mediated silencing of *Fgfr1* in MPC-5 cells disrupted the ability of rFGF4 to mitigate apoptosis and reduce ROS accumulation (Supplementary Fig. 10a-c). Further, *Fgfr1* deficiency not only abrogated rFGF4-induced elevation of anti-apoptotic and antioxidative stress markers but also exacerbated pro-apoptotic signals (Supplementary Fig. 10d, e). Collectively, these in vivo and in vitro data conclusively demonstrate that rFGF4 protects against oxidative stress and apoptosis of podocytes in DKD by activating FGFR1.

### Activation of the AMPK-FOXO1 pathway underlies the protective effects of FGF4 in DKD

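Kidney RNA from 8 diabetic mice was sequenced with 1 library per mouse, 4 from rFGF4-treated and 4 from vehicle-treated mice. The paper describes the animals as STZ-induced diabetic mice, whereas the labels of the deposited samples name *db*/*db* mice, and the files do not settle which model was sequenced. For both models, Fig. 3 gives rFGF4 at 1 mg/kg every other day for 8 weeks. The authors assembled the mapped reads with StringTie, merged the transcripts of all libraries with gffcompare and gave the expression of each gene as FPKM (fragments per kilobase of exon, scaled to the mapped reads of the library). The deposited table lists 55401 genes by Ensembl identifier, and a value of 0.0001 appears to stand in place of 0. It holds no read counts, so the number of fragments behind each value is unknown. The FPKM of a library summed to between 389407 and 529835 in rFGF4-treated mice (median 448728) and between 481321 and 552604 in vehicle-treated mice (median 541331). Depth relative to vehicle mouse 2, estimated from the FPKM ratio shared most often by genes of low expression, was 0.905 to 1.09 in rFGF4-treated mice and 1 to 1.12 in vehicle-treated mice. Mitochondrial transcripts made up 27.4% ± 7.25 (SD, n = 4) of the summed FPKM in rFGF4-treated mice and 33.5% ± 6.33 (SD, n = 4) in vehicle-treated mice, a difference smaller than the SD of either group. The 15150 genes with an FPKM of at least 0.5 in 4 or more libraries were compared on the scale log2(FPKM + 1) with limma's moderated test, since edgeR, which the methods name, needs counts. Across these genes, which are not independent replicates, Spearman's rho between libraries was 0.862 to 0.943 within the rFGF4 group, 0.838 to 0.960 within the vehicle group and 0.836 to 0.959 between the groups. The first principal component held 54.4% of the variance and did not separate the groups (two-sided exact permutation test, p = 0.686). With vehicle mouse 3 left out, its share was 60.2%. The paper's text does not name the genome build. Of the identifiers, 99.5% are in the GENCODE M21 annotation of GRCm38, from which coordinates were taken.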

To unravel the potential mediator downstream of the FGF4-activated FGFR1, RNA-Seq analysis was performed on renal tissue from STZ-induced diabetic mice treated with rFGF4 or PBS vehicle. 

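The threshold in the methods is an unadjusted p under 0.05 with a fold change of at least 1.5 or at most 0.67. In the limma fit, 231 genes passed it, of which 165 were higher and 66 lower in rFGF4-treated mice. Fold changes of this fit are those of FPKM + 1. Adding 1 shrinks them for genes of low FPKM, so the cut is stricter there than one on FPKM itself. An unadjusted p under 0.05 was found for 700 genes, and an adjusted p under 0.05 for 0 genes (smallest adjusted p = 0.918, Benjamini-Hochberg). The authors' deposited table gives 6 genes an adjusted q under 0.05. In 504 genes, or 3.33% of those tested, the 4 mice of one group all lay above the 4 of the other, where chance gives 2.86%, and 90 of the 231 genes were among them. The median log2 fold change of all tested genes was 0.09. After the libraries were scaled to a common median ratio, a step chosen after seeing the data, it was -0.01, and 92 genes were higher and 89 lower at the threshold. The number of genes at the threshold moved most when rFGF4 mouse 5 was left out, to 575, and it was 432 without vehicle mouse 5. Leaving out vehicle mouse 2, 4 or 5 gave 1 gene each with an adjusted p under 0.05, namely *Ntn1*, *Rbm33* and *Tnpo1*, which are named here after their values were seen. Among genes past the threshold with a mean FPKM of at least 1 and no overlap between the groups, *Gigyf2* (ENSMUSG00000048000) had the smallest p of those higher in rFGF4-treated mice. It lies on chromosome 1 of GRCm38 from 87326998 to 87450796, where its exons overlap another gene. Its FPKM was 5.49 ± 0.704 (SD, n = 4) in rFGF4-treated mice and 2.47 ± 0.466 (SD, n = 4) in vehicle-treated mice, a log2 fold change of 0.91 (standard error 0.15). *Azin1*, whose exons also overlap another gene, *Angptl7*, *Gper1* and *Syce2* followed, with log2 fold changes from 0.75 to 1.05. Of the genes that were lower, *Pars2* (ENSMUSG00000043572; chromosome 4, 106651069 to 106655282) had the smallest p, with an FPKM of 0.486 ± 0.356 (SD, n = 4) in rFGF4-treated mice and 1.75 ± 0.208 (SD, n = 4) in vehicle-treated mice. Its log2 fold change was -0.91 (standard error 0.17). *Gm24119*, *Btbd6*, *H1f2* and *Clec2h* followed, with log2 fold changes from -1.41 to -0.75. Each of these 10 genes had an exact permutation p of 0.0286, the smallest that 4 mice against 4 allow, and an adjusted p of 0.918. Choosing genes whose groups do not overlap fixes that permutation p, so it is not further evidence.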

In-depth analysis revealed 190 upregulated genes and 134 downregulated genes (Fig. 5a). KEGG Pathway enrichment analyses indicated that the AMPK signaling pathway was one of the most prominently upregulated pathways associated with apoptosis and oxidative stress (Fig. 5b). Additionally, we observed a pronounced enrichment and upregulation of forkhead box protein O1 (FOXO1), a downstream target of the AMPK pathway, in renal tissues of rFGF4-treated mice (Fig. 5c-d). 

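The KEGG annotation of the deposited table assigns 126 genes to the AMPK signaling pathway, and 110 of them were tested. With genes ranked by log2 fold change, gene set enrichment analysis (fgsea) gave the set a normalized enrichment score (NES) of 1.36 (p = 0.0357 from permutation of genes, Benjamini-Hochberg adjusted p = 0.0807). The median log2 fold change of the set was 0.13. Of 303 pathways with 10 to 500 tested genes, 129 had a p under 0.05 with an NES over 1, and 107 of the higher pathways had an adjusted p under 0.05. By NES, the AMPK signaling pathway ranked 131 of 303. The highest score was 2.12, for bacterial invasion of epithelial cells (62 genes), and the MAPK signaling pathway (221 genes) had a score of 1.84. Among pathways of cell death and oxidative metabolism, Apoptosis (121 genes) had an NES of 1.80 (adjusted p = 0.000249) and ranked 23, the p53 signaling pathway (60 genes) had an NES of 1.16 (adjusted p = 0.358), and Oxidative phosphorylation (126 genes) had the lowest score of all, -3.19. The leading edge of the AMPK set held 47 genes, led by *Rab11b*, *Insr* and *G6pc*. When genes were ranked by the fold changes of the deposited table instead, the NES of the AMPK set was 0.70 (p = 1 from permutation of genes), the alternative that moved it most. That ranking covers all 55401 genes, 24600 of them tied at a log2 fold change of exactly 0. Its score therefore cannot be set beside the others. After scaling to a common median ratio the NES of the AMPK set was 1.24 (p = 0.105 from permutation of genes). With each mouse left out in turn, the NES stayed between 1.07 and 1.83, and its p was 0.05 or more in 4 of the 8 fits, those without rFGF4 mouse 3, rFGF4 mouse 5, vehicle mouse 3 or vehicle mouse 5. Limma's camera, with a preset correlation of 0.01 between genes, gave p = 0.0109 for the set, and fry, which keeps the measured correlation, gave p = 0.0378.

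**Figure D1:**
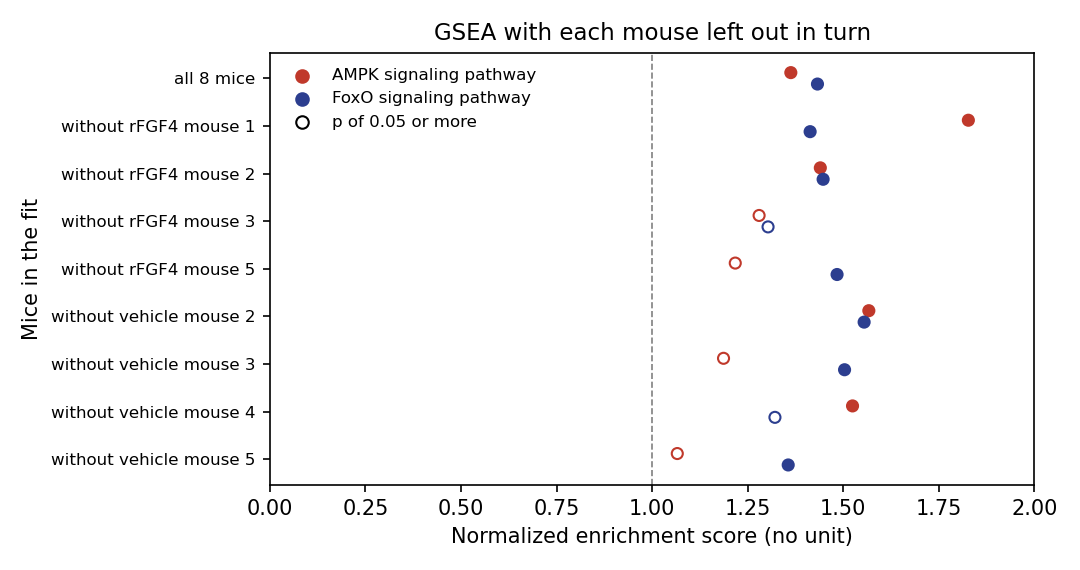
Normalized enrichment score (no unit, x axis) of the AMPK (red) and FoxO (blue) signaling pathways with all 8 mice and with each mouse left out in turn (y axis); open circles have a p of 0.05 or more, and the dashed line marks an NES of 1. The AMPK score is highest without rFGF4 mouse 1 (1.83) and lowest without vehicle mouse 5 (1.07).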

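The FoxO signaling pathway holds 132 annotated genes, of which 109 were tested and 33 also belong to the tested AMPK set. Its NES was 1.43 (p = 0.0210 from permutation of genes, adjusted p = 0.0522), which ranked 110 among the pathways, and its p was 0.05 or more without rFGF4 mouse 3 (NES 1.30) or vehicle mouse 4 (NES 1.32). Ranking by the fold changes of the deposited table reversed it to -0.61 (p = 1 from permutation of genes), and fry gave p = 0.182. *Foxo1* (ENSMUSG00000044167) lies on chromosome 3 of GRCm38 from 52268336 to 52353221, where its exons overlap another gene. Its FPKM was 7.28 ± 2.60 (SD, n = 4) in rFGF4-treated mice and 4.83 ± 0.153 (SD, n = 4) in vehicle-treated mice. The single rFGF4-treated mice had 4.83, 7.10, 10.9 and 6.27 FPKM, and the first of these lay within the range of the vehicle-treated mice, 4.62 to 4.95. The log2 fold change of *Foxo1* was 0.46 (standard error 0.21, limma adjusted p = 0.918). A two-sided exact permutation test gave p = 0.114, so the difference could not be told from a chance split of the 8 mice. With rFGF4 mouse 3 left out the log2 fold change was 0.26, and with rFGF4 mouse 1 left out it was 0.61 and passed an unadjusted p of 0.05. The heat maps of Fig. 5d show 21 genes, 12 of the AMPK pathway and 11 of the FOXO pathway with 2 in both. *Creb3l3*, *Creb5*, *Ccnb1* and *Il6* did not reach the FPKM needed for a test. All 17 tested genes were higher in rFGF4-treated mice, also after scaling to a common median ratio, and *Rab11b*, *Ppp2r2a*, *Fasn*, *Prkag2*, *Insr* and *Smad2* had an unadjusted p under 0.05. Without rFGF4 mouse 1, *Ccnb2* and *Cdkn2b* were lower instead (log2 fold changes of -0.14 and -0.071). *Rab11b*, *Ppp2r2a*, *Fasn* and *Insr* were also past the fold change of the methods, taken on FPKM + 1. Adjusted over the list alone, 0 genes had a p under 0.05 (smallest 0.0600), and 0 did over all genes tested, beside 6 at an unadjusted p under 0.05. The study chose the list on these samples, so the first count is not independent evidence. *Rab11b*, whose exons overlap another gene, had 23.8 ± 4.95 FPKM (SD, n = 4) in rFGF4-treated mice and 9.07 ± 5.70 (SD, n = 4) in vehicle-treated mice, a log2 fold change of 1.44 (standard error 0.36). *Insr* had 2.71 ± 1.70 FPKM (SD, n = 4) and 0.729 ± 0.219 (SD, n = 4), a log2 fold change of 0.99 (standard error 0.32), beside the log2 fold change of 0.73 that the authors deposited for it. In *Rab11b*, *Prkag2*, which also overlaps another gene, and *Insr* the groups did not overlap. The highest value of the 8 mice was in rFGF4 mouse 1 for 12 of the 21 genes. Without the heat-map genes, the NES was 0.85 for the AMPK set (p = 0.749 from permutation of genes) and 1.12 for the FoxO set (p = 0.273 from permutation of genes). Since the study chose these genes on the same samples and all 17 tested were higher, leaving them out lowers the score by construction, and the drop is not evidence against the sets. The paper states that FOXO1, which it places downstream of AMPK, was enriched and upregulated in renal tissue of rFGF4-treated mice.

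**Figure D2:**
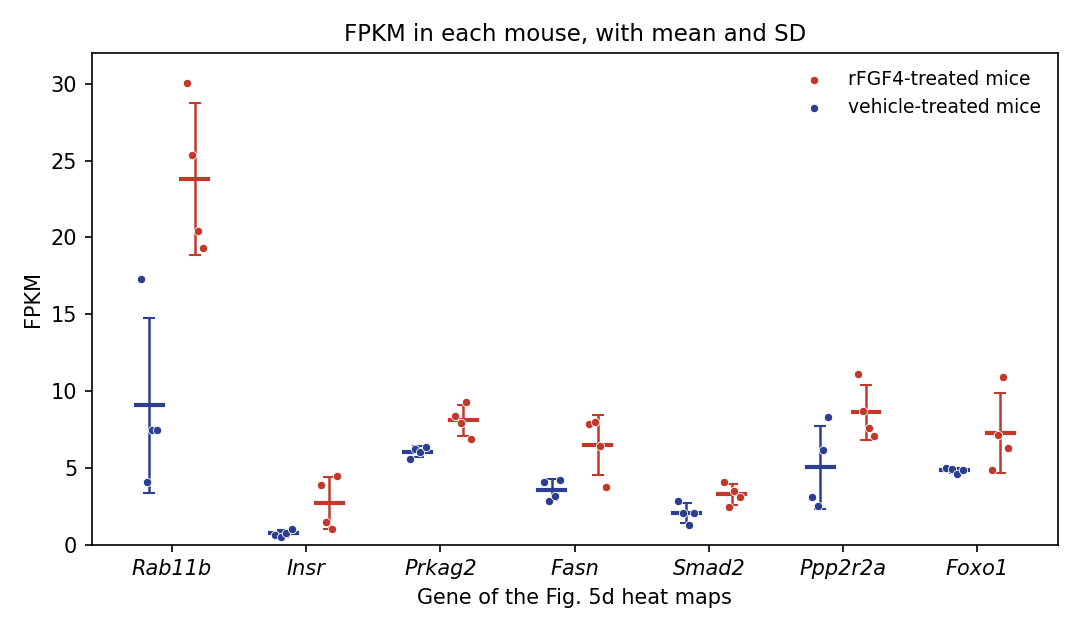
FPKM (y axis) of 7 genes of the Fig. 5d heat maps (x axis) in each rFGF4-treated (red) and vehicle-treated (blue) mouse; horizontal lines are means and error bars are the SD of 4 mice. The groups do not overlap for *Rab11b*, *Insr* and *Prkag2*, and the *Foxo1* values of the rFGF4-treated mice spread from 4.83 to 10.9.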

In glomeruli isolated from STZ-induced diabetic mice, phosphorylation levels of AMPK and FOXO1 were significantly reduced compared to levels seen in non-diabetic controls; this reduction was more pronounced in *Fgf4*-PKO diabetic mice (Fig. 5e). Conversely, rFGF4 treatment significantly increased levels of phosphorylated (p)-AMPK and p-FOXO1 in renal tissues of STZ-induced diabetic mice (Fig. 5f). Moreover, rFGF4-induced activation of the AMPK-FOXO1 pathway was abolished in the glomeruli of *Fgfr1*-PKO diabetic mice (Fig. 5g). Given that the FOXO1 transcription factor requires translocation into the nucleus to activate target genes^36^, fractionation experiments were conducted to assess the influence of rFGF4 on FOXO1 subcellular distribution. We found that rFGF4 promoted the nuclear localization of FOXO1 in MPC-5 cells (Fig. 5h). Similarly, immunofluorescence assays confirmed the nuclear localization of FOXO1 after rFGF4 treatment, whereas FOXO1 was found in the cytosol in *Ampk*-silenced MPC-5 cells (Fig. 5i). These data suggest that rFGF4 modulates FOXO1 nuclear localization through AMPK activation in an FGFR1-dependent manner.

**Fig. 5:**
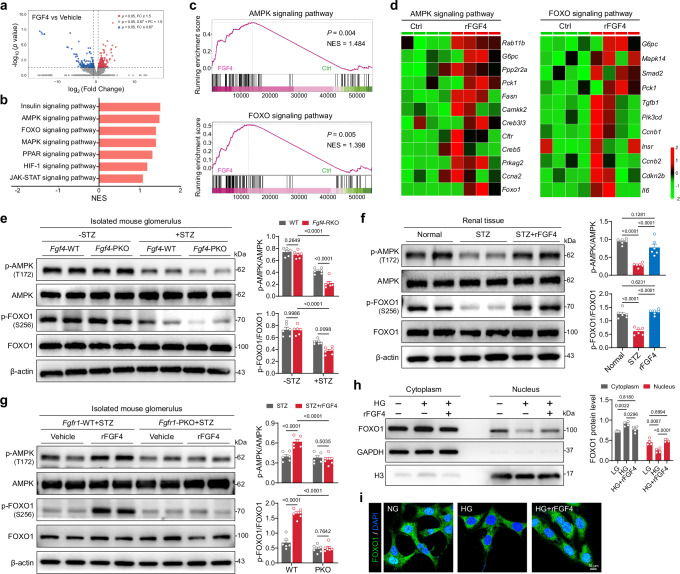
Activation of the AMPK-FOXO1 pathway mediates the protective effects of FGF4 in DKD. **a** Volcano plots depicting differentially expressed genes in the kidney of rFGF4- and vehicle-treated mice. Red dots represent upregulated genes (*p* < 0.05, FC ≥ 1.5); blue dots represent downregulated genes (*p* < 0.05, FC ≤ 0.67); grey dots represent genes with no significant change (*p* > 0.05, 0.67<  FC < 1.5). *n* = 4 per group. **b**, **c** KEGG pathway enrichment analysis showing the involvement of apoptosis and oxidative stress pathways in the kidneys of the indicated groups based on RNA-seq data. **d** Heat map of differentially expressed genes involved in the AMPK (left) and FOXO1 (right) pathways. **e** Western blot analysis of prot**e**ins involved in the AMPK–FOXO1 signaling cascade in total renal lysates from WT and *Fgf4*-PKO diabetic or normal mice (*n* = 6). **f** Immunoblotting analysis of AMPK and FOXO1 pathway activation in total renal lysates from STZ-induced diabetic mice treated with rFGF4 or vehicle control (*n* = 6). Phosphorylated protein levels are expressed relative to total protein levels and presented as scatter plots. **g** Western blot analysis and quantification of phosphorylated (p)-AMPK and p-Foxo1 levels in isolated glomeruli from each treatment group (*n* = 6). **h** Effect of rFGF4 on Foxo1 localization in the cytoplasm or nucleus of MPC-5 cells as determined by subcellular fractionation analysis. H3 and GAPDH were used as controls for nuclear and cytosolic fractions, respectively (*n* = 4). **i** Immunofluorescence analysis of the effect of AMPK knockdown on Foxo1 (green) subcellular localization in MPC-5 cells. Nuclei were counterstained with DAPI (blue). Representative images from three independent experiments with similar results. β-actin was used as a loading control. Data are presented as mean ± s.e.m. ^***^p < 0.001 as determined by ordinary two-way ANOVA followed by Sidak’s multiple comparisons tests (**e**−**h**) or ordinary one-way ANOVA followed by Tukey’s multiple comparisons test (**f**); ns, not significant. KEGG, Kyoto Encyclopedia of Genes and Genomes; NES, Normalized Enrichment Score; FC, Fold change; H3, Histone 3.

To further elucidate the role played by AMPK-FOXO1 in mediating the therapeutic effects of FGF4 on DKD, we established a mouse model with podocyte-specific knockout of *Ampka1*/*a2* (*Ampk*-PKO) and subjected these mice to STZ-induced diabetes, followed by treatment with rFGF4 or vehicle control (Fig. 6a, b and Supplementary Fig. 11a). Reduction in the renal injury marker UACR induced by rFGF4 in diabetic mice was markedly abolished in *Ampk*-PKO diabetic mice (Fig. 6c). Histological analysis and Nephrin immunohistochemistry revealed substantial improvement in renal pathology and podocyte loss in diabetic *Ampk*^fl/fl^ mice treated with rFGF4 compared to vehicle-treated controls. However, these therapeutic effects were absent in diabetic *Ampk*-PKO mice (Fig. 6d, e). Similarly, the ability of rFGF4 to preserve podocyte structure in diabetic mice was blunted by the loss of *Ampka1*/*a2* (Fig. 6f, g). Finally, *Ampk* deficiency prevented rFGF4 from reducing glomerular oxidative stress and apoptosis, indicating the essential role of AMPK in podocytes for rFGF4 to protect against diabetic renal injury (Fig. 6h, i). Consistent with these in vivo analyses, *Ampk* knockdown in MPC-5 cells negated the ability of rFGF4 to reduce apoptosis and ROS accumulation, as well as upregulate anti-oxidative stress and anti-apoptotic proteins (Supplementary Fig. 12). Furthermore, *Ampk*-PKO abolished the rFGF4-induced upregulation of FOXO1 phosphorylation (Fig. 6j).

**Fig. 6:**
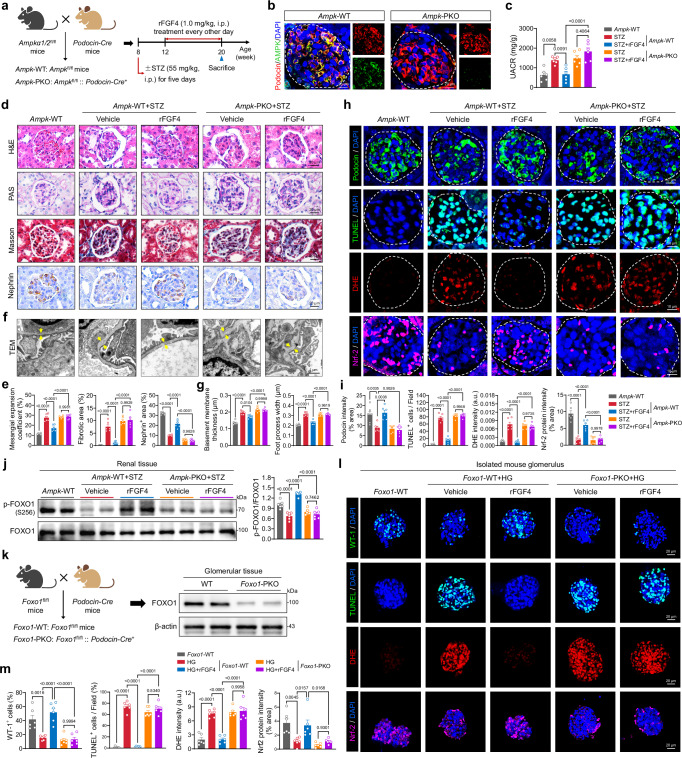
AMPK-FOXO1 dependency in the therapeutic effects of rFGF4 against renal injury. **a** Schematic of the rFGF4 treatment regimen for WT and podocyte-specific *Ampk* knockout (*Ampk*-PKO) mice with STZ-induced diabetes. Male mice (6 weeks old) received i.p. injections of STZ (55 mg/kg body weight) for five consecutive days. At 12 weeks of age, these mice received i.p. injections of rFGF4 (1.0 mg/kg body weight) or PBS vehicle every other day for 8 weeks. **b** Immunofluorescence staining showing co-localization of AMPK (green) with podocin (red) in glomeruli. **c** Quantification of UACR in the indicated groups (*n* = 6). **d**, **e** Representative images and quantification of renal sections stained with H&E, PAS, Masson’s trichrome, and Nephrin (*n* = 6). **f**, **g** TEM images and quantification of renal tissues from the indicated groups, with yellow arrows indicating GBM width (*n* = 6). **h**, **i** Representative images and quantification of podocin (green), TUNEL (green), DHE (red), and Nrf-2 (pink) staining in renal sections of WT and *Ampk*-PKO diabetic mice after rFGF4 treatment (*n* = 6). **j** Western blot analysis of phosphorylated (p)-FOXO1 and total FOXO1 in renal lysates from WT and *Ampk*-PKO mice under diabetic or normal conditions (*n* = 6). **k** Schematic of podocyte-specific *Foxo1* knockout (*Foxo1*-PKO) and Western blot analysis of FOXO1 expression in glomeruli isolated from *Foxo1*-PKO and WT control mice. **l**, **m** Representative images and quantification of WT-1 (green), TUNEL (green), DHE (red), and Nrf-2 (pink) staining in renal sections of WT and *Foxo1*-PKO diabetic mice (*n* = 6). Nuclei were counterstained with DAPI (blue). Data are presented as mean ± s.e.m. ^*^p < 0.01, ^**^p < 0.01, ^***^p < 0.001, ^****^p < 0.0001 as determined by ordinary one-way ANOVA followed by Tukey’s multiple comparisons test (**c**−**m**); ns, not significant.

Given that FOXO1 is a key downstream regulatory factor of AMPK, we next generated podocyte-specific *Foxo1* knockout mice (*Foxo1*-PKO) and isolated glomeruli for high-glucose modeling and rFGF4 treatment (Fig. 6k and Supplementary Fig. 11b). The loss of FOXO1 blunted the abilities of rFGF4 to increase podocyte numbers, reduce apoptosis, and decrease ROS accumulation (Fig. 6l, m). Collectively, these data highlighted the essential role of the AMPK-FOXO1 pathway in podocytes in mediating the therapeutic benefits of rFGF4 in DKD.

### Clinical translational potential of rFGF4 in DKD

To assess the clinical potential of rFGF4 in treating DKD, shed podocytes in the urine of patients diagnosed with DKD (Supplementary Table 1) were collected and exposed to rFGF4. In alignment with our mouse and cell culture experiments, rFGF4 reduced high glucose-induced apoptosis in human podocytes (Fig. 7a). Under high-glucose conditions, the morphological transition of podocytes from a spindle shape to an elliptical shape, a characteristic feature of DKD, was reversed by rFGF4 treatment (Fig. 7b). Finally, we obtained human glomeruli from kidneys subjected to surgical resection and exposed them to high glucose conditions. rFGF4 treatment effectively alleviated high glucose-induced podocyte loss, apoptosis, and ROS accumulation, supporting our data from renal glomeruli of diabetic mice (Fig. 7c). Consistent with these morphological results, rFGF4 treatment induced the downregulation of c-Cas3 and the upregulation of Nrf-2 and SOD2 in human renal glomeruli (Fig. 7d). Significantly, rFGF4 treatment increased the levels of p-AMPK and p-FOXO1 in isolated human renal glomeruli (Fig. 7e). Collectively, these data demonstrate that FGF4 is a promising therapeutic candidate for treating DKD, and that these beneficial effects are mediated by activation of the FGFR1-AMPK pathway.

**Fig. 7:**
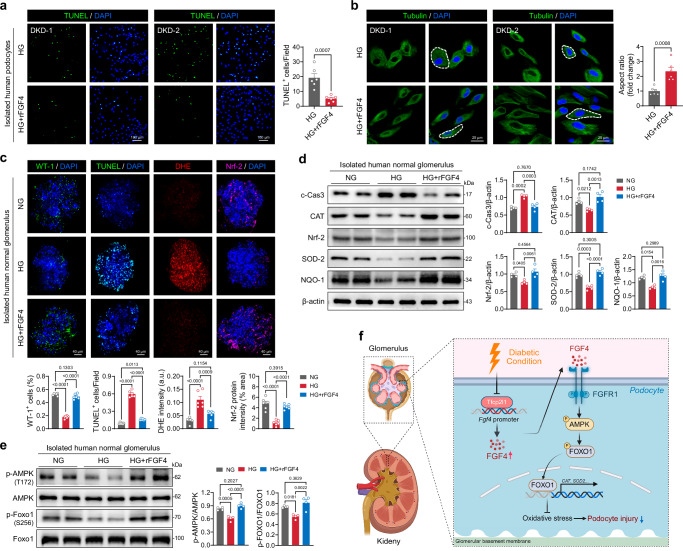
Clinical relevance and therapeutic potential of rFGF4 in DKD. **a**, **b** Human podocytes were isolated from the urine of DKD patients and exposed to high glucose conditions with or without rFGF4 treatment. **a** Representative images of TUNEL staining (green) and quantification of TUNEL-positive cells from the indicated groups (*n* = 6). **b** Immunofluorescence analysis of tubulin (green) and quantification of the aspect ratio (width to height ratio) of human podocytes (*n* = 6). White dashed lines mark the edge of the cells. **c** Representative images and quantification of isolated human glomeruli stained for WT-1 (green), TUNEL (green), DHE (red), and Nrf-2 (pink). Nuclei were counterstained with DAPI (blue). **d** Western blot and quantitative analysis of c-Cas3, CAT, SOD-2, and Nrf-2 protein levels in human glomeruli from the indicated groups (*n* = 4). β-actin served as a loading control. **e** Western blot analysis of the activation of AMPK-FOXO1 pathway components in total glomerular tissue lysate. The ratios of phosphorylated proteins to total proteins are shown as scatter plots (*n* = 4). **f** Schematic showing that FGF4 protects against DKD by activating the FGFR1-AMPK-FOXO1 signaling axis. Data are presented as mean ± s.e.m. ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, ^****^p < 0.0001 as determined by unpaired two-tailed Student’s *t*-test (**a**, **b**) or ordinary one-way ANOVA followed by Tukey’s multiple comparisons test (**c**−**e**); ns, not significant. c-Cas3, cleaved-Caspase3; CAT, Catalase.

We next examined whether current first-line therapies for DKD—renin-angiotensin system (RAS) blockade and sodium-dependent glucose transporter 2 (SGLT2) inhibition—modulate podocyte expression of FGF4 and FGFR1. In the STZ-induced diabetic mouse model, we administered either the RAS blocker losartan potassium (LOS) or the SGLT2 inhibitor empagliflozin (EMP). Blood glucose levels were significantly reduced in EMP-treated mice but remained unchanged with LOS treatment (Supplementary Fig. 13a). Compared to the STZ control group, LOS treatment was associated with increased glomerular expression of FGF4 at both the protein and mRNA levels (Supplementary Fig. 13b, d), suggesting that its podocyte-protective effects may be partially mediated via upregulation of FGF4. In contrast, EMP treatment did not significantly alter renal FGF4 expression relative to the STZ controls (Supplementary Fig. 13b, e). Neither treatment significantly affected FGFR1 expression levels (Supplementary Fig. 13c, e).

## Discussion

DKD remains one of the leading causes of end-stage renal disease worldwide, with podocyte loss playing a pivotal role in its pathogenesis^33,37^. Despite advances in the management of diabetes, current DKD therapies primarily slow disease progression rather than offering curative solutions, underscoring the urgent need for more effective treatment strategies that target underlying mechanisms^2, 4, 34^. In this study, we present evidence supporting the therapeutic potential of rFGF4 in halting DKD progression. We demonstrate that endogenous FGF4 expression is significantly reduced in both murine and human renal tissues during DKD progression, with podocyte-specific knockout of *Fgf4* exacerbating kidney damage. In contrast, supplying exogenous rFGF4 mitigated DKD progression primarily by inhibiting oxidative stress to promote podocyte survival and glomerular function via the FGFR1-AMPK-FOXO1 signaling axis (Fig. 7f). Importantly, rFGF4 restored the cytoskeletal integrity of primary human podocytes derived from healthy donors and mitigated injury to human glomerular podocytes under high glucose conditions. These data highlight the promising potential for translating rFGF4 to the clinic.

Recent studies have characterized the critical roles played by FGFs in diabetic complications, including DKD. Early research centered on endocrine FGF21, which protects against diabetic nephritis, oxidative stress, fibrosis, and lipid accumulation^38, 39^. Our previous research has demonstrated that paracrine FGF1 is expressed in a diverse array of kidney cells, including mesangial cells and podocytes, with its expression markedly downregulated in DKD. Additionally, exogenous administration of FGF1 primarily mitigates inflammatory responses, consequently ameliorating the condition of DKD^40^. Another study implicated FGF13 and FGF11 in DKD exacerbation, with FGF13 promoting endothelial cell dysfunction and FGF11 contributing to mesangial cell proliferation and fibrosis^41, 42^. However, the roles of FGF family members in podocytes and the associated molecular mechanisms remain poorly understood. In this study, we identified that FGF4 is predominantly expressed by podocytes of the glomerulus, and that deletion of *Fgf4* specifically in podocytes exacerbated DKD. Although single-cell sequencing revealed relatively low levels of *Fgf4* expression in these cells^43–45^, our findings illustrate that FGF4 serves as a high-potency, low-abundance molecular guardian in podocyte homeostasis. In addition, FGFR1, the receptor through which FGF4 regulates metabolic homeostasis^28^, also localized to glomerular podocytes. This observation is in agreement with previous single-cell sequencing analysis of mouse podocytes^46^. Upon receiving the FGF4 signal, FGFR1 activates the AMPK-FOXO1 signaling pathway to reduce podocyte apoptosis and oxidative stress, thereby alleviating DKD.

Oxidative stress, characterized by excessive ROS accumulation, plays a pivotal role in the progression of DKD^47, 48^. Podocytes, essential for maintaining the glomerular filtration barrier and renal integrity, are particularly susceptible to long-term hyperglycemia, which leads to ROS accumulation and apoptosis^49, 50^. Our study highlights the protective role of rFGF4 in reducing ROS accumulation, preserving podocyte integrity, and mitigating kidney damage. Notably, while rFGF4 reduced blood glucose levels in *db*/*db* diabetic mice, it did not affect blood glucose levels in the STZ-induced model. The lack of a hypoglycemic effect of FGF4 in type 1 diabetic mice may be due to its inability to substitute for insulin across glucose-regulating tissues (e.g., muscle, liver) and the potential suppression of signaling pathways under an insulin-deficient metabolic state^28^. In both DKD mouse models, rFGF4 alleviated renal dysfunction, pathological changes, fibrosis, and podocyte injury, confirming its role in mitigating DKD via non-glycemic-dependent mechanisms. Structural changes observed in the kidneys, particularly in glomerular architecture, further emphasize the role of FGF4 in maintaining renal structural integrity.

AMPK functions as an energy sensor that is activated under conditions of low energy. Activated AMPK promotes ATP production and inhibits energy-consuming processes^51, 52^. During oxidative stress, AMPK activation plays a pivotal role in enhancing cellular antioxidant defense mechanisms, thereby improving cell survival^16^. In the kidney, AMPK activation reduces podocyte permeability to albumin and alleviates podocyte dysfunction^53, 54^. These findings highlight the therapeutic potential of AMPK activators in managing renal diseases, suggesting that targeting AMPK may be a promising strategy for improving renal health. FOXO1, on the other hand, is a transcription factor that regulates a wide variety of cellular processes, including the cell cycle, apoptosis, and responses to oxidative stress^55, 56^. AMPK can activate FOXO1, leading to the transcriptional upregulation of genes that enhance the antioxidant response^36^. This interplay between AMPK and FOXO1 helps maintain cellular integrity under stress. Our research demonstrates that upon receiving the FGF4 signal, FGFR1 on podocytes activated the AMPK-FOXO1 signaling cascade, which subsequently mitigated oxidative stress and reduced podocyte apoptosis. These findings align with our previous studies demonstrating that the effects of FGF4 on both central glucose regulation and non-alcoholic fatty liver disease amelioration are mediated through FGFR-dependent AMPK activation in target cells^26, 27^, thereby establishing AMPK as a center molecular node within FGF4’s biological network. Genetic knockout of AMPK or FOXO1 abrogated the protective effects of rFGF4 against diabetes-induced renal injury, underscoring the critical role of the AMPK-FOXO1 axis in mediating the therapeutic effects of FGF4 in DKD.

In summary, our study demonstrates that podocyte-derived FGF4 activates the FGFR1-AMPK-FOXO1 signaling pathway to mitigate oxidative stress and promote podocyte survival, thereby preserving glomerular integrity and protecting the kidney from diabetes-induced injury. These findings expand the horizon of the physiopathological roles of FGF4 in renal homeostasis and shed new light on potential strategies for pharmacotherapeutic intervention in DKD.

## Methods

### Human renal samples

Renal biopsies from patients with chronic kidney disease had been performed as part of routine clinical diagnostic investigation. The samples of renal biopsies were obtained from the Department of Nephrology, The Second Affiliated Hospital and Yuying Children’s Hospital of Wenzhou Medical University. Control samples were obtained from the healthy kidney poles of individuals who underwent tumor nephrectomies without diabetes or chronic renal disease. Written informed consent to participate was obtained from all human participants. None of the human study participants received compensation. The detailed information of the human renal biopsy samples is provided in Supplementary Table 1. The entire human study, encompassing the experimental design, methodologies, and data analysis procedures, were approved by the Ethics Committee of The Second Affiliated Hospital and Yuying Children’s Hospital of Wenzhou Medical University, as well as The Second Affiliated Hospital of Zhejiang University. All experimental procedures were conducted in accordance with the Declaration of Helsinki on ethical principles for medical research involving human participants.

### Expression and purification of recombinant FGF4

N-terminally truncated human FGF4 (rFGF4) (Ala67-Leu206) were expressed in *E. coli* (BL21) and purified by using a heparin column followed with a size-exclusion chromatography column according to published protocols^25, 26^.

### Extraction and cultivation of primary glomeruli

Normal human renal tissues used in this study were obtained from regions distant from the diseased site following surgical resection of renal tumors. Glomeruli were isolated through a differential screening method with 250 µm, 180 µm, and 100 µm cell sieves. For mouse primary glomeruli, kidney samples were isolated using differential sieving with 100 µm, 70 µm, and 40 µm cell sieves. Glomeruli that sieved through the 40 µm filter were collected, appropriately suspended, and plated onto polylysine-coated slides to create a monolayer structure. Cultures were maintained in RPMI 1640 medium supplemented with glutamine (5 mmol/L), n-2-hydroxyethylpiperazine-n’-2-ethanesulfonic acid (HEPES) (15 mmol/L), penicillin (100 U/ml), and streptomycin (100 µg/ml), under conditions of 5% CO_2_ and 95% air. *Fgf4*-PKO and *Fgfr1*-PKO mice received chronic rFGF4 treatment, after which glomeruli were isolated and fixed in 4% paraformaldehyde (PFA) for 30 min for subsequent immunofluorescence analyses.

### Establishment of DKD pathological model using primary glomeruli under high-glucose conditions

Primary glomeruli isolated from *Foxo1*-PKO mice or human specimens were suspended in RPMI 1640 medium supplemented with glutamine (5 mmol/L), HEPES (15 mmol/L), penicillin (100 U/mL), and streptomycin (100 μg/mL) to support cell growth. Based on the experimental design, the glomeruli were divided into three groups: control group, high-glucose group, and treatment group.

For the control group, the medium was supplemented with 5 mM glucose to maintain normal glucose concentrations. For the high-glucose group, the medium was supplemented with 33 mM glucose to simulate a hyperglycemic environment. For the treatment group, the high-glucose medium was supplemented with rFGF4 (200 ng/mL). All groups were cultured in a 37 °C, 5% CO₂ incubator for 36 h to mimic the pathological conditions of diabetic kidney disease.

### Extraction and cultivation of human primary podocytes

Human urine samples were obtained from two groups of diabetic patients: non-DKD controls (defined as clinically diagnosed diabetic patients with persistently normal renal functional indicators) and diagnosed DKD patients. These samples were centrifuged at 400 × g for 5 min, and the resulting sediment was washed two times with phosphate-buffered saline (PBS). For cell culture, 12-well plates were precoated with type I collagen at a concentration of 50 μg/ml. The pelleted cells were suspended in DMEM/F12 medium supplemented with 10% fetal bovine serum (FBS) and 1% insulin-transferrin-selenium-ethanolamine (ITS-X). Cultivation was maintained at a constant temperature of 37 °C, with medium replenishment every 2 days based on cell status. Cell collection occurred approximately on day 10.

### Animal study experimental protocol

Male C57BL/6 J, *db*/*db* (C57BLKS/J-lepr^db^/lepr^db^), and their nondiabetic *db*/*dm* littermates (8–10 weeks old) were purchased from the Model Animal Research Center of Nanjing University (Nanjing, China). *Fgf4-*floxed mice (*Fgf4*^flox/flox^, Cat. No. T009264) were obtained from GemPharmatech Co., Ltd. (Jiangsu, China), while *Fgfr1-*flox mice (*Fgfr1*^flox/flox^) and *podocin (Pod)*-Cre mice were acquired from Cyagen Biosciences Inc. (Suzhou, China). *Foxo1*-Flox mice (*Foxo1*^flox/flox^, Cat. No. NM-CKO-200177) were purchased from Shanghai Model Organisms Center (Shanghai, China). *Ampkα1/α2*-floxed (*Ampkα1/α2*^flox/flox^) mice were generously provided by Dr. Sheng-Cai Lin (Xiamen University, Fujian, China). *Fgfr1*^flox/flox^, *Ampkα1/α2*^flox/flox^, and *Foxo1*^flox/flox^ mice were separately bred with *Pod*-Cre transgenic mice, resulting in the development of podocin-specific *Fgfr1* knockout (*Fgfr1*^flox/flox^; *Pod*-Cre^+^, *Fgfr1*-PKO), *Ampkα1/α2* double knockout (*Ampk*^flox/flox^; *Pod*-Cre^+^, *Ampk*-PKO), and *Foxo1* knockout (*Foxo1*^flox/flox^; *Pod*-Cre^+^, *Foxo1*-PKO) mice. All animal protocols were approved by the Institutional Animal Care and Use Committee at Wenzhou Medical University. Prior to experimentation, animals were acclimated to laboratory conditions and were housed in a controlled environment (22 ± 2 °C, 50–60% humidity, and 12 h light/dark cycle with lights on at 7:00 AM). Throughout the study, animals were provided with standardized commercial maintenance diet (Sibefu; Product No. mk032) and purified water ad libitum.

### Generation of podocyte-specific *Fgfr1*, *Ampkα1/α2*, and *Foxo1* knockout mice

Mice with specific knockout of the *Fgfr1*, *Ampkα1/α2*, and *Foxo1* genes in glomerular podocytes were generated employing the Cre-loxP system. Age-matched control mice lacking Cre (*Pod*-Cre-/*Fgfr1*^flox/flox^, *Pod*-Cre-/*Ampkα1/α2*^flox/flox^_,_ and *Pod*-Cre-/*Foxo1*^flox/flox^) were utilized for comparison. Genomic DNA extracted from mouse tails served as the substrate for mouse genotyping conducted through PCR. The specific primers employed for genotyping are as follows: *Ampkα1-*flox-F, 5’-CCCACCATCACTCCATCTCT-3′; *Ampkα1-*flox-R, 5’-AGCCTGCTTGGCACACTTAT-3′; *Ampkα2-*flox-F, 5’-GCAGGCGAATTTCTGAGTTC-3′; *Ampkα2-*flox-R, 5’-TCCCCTTGAACAAGCATACC-3′; *Fgfr1*^flox^-F, 5’-GGACTGGGATAGCAAGTCTCTA-3’; *Fgfr1*^flox^-R, 5’-GTGGATCTCTGTGAGCCTGAG-3’; *Foxo1*^flox^-F, 5’-GGACTGGGATAGCAAGTCTCTA-3’; and *Foxo1*^flox^-R, 5’-GGACTGGGATAGCAAGTCTCTA-3’. Genotyping of mice expressing *Pod*-Cre was performed with the following primers: *Pod*-Cre-F, 5’-CCTGGAAAATGCTTCTGTCCG-3′; and *Pod*-Cre-R, 5’-CAGGGTGTTATAAGCAATCCC-3’.

In addition to spontaneously induced DKD in *db*/*db* mice via prolonged exposure to high glucose, DKD was induced in other mouse types (C57BL/6, *Fgf4*-floxed, *Fgf4*-RKO, *Fgfr1*-floxed, *Fgfr1*-PKO, *Ampkα1/α2*-floxed, and *Ampkα1/α2*-PKO) using streptozotocin (STZ, S0130, Sigma-Aldrich, St. Louis, MO, USA). Briefly, 8 week-old male mice were intraperitoneally injected with STZ (50 mg/kg; dissolved in 100 mmol/L citrate buffer, pH 4.5) or citrate buffer alone as a control for 5 consecutive days. Subsequently, these mice were allowed free access to food and water for 8 weeks to induce the DKD model. For drug treatment, human recombinant N-truncated rFGF4 (1.0 mg/kg body weight) or PBS vehicle was intraperitoneally injected into mice every other day for an additional 8 weeks. Body weight and blood glucose levels were monitored every two days. Following the final injection of rFGF4 or PBS, urine samples was collected for 24 h using metabolic cages (TSE Systems, MO, USA). The mice were then humanely euthanized, followed by the collection of blood samples and kidney tissues for comprehensive analyses. Plasma glucose levels were measured using a FreeStyle complete blood glucose monitor (Abbott Diabetes Care Inc., Alameda, CA, USA). Serum levels of BUN (C013–2, Jiancheng, Nanjing, China), albuminuria (C035–2, Jiancheng, Nanjing, China), and creatinine (C011–2, Jiancheng, Nanjing, China) were quantified using assay kits according to the manufacturer’s instructions.

### RNA-Scope in situ hybridization

*Fgf4* mRNA expression levels were assessed using the RNA-Scope assay (Bio-Techne Corporation, Cat. No. 322350) following the manufacturer’s instructions. Briefly, kidney tissues were harvested following PBS cardiac perfusion, after which renal sections were deparaffinized and treated with H_2_O_2_ for 10 min at room temperature to expose RNA. Following PBS washes, sections were immersed in Target Reagent solution for 30 min and subsequently incubated with Protease Plus at 40 °C for 30 min. Following another wash, renal sections were incubated with either a human FGF4 probe (Bio-Techne Corporation, Cat. No. 512291) or a mouse *Fgf4* probe (Bio-Techne Corporation, Cat. No. 514311) for 2 h at 40 °C, and they were subsequently reacted with Amp1 ~ 6 reagent and RED working solution. Fluorescence images were visualized and captured using a Nikon C2si Confocal Microscope.

### Histological analysis of renal tissues

Tissues were fixed by incubation with 4% PFA at 4 °C overnight. The fixed tissues were then embedded in paraffin and cross-sectioned (4 μm) for histological examination. H&E, PAS, and Masson’s trichrome staining were conducted following the manufacturers’ instructions (Solarbio, Beijing, China). For each human subject or mouse, at least six randomly chosen fields within each section were captured using a Leica DM750 P microscope (Leica, Germany) at 20× or 40× magnification. The quantification of the mesangial amplification coefficient after H&E staining was performed using ImageJ software (National Institutes of Health, Bethesda, USA) on randomly selected regions (40×). The data are expressed as the ratio of the area of the renal capsule to the glomerular cluster. Quantification of collagen content after Masson’s trichrome staining was performed by analyzing the percentage of staining area in randomly selected fields (40×) using ImageJ software (National Institutes of Health, Bethesda, USA). The data are expressed as the positive stained area versus the total analyzed area.

### Cell culture and siRNA transfection

The conditionally immortalized mouse podocyte cell line (MPC-5), obtained from Procell (Wuhan, China; Cat. No. CL-0855), was cultured in RPMI 1640 medium containing 10% FBS, 100 U/ml penicillin, and 100 μg/ml streptomycin. All cells were cultured at 37 °C and 5% CO_2_. To silence the *Fgf4*, *Ampk*, *Fgfr1*, and *Foxo1* genes, MPC-5 cells were transfected with mouse *Fgf4* siRNA (si*Fgf4*; Cat. No. sc-39451; Santa Cruz), mouse *Ampkα1/2* siRNA (si*Ampk*; Cat. No. sc-45313; Santa Cruz) and mouse *Fgfr1* siRNA (si*Fgfr1*; Cat. No. sc-29317; Santa Cruz) respectively. For control cells, MPCs were transfected with control siRNA (control siRNA; Cat. No. sc-37007; Santa Cruz). Cells were plated in 6-well plates at 60−70% confluency and transfected with 5 μL of Lipofectamine 3000 (Thermo Fisher, Invitrogen) transfection reagent and 50 nM siRNA. For some experiments, at 24 hours post-transfection, cells were incubated with 33.3 mM high glucose or 100 ng/ml rFGF4 for 24 hours. Transfection efficiency was evaluated via Western blot analysis, and cells were assessed for apoptosis- and oxidative stress-related factors following transfection.

### Dual-luciferase reporter gene

According to the instructions provided by Hanbio (Hangzhou, China), the FGF4 promoter-driven luciferase reporter plasmid, pGL3-basic-*FGF4*-WT, was constructed utilizing the pGL3 luciferase vector. HEK-293T cells were plated in 24-well plates, and co-transfected with pGL3-basic-*FGF4*-WT, pcDNA3.1-*Tfcp2l1*, and the internal control pRL-TK plasmid. Following a 48 hour transfection period, luciferase activity was measured using the Dual-Luciferase Reporter Assay Kit (Product No. HB-DLR-100) from Hanbio, following the manufacturer’s protocol. The Firefly luciferase activity was normalized to the Renilla luciferase activity (Firefly-to-Renilla ratio) to evaluate the transcriptional activity of the FGF4 promote. All experiments were conducted in triplicate to ensure data reliability and reproducibility.

### Western blotting

Renal tissues (30-50 mg) or cells were homogenized in lysis buffer (25 mM Tris, pH 7.6; 150 mM NaCl; 1% NP-40, 1% sodium deoxycholate; and 0.1% SDS) containing protease and phosphatase inhibitors (Applygen, P1260-1). The cell or tissue lysates were mixed with SDS sample buffer, boiled, and separated on 8-15% SDS-PAGE, followed by electrophoretic transfer to a nitrocellulose membrane. The membranes were blocked with 10% nonfat milk in TBST for 2 h, followed by incubation with primary antibodies at 4 °C overnight. The following primary antibodies were used: FGF4 (1:1000, Cat. No. ab106355, Abcam), β-actin (1:1000, Cat. No. HC201-02, TransGen Biotech), Nephrin (1:1000, Cat. No. AF7951, Affinity), Podocin (1:1000, Cat. No. sc518088, Santa Cruz), TGF-β1 (1:1000, Cat. No. ab215715, Abcam), cleaved caspase3 (1:1000, Cat. No. TA7022S, Abmart), Bax (1:1000, Cat. No. sc493, Santa Cruz), Nrf-2 (1:5000, Cat. No. 16396, Proteintech), HO-1 (1:2000, Cat. No. ab13243, Abcam), FGFR1 (1:1000, Cat. No. 9740S, Cell Signaling), phospho-AMPKα (1:1000, Cat. No. 2535, Cell Signaling), AMPKα (1:1000, Cat. No. ab32047, Abcam), FOXO1 (pS256) (1:1000, Cat. No. PA5293, Abmart), FoxO1a (1:1000, Cat. No. T55376, Abmart), catalase (1:1000, Cat. No. A11777, ABclonal), SOD2 (1:1000, Cat. No. PK08370, Abmart), NQO-1 (1:1000, Cat. No. 67240, Proteintech), Bcl-2 (1:1000, Cat. No. T40056, Abmart), phospho-ACC (1:1000, Cat. No. 11818, Cell Signaling), and Histone H3 (1B1B2) (1:1000, Cat. No. 14269, Cell Signaling). Proteins bands were visualized using a horseradish peroxidase-conjugated secondary antibody and enhanced chemiluminescence reagent (TransGen Biotech, DW101-01). Densitometric analysis was performed using ImageJ software (version 1.44p, NIH).

### TUNEL assay

Apoptotic cells were detected via the TUNEL assay (Elabscience; One-step TUNEL Assay Kit; E-CK-A320) following the manufacturer’s instructions. The number of TUNEL-positive cells was evaluated in six fields per section by using a fluorescence inverted microscope (Nikon, Japan).

### Dihydroethidium (DHE) assay

Cellular ROS levels were detected using the DHE assay (Beyotime; Cat. No. S0063) according to the manufacturer’s protocol. In brief, the cells were incubated with PBS containing 5 μM DHE at 37 °C for 30 min. ROS-positive cells were counted using a fluorescence inverted microscope at a wavelength of 535 nm (Nikon, Japan).

### Immunohistochemistry

Mouse kidneys were fixed in 4% PFA, embedded in paraffin, and sectioned at a thickness of 5 µm. The renal sections were heated at 65 °C for 5 h, followed by deparaffinization with xylene and rehydration through a series of ethanol solutions of decreasing concentrations. After washing the renal sections with PBS, they were boiled in 10 mM sodium citrate buffer (pH 6.0) at 100 °C for 2 min. After two washes in PBS, the renal sections were incubated with 3% H_2_O_2_ for 30 min and then blocked with 5% BSA for 1 h. The sections were then incubated overnight at 4 °C with primary antibodies against Wilms Tumor (1:50, Cat. No. ab89901, Abcam), Nephrin (1:1000, Cat. No. ab216341, Abcam), NPHS2 (1:300, Cat. No. ab181143, Abcam), collagen IV (1:400, Cat. No. ab6586, Abcam), and Ki67 (1:2000, Cat. No. 28074-1-AP, Proteintech). Following a PBS wash, the sections were incubated with HRP-conjugated goat anti-rabbit secondary antibody (Jackson ImmunoResearch Labs, Cat. No. 11-035-003) or goat anti-mouse IgG (H + L) HRP (Bioworld, Cat. No. BS12478) for 1 h at room temperature. The sections were then developed with a DAB kit (ZSGB-BIO, Cat. No. ZLI-9018) and counterstained with hematoxylin according to the manufacturer’s protocols. The images were captured using a microscope (Nikon, Tokyo, Japan).

### Immunofluorescence staining

After antigen retrieval, paraffin-embedded renal sections were washed twice with PBS, blocked with 5% BSA for 1 h, and then incubated overnight at 4 °C with primary antibodies against FGF4 (1:400, Cat. No. 106355, Abcam), Podocin (1:100, Cat. No. sc518088, Santa Cruz), FoxO1a (1:200, Cat. No. T55376, Abmart), CD31 (1:200, Cat. No. 66065, Proteintech), β-Tubulin (C66) (1:1000, Cat. No. M20005, Abmart), FGFR1 (1:300, Cat. No. ab824, Abcam), Alpha-smooth muscle actin (1:300, Cat. No. 124964, Abcam), Wilms Tumor (1:50, Cat. No. ab89901, Abcam), AQP-1 (1:250, Cat. No. AF5231, affinity) and Nrf-2 (1:200, Cat. No. ab62352, Abcam). The sections were then washed three times with PBS and incubated with Alexa Fluor 488- or 647-conjugated secondary antibodies (1:300, Cat. No. ab150073 or ab150115, Abcam) for 1 h. The sections were then incubated with DAPI (Southern Biotech, Birmingham) for 10 min. Co-staining for FGFR1 (1:1000, Cat. No. 60325, Proteintech) and NPHS2 (1:1000, Cat. No. 20384, Proteintech) was performed using a multiplex staining kit (Cat. No. AFIHC034, AiFang Biological) based on Tyramide Signal Amplification (TSA) technology. Immunofluorescence was analyzed using a confocal microscope (Leica, Mannheim, Germany).

### RNA isolation and real-time PCR

Total RNA was extracted from the renal cortex using TRIzol reagent (TransGen Biotech, ET111-01), and the RNA was reverse transcribed to synthesize cDNA using a SuperScript™ II Reverse Transcriptase kit (TransGen Biotech, AT341) following the manufacturer’s instructions. Quantitative real-time PCR (qRT-PCR) was conducted using PerfectStart™ Green qPCR SuperMix (TransGen Biotech, AQ601) on a CFX96 Touch Real-Time PCR Detection System (Bio-Rad Laboratories, Inc., Hercules, USA). The qRT-PCR primers are listed in Supplementary Table 2. The relative mRNA quantities are expressed as 2^ − ΔΔCT.

### RNA-Seq analysis

The RNA integrity was evaluated using a Bioanalyzer 2100 (Agilent, CA, USA), and it was determined to have an RIN number greater than 7.0, which was confirmed through electrophoresis using a denaturing agarose gel. The cDNA libraries were constructed using a SuperScript™ II Reverse Transcriptase Kit (Invitrogen, Cat. No. 18064014), yielding a final cDNA library with an average insert size of 300 ± 50 bp. The samples were subjected to paired-end sequencing on an Illumina HiSeq 4000 (LC Sciences) according to the manufacturer’s recommended protocol. The mapped reads of each sample were assembled using StringTie (https://ccb.jhu.edu/software/stringtie) with default parameters. Combining transcriptomes from all samples resulted in the reconstruction of a comprehensive transcriptome using Gffcompare (https://github.com/gpertea/gffcompare/). Following the generation of the final transcriptome, StringTie was employed to analyze mRNA expression levels by calculating the FPKM using the following equation: FPKM = total exon fragments/mapped reads (millions) × exon length (kB). Differentially expressed mRNAs were identified using the edgeR package in R according to the following criteria: fold change (FC) ≥ 1.5 or FC ≤ 0.67 and statistical significance (*p* < 0.05). The RNA-Seq data were deposited into the Sequence Read Archive (SRA) database (PRJNA No. PRJNA770508). Gene set enrichment analysis (GSEA) was performed on the differentially expressed genes, which ranked the genes according to their fold changes. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis was performed using the clusterProfiler package in R. A pathway was considered significantly enriched if *p*-value < 0.05 and NES > 1.

### Cytoplasmic and nuclear fractionation

Nuclear and cytoplasmic proteins were fractionated using the Nuclear and Cytoplasmic Protein Extraction Kit (Beyotime) according to the manufacturer’s instructions. After fractionation, 40 μg of protein was used for western blot analysis of FOXO1 in the cytoplasm and nucleus. β-actin (TransGen Biotech) and Histone H3 (1B1B2) Mouse mAb (Cell Signaling Technology) were used as cytoplasmic and nuclear markers, respectively.

### Transcutaneous measurement of the glomerular filtration rate (GFR)

Mice were anesthetized with isoflurane, and a micro-imaging device (MediBeacon, Germany) was used to detect fluorescence from the skin following intravenous injection of a fluorescent tracer. Before the injection of FITC-sinistrin (7 mg/100 g body weight; MediBeacon, Germany), background fluorescence was recorded for 5 min. During the recording period (~1 h), animals remained conscious and were confined in a customized cage.

Data were recorded using MB-Lab2 software (MediBeacon) and analyzed with MB-studio3 software. The GFR (in μl/min) was calculated based on the fluorescence decay kinetics, which corresponded to the plasma half-life (t_1/2_) of FITC-sinistrin. The GFR was modeled using either (i) a three-compartment model incorporating mouse body weight and empirical conversion factors or (ii) a simpler method based solely on fluorescence decay kinetics.

### ELISA

Plasma or tissue samples were collected from mice subjected to different treatments. Quantitative measurements of the following biomarkers were performed using commercial ELISA kits: FGF4 (Cat. No. FY-EM4425, Feiyue Biotechnology, China), prostate-specific antigen (PSA; Cat. No. PM15725, Pyram, China), carcinoembryonic antigen (CEA; Cat. No. PM18035, Pyram), carbohydrate antigen 125 (CA125; Cat. No. PM18228, Pyram), and alpha-fetoprotein (AFP; Cat. No. PM18628, Pyram). Absorbance at 450 nm was measured using a microplate reader, with subsequent quantification of analyte concentrations derived from standard calibration curves.

### In vivo animal imaging

Alexa Fluor 647 fluorescent dye was mixed with rFGF4 protein and incubated at room temperature for 15 min. The Alexa Fluor 647-labeled rFGF4 protein was then purified using spin columns packed with Bio-Gel P-6 fine resin, following the manufacturer’s instructions for the Alexa Fluor 647 Protein Labeling Kit (Cat. No. A30009).

Mice were anesthetized with isoflurane, subjected to dorsal hair removal, and subsequently placed in a thermostatically controlled imager maintained at 37 °C. To minimize background fluorescence interference, mice were fasted for 8 h prior to imaging. For the experiment, mice in the treatment group received an intraperitoneal injection of Alexa Fluor 647-labeled rFGF4, while control animals received an equivalent volume of fluorescently labeled probe. A live animal imaging system (Aniview100, Boluteng Biotechnology, Guangzhou, China) was used to monitor the real-time dynamic distribution of rFGF4 in mice at various time points (0, 15, and 30 min; 1, 2, and 6 h). Six hours after injection, the mice were euthanized. Multiple organs, including the heart, liver, spleen, lungs and kidneys, were collected from each group and imaged using the same equipment. Data analysis was finally performed using AniView Pro software (Version 1.01.01840).

### In vivo drug intervention study

To investigate the effects of current DKD treatments (RAS blockade and SGLT2 inhibitors) on podocyte expression of FGF4 and FGFR1, we employed an STZ-induced DKD mouse model. Following successful model establishment, an 8 week drug intervention was initiated. Mice with DKD were administered either empagliflozin (EMT; HY-15409, MedChemExpress, USA) or losartan potassium (LOS; HY-17512A, MedChemExpress, USA) both at a dose of 10 mg/kg/day via oral gavage. A normal control group and an STZ-induced diabetic non-intervention group received an equal volume of normal saline orally. All mice were euthanized at the conclusion of the 8-week experimental period.

### Statistical analysis

Data analysis was performed using GraphPad Prism 10.1. For experiments involving two groups, statistical comparisons were conducted using the two-tailed Student’s *t*-test. The comparison of data with multiple groups utilized one-way or two-way ANOVA (ordinary or repeated measure) with post-hoc tests (Tukey or Sidak), as specified in the figure legends. Spearman’s correlation test was employed to assess the strength of the association between two variables. A significance level of *p* < 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Transparent Peer Review file

## Source data

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Source data Supplementary Fig. 2

Source data Supplementary Fig. 4

Source data Supplementary Fig. 5

Source data Supplementary Fig. 6

Source data Supplementary Fig. 7

Source data Supplementary Fig. 8

Source data Supplementary Fig. 9

Source data Supplementary Fig. 10

Source data Supplementary Fig. 12

Source data Supplementary Fig. 13

## Data Availability

The RNA-seq data in this study have been deposited in the NCBI’s Gene Expression Omnibus (GEO) under accession code GSE287026. All other data supporting the findings of this study are included in the manuscript and its Supplementary Information. Source data are provided with this paper.

# Supplementary material for: FGF4-FGFR1 signaling promotes podocyte survival and glomerular function to ameliorate diabetic kidney disease in male mice
**Source:** Nat Commun. 2025 Nov 25;16:10430. doi: 10.1038/s41467-025-65978-4
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **The FGF4-FGFR1 signaling promotes podocyte survival and glomerular function to ameliorate diabetic kidney disease**

Jie Zhou<sup>#\*</sup>, Shuxin Wang<sup>#</sup>, Jiabin Lou<sup>#</sup>, Beibin Pan, Min Zhao, Qian Li, Jing Zhou, Yali Du, Shuodan Ding, Meiling Yu, Jingjing Zhou, Xinwei Chen, Lingwei Jin, Xinyi Wang, Yepeng Hu, Zhe Wang, Xiaokun Li, Chao Zheng<sup>\*</sup>, Jian Sun<sup>\*</sup>, Zhifeng Huang<sup>\*</sup>

<sup>#</sup>These authors contributed equally to this work

<sup>\*</sup>Correspondence author:  (Z.H.),  (J.S.),  (J.Z.), and  (C.Z.).

#### **This PDF file includes:**

Supplementary Figures 1 to 13

Supplementary Tables 1 to 2

Supplementary Fig. 1

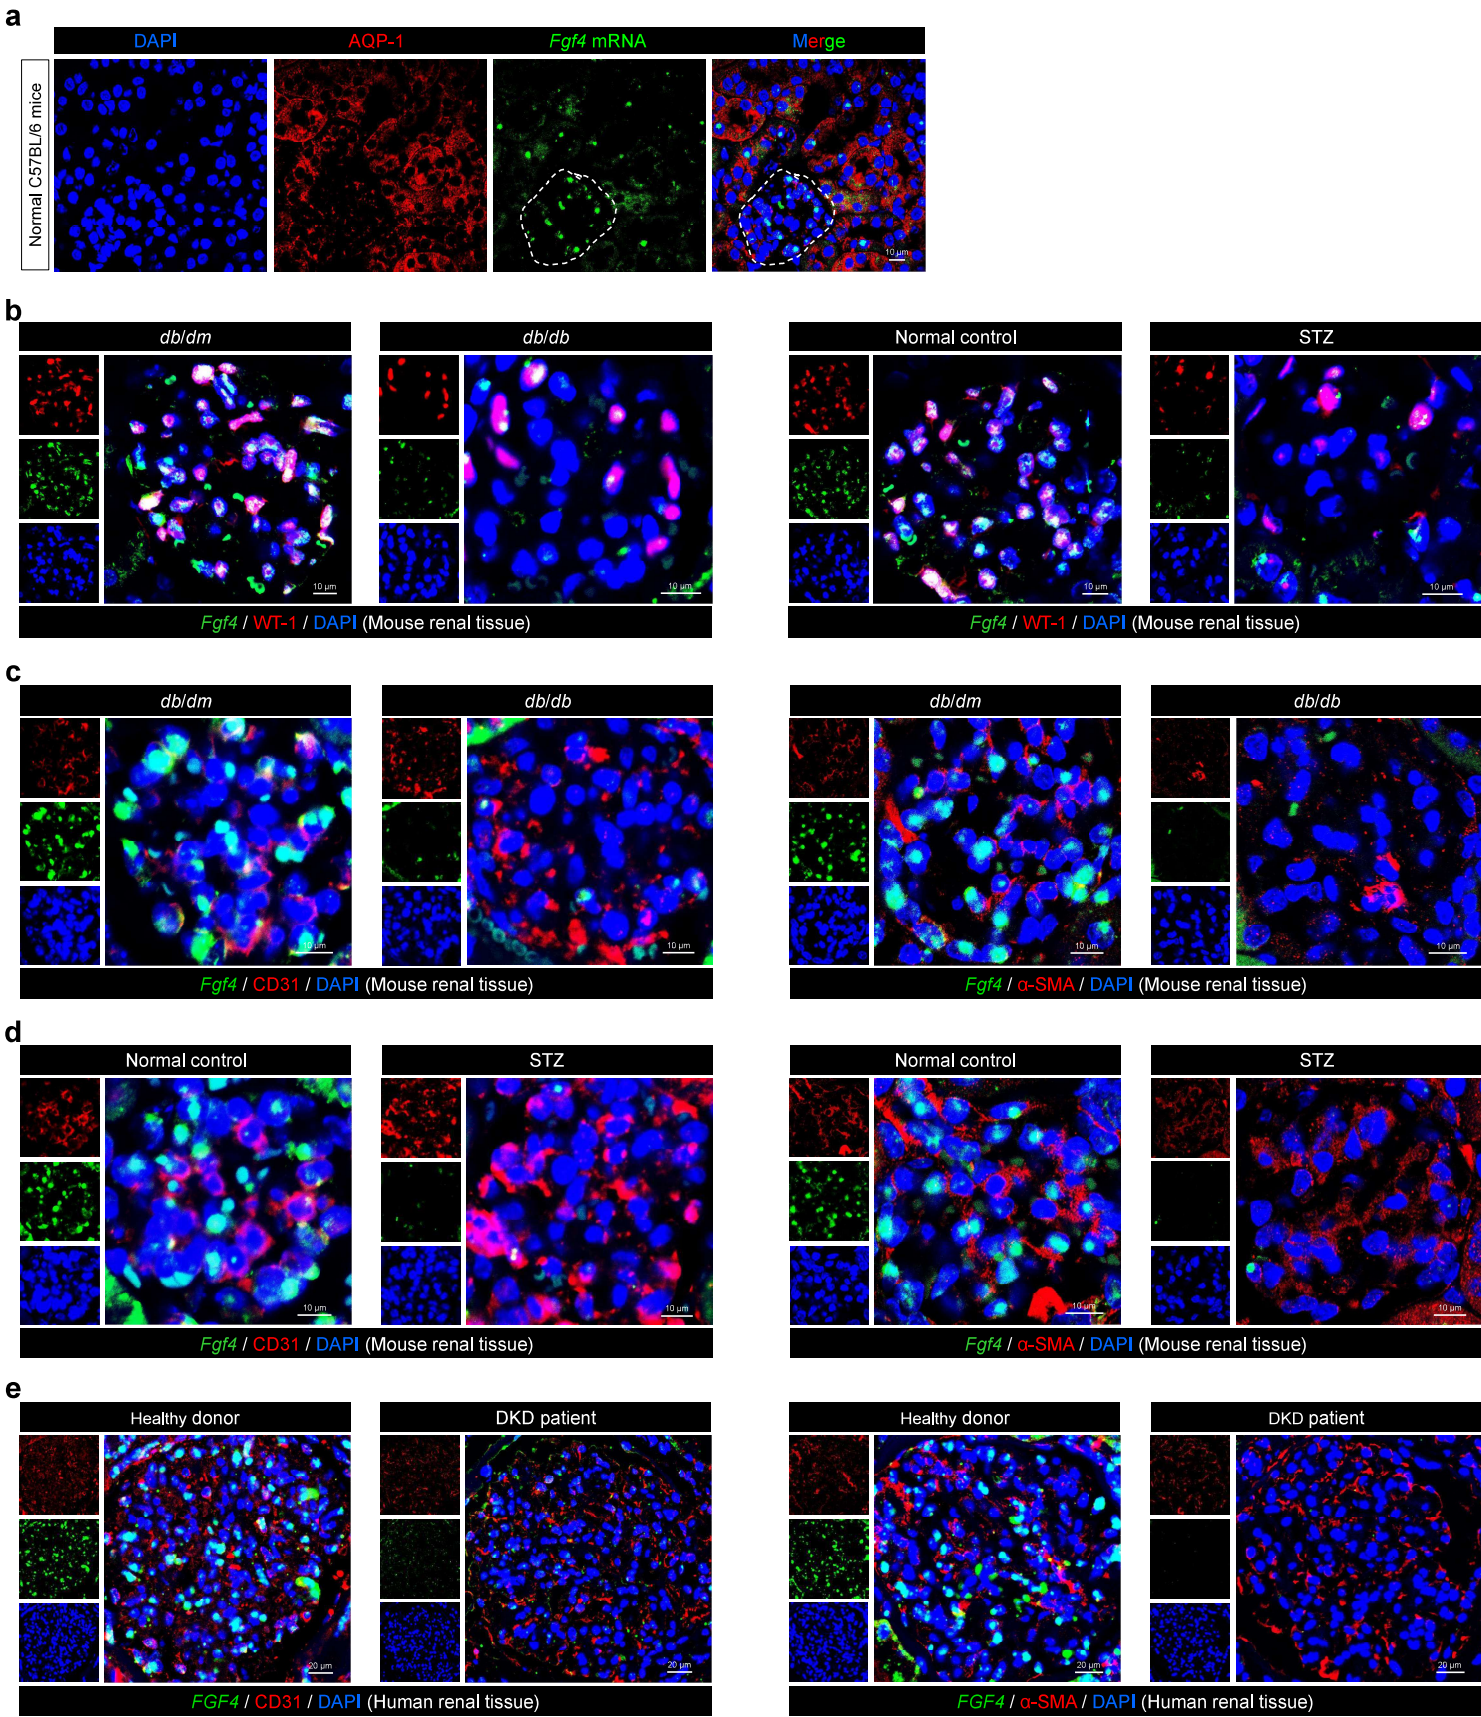

**Supplementary Fig. 1. Expression pattern of FGF4 in DKD models and human renal tissues.**

**a**, Dual immunofluorescence demonstrating co-localization of *Fgf4* mRNA (green) with the tubular marker AQP-1 (red) in renal tissues from C57BL/6 mice. with white dashed lines demarcating glomerular boundaries. **b**, Co-localization analysis of *Fgf4* mRNA (green) with the podocyte marker WT-1 (red) in DKD models. **c,d**, Co-localization of *Fgf4* mRNA (green) with the mesangial cell marker  $\alpha$ -SMA (red) or endothelial cell marker CD31 (red) in kidneys from (**c**) *db/db* and (**d**) STZ-induced diabetic mice. **e**, Co-localization of *Fgf4* mRNA (green) with  $\alpha$ -SMA (red) or CD31 (red) in renal tissues from healthy donors and DKD patients. Nuclei were counterstained with DAPI (blue). DKD, diabetic kidney disease; AQP-1, aquaporin 1;  $\alpha$ -SMA, alpha smooth muscle actin; WT-1, Wilms' Tumor 1.

Supplementary Fig. 2

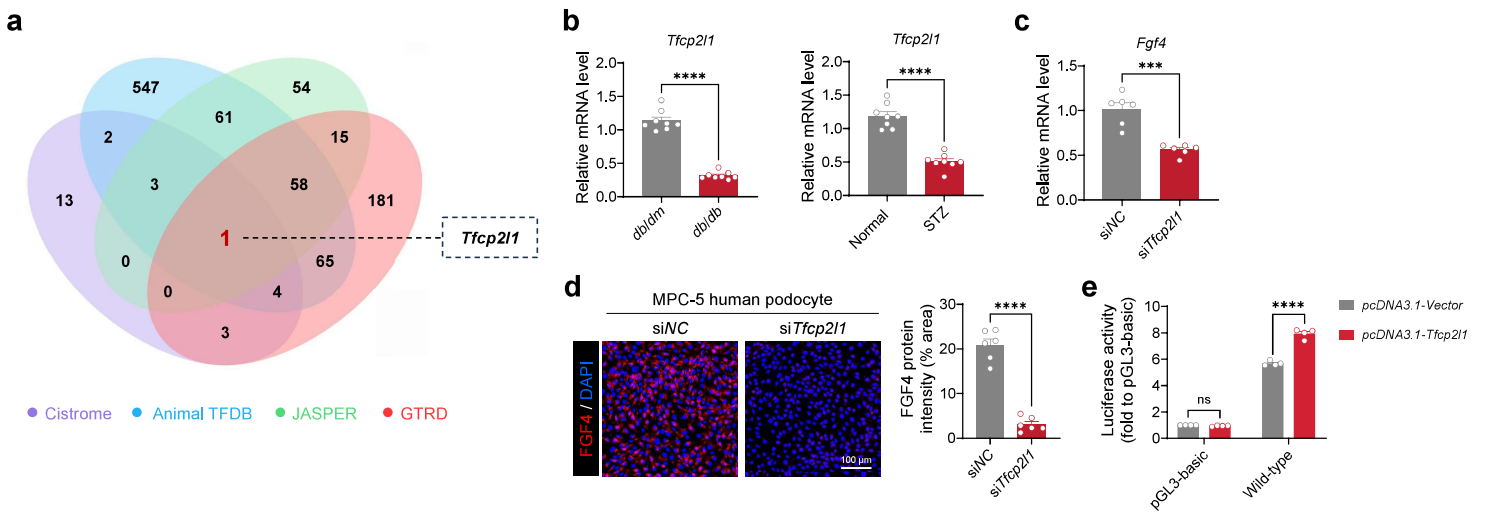

**Supplementary Fig. 2. Regulation of *Fgf4* mRNA expression by the transcription factor TFCP2L1.** **a**, Prediction of transcription factors potentially regulating FGF4 expression in the kidney. **b**, Relative mRNA levels of the transcription factor *Tfc2p2l1* in the kidneys of *db/db* and STZ-induced diabetic mice. **c**, *Fgf4* mRNA level in MPC-5 cells transfected with si-NC or si*Tfc2p2l1* ( $n = 6$ ). **d**, Representative image and quantification of MPC-5 cells stained with FGF4 antibody after transfection with siNC or si*Tfc2p2l1* ( $n = 6$ ). **e**, Luciferase reporter activity of *Fgf4* promoter in HEK-293T cells transfected with *Tfc2p2l1* plasmid ( $n = 4$ ). Data are presented as mean  $\pm$  s.e.m. \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$  as determined by unpaired two-tailed Student's *t*-test (**b-d**) or ordinary two-way ANOVA followed by Sidak's multiple comparisons tests (**e**). NC, negative control.

## Supplementary Fig. 3

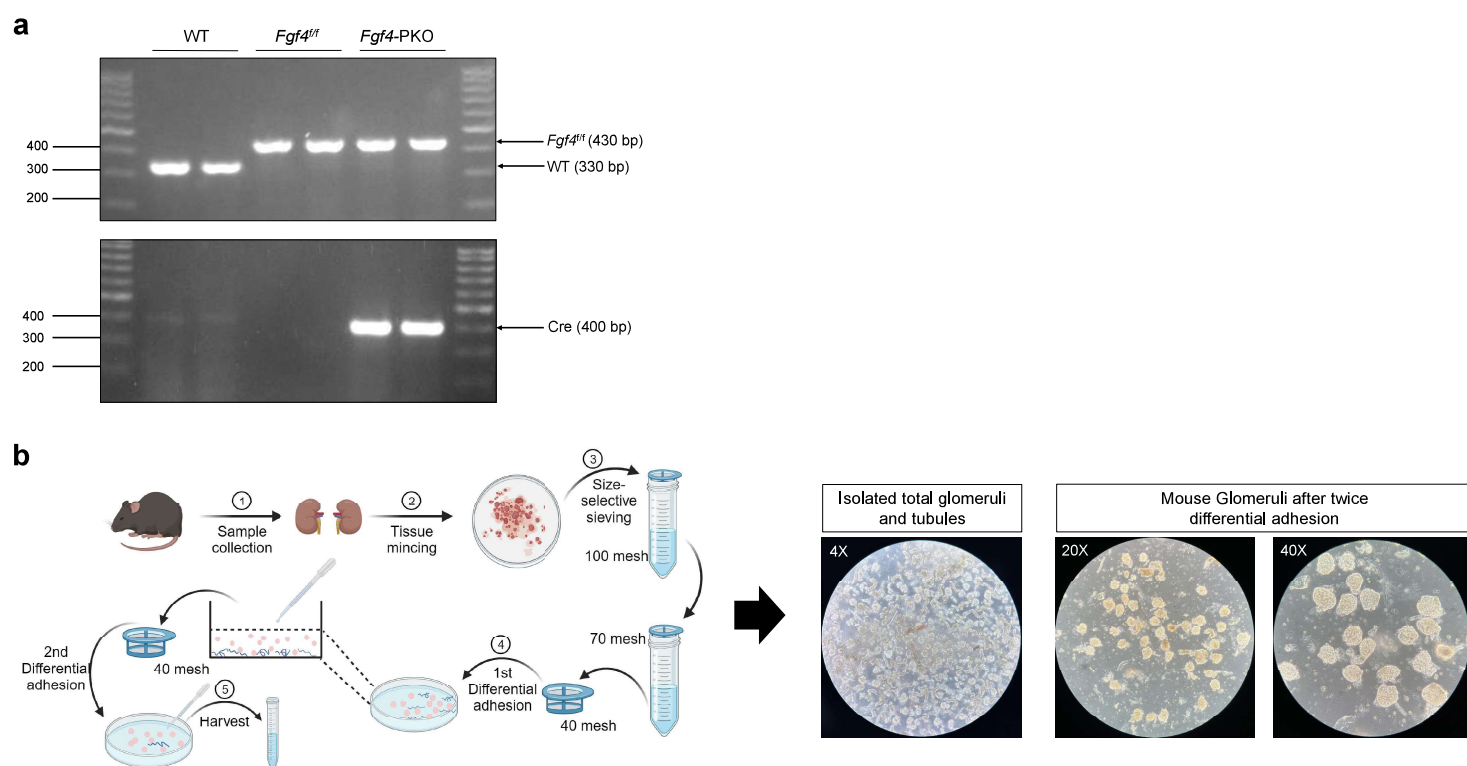

**Supplementary Fig. 3. Validation of podocyte-specific *Fgf4* knockout mice and glomerular isolation.** **a**, PCR genotyping confirms successful generation of podocyte-specific *Fgf4* knockout mice. Representative gel electrophoresis images show WT, floxed (fl/fl), and KO genotypes for target gene. **b**, Schematic representation of glomerular tissues isolated from different experimental groups using selective sieving. bp, base pair; WT, wild-type; KO, knockout.

Supplementary Fig. 4

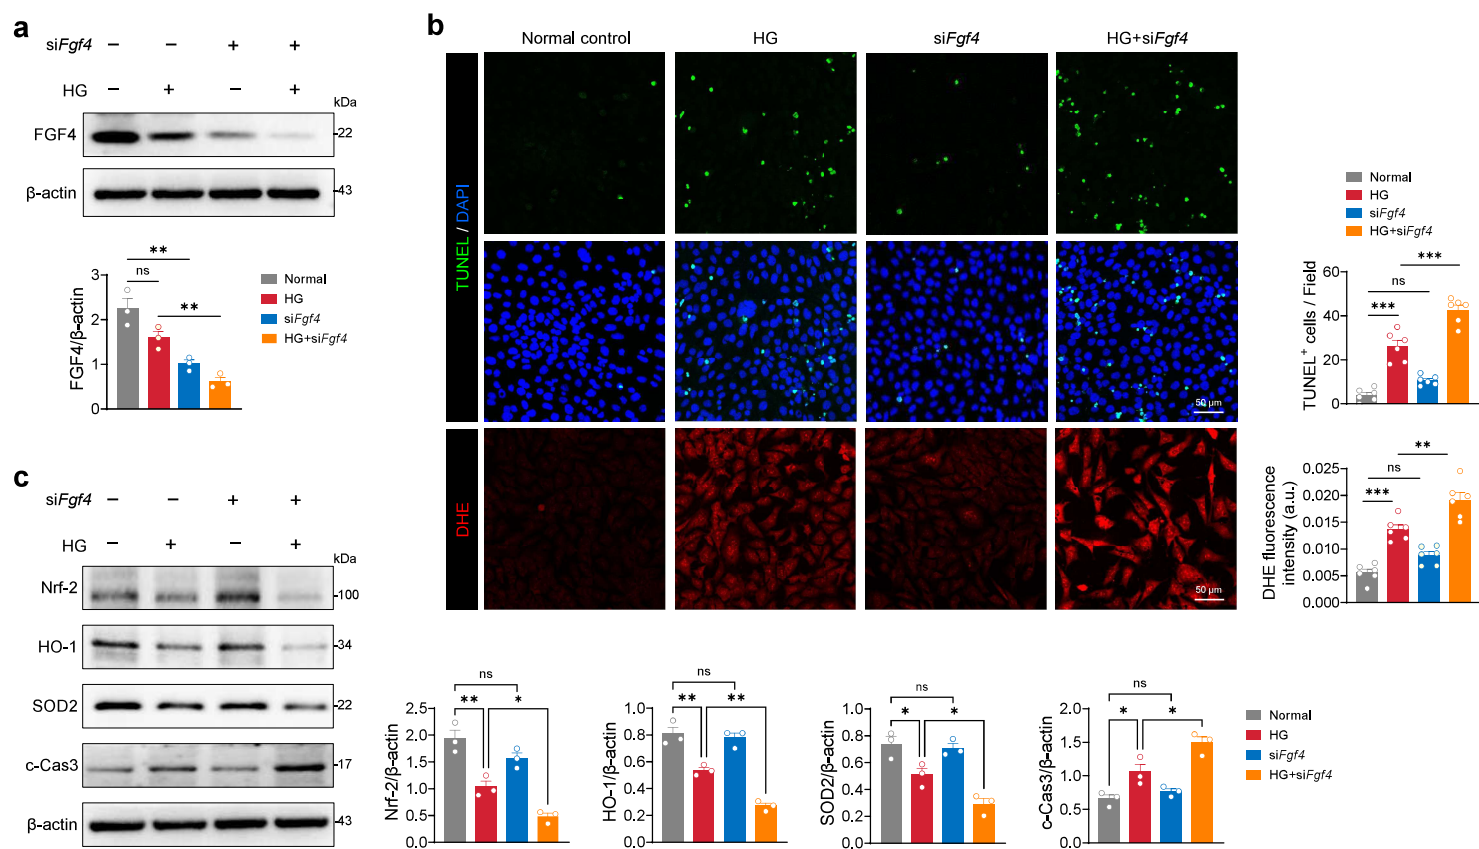

**Supplementary Fig. 4. Impact of FGF4 knockout in MPC-5 cells on high glucose-induced apoptosis and oxidative stress.** **a-c**, MPC-5 cells were transfected with *Fgf4* siRNA or control siRNA for 24 hours, followed by incubation with 33.3 mM high glucose for an additional 24 hours. **a**, Western blot analysis and quantification of FGF4 expression in total MPC-5 cell lysates ( $n = 3$ ). **b**, Representative images and quantification of MPC-5 cells stained with TUNEL (green) or DHE (red) in the indicated experimental groups ( $n = 6$ ). Nuclei were counterstained with DAPI (blue). **c**, Western blot analysis and quantification of proteins related to antioxidant activity and apoptosis in total MPC-5 cell lysates ( $n = 3$ ).  $\beta$ -actin was used as a loading control. Data are presented as mean  $\pm$  s.e.m. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$  as determined by ordinary one-way ANOVA followed by Tukey's multiple comparisons tests; ns, not significant.

## Supplementary Fig. 5

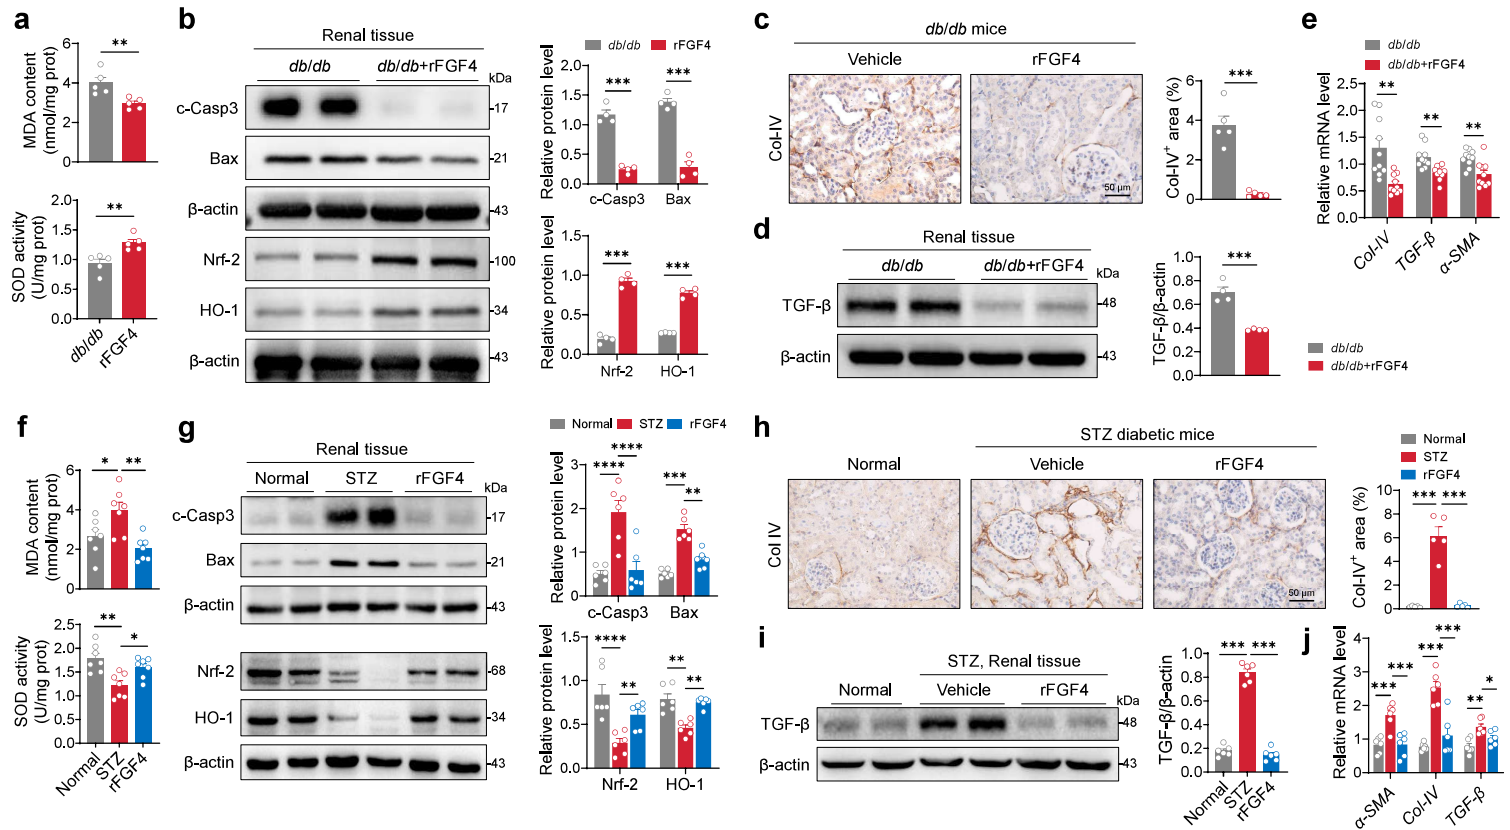

**Supplementary Fig. 5. rFGF4 alleviates renal oxidative stress, apoptosis, and fibrosis in diabetic mice.** rFGF4 attenuates diabetic renal injury in (a-e) *db/db* and (f-j) STZ-induced diabetic mice. **a**, Renal MDA and SOD levels ( $n = 5$ ). **b**, Immunoblotting and quantification of c-Casp3, Bax, Nrf-2, and HO-1 ( $n = 4$ ). **c**, Immunohistochemical staining of Col-IV. **d**, Immunoblotting and quantification of TGF- $\beta$  ( $n = 4$ ). **e**, qRT-PCR analysis of mRNA levels of *TGF- $\beta$ 1*, *Col-IV*, and  $\alpha$ -SMA ( $n = 10$ ). **f**, Renal MDA and SOD levels in STZ-diabetic mice ( $n = 7$ ). **g**, Immunoblotting and quantification of c-Casp3, Bax, Nrf-2, and HO-1 ( $n = 6$ ). **h**, Representative images and quantification of Col-IV staining ( $n = 5$ ). **i**, Immunoblotting and quantification of TGF- $\beta$  ( $n = 6$ ). **j**, mRNA levels of *TGF- $\beta$ 1*, *Col-IV*, and  $\alpha$ -SMA ( $n = 6$ ). Data are presented as mean  $\pm$  s.e.m. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$  as determined by unpaired two-tailed Student's *t*-test (a, c, d), ordinary two-way ANOVA followed by Sidak's multiple comparisons tests (b, e, g, j), or ordinary one-way ANOVA followed by Tukey's multiple comparisons tests (f, h, i). MDA, malondialdehyde; SOD, superoxide dismutase; c-Casp3, cleaved-Caspase-3; HO-1, heme oxygenase-1; Col-IV, collagen IV.

Supplementary Fig. 6

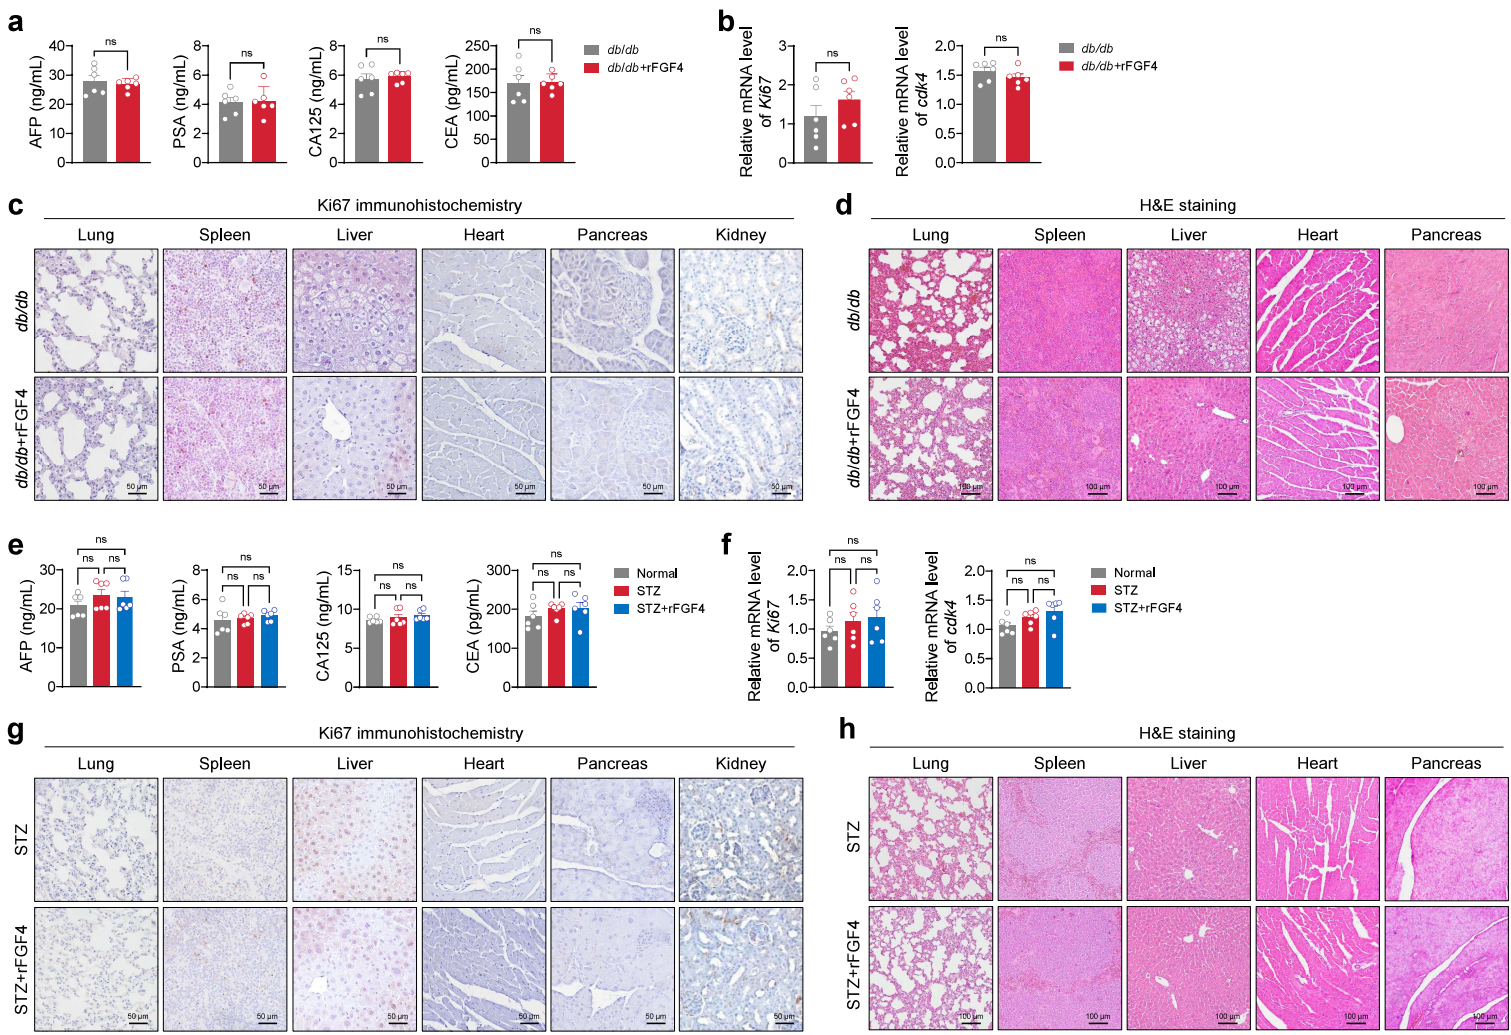

**Supplementary Fig. 6. Safety evaluation of chronic rFGF4 administration in DKD models. a-h**, Safety assessment of chronic rFGF4 administration in **(a-d)** *db/db* mice and **(e-h)** STZ-induced diabetic mice. **a,e**, Changes in serum tumor marker levels. **b,f**, Quantitative analysis of proliferation-related markers gene expression (*Ki67*, *Cdk4*) by RT-qPCR. **c,g**, Immunohistochemical staining of Ki67 in major organs. **d,h**, Representative H&E staining of major organs (heart, liver, spleen, pancreas, and lungs). *n* = 6 mice per group. Data are presented as mean  $\pm$  s.e.m. ns, not significant. AFP, Alpha-Fetoprotein; PSA, Prostate-Specific Antigen; CA125, Carbohydrate Antigen 125; CEA, Carcinoembryonic Antigen.

Supplementary Fig. 7

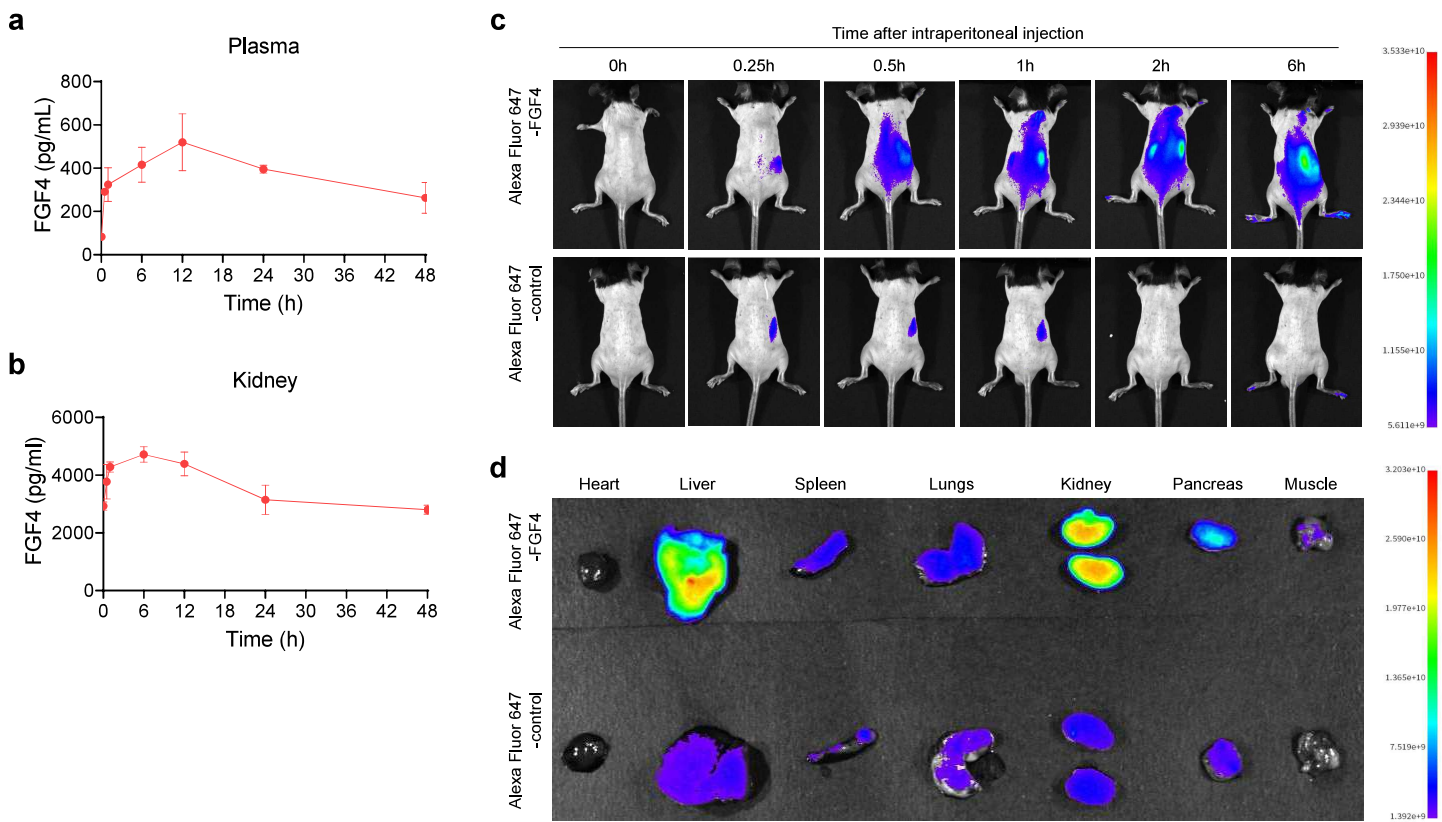

**Supplementary Fig. 7. Pharmacokinetics and tissue distribution of fluorescently labeled FGF4.** **a**, Serum concentration-time profile of rFGF4 measured by ELISA following intraperitoneal administration. **b**, Time-dependent accumulation of rFGF4 in renal tissues. **c**, *In vivo* fluorescence imaging of C57BL/6 mice at different time points after intraperitoneal injection of Alexa Fluor 647-FGF4, with unconjugated Alexa Fluor 647 control shown for comparison. **d**, *Ex vivo* fluorescence imaging of major organs harvested 6 hours post-administration, illustrating the biodistribution pattern of AF647-FGF4. Data are presented as mean  $\pm$  s.e.m.

Supplementary Fig. 8

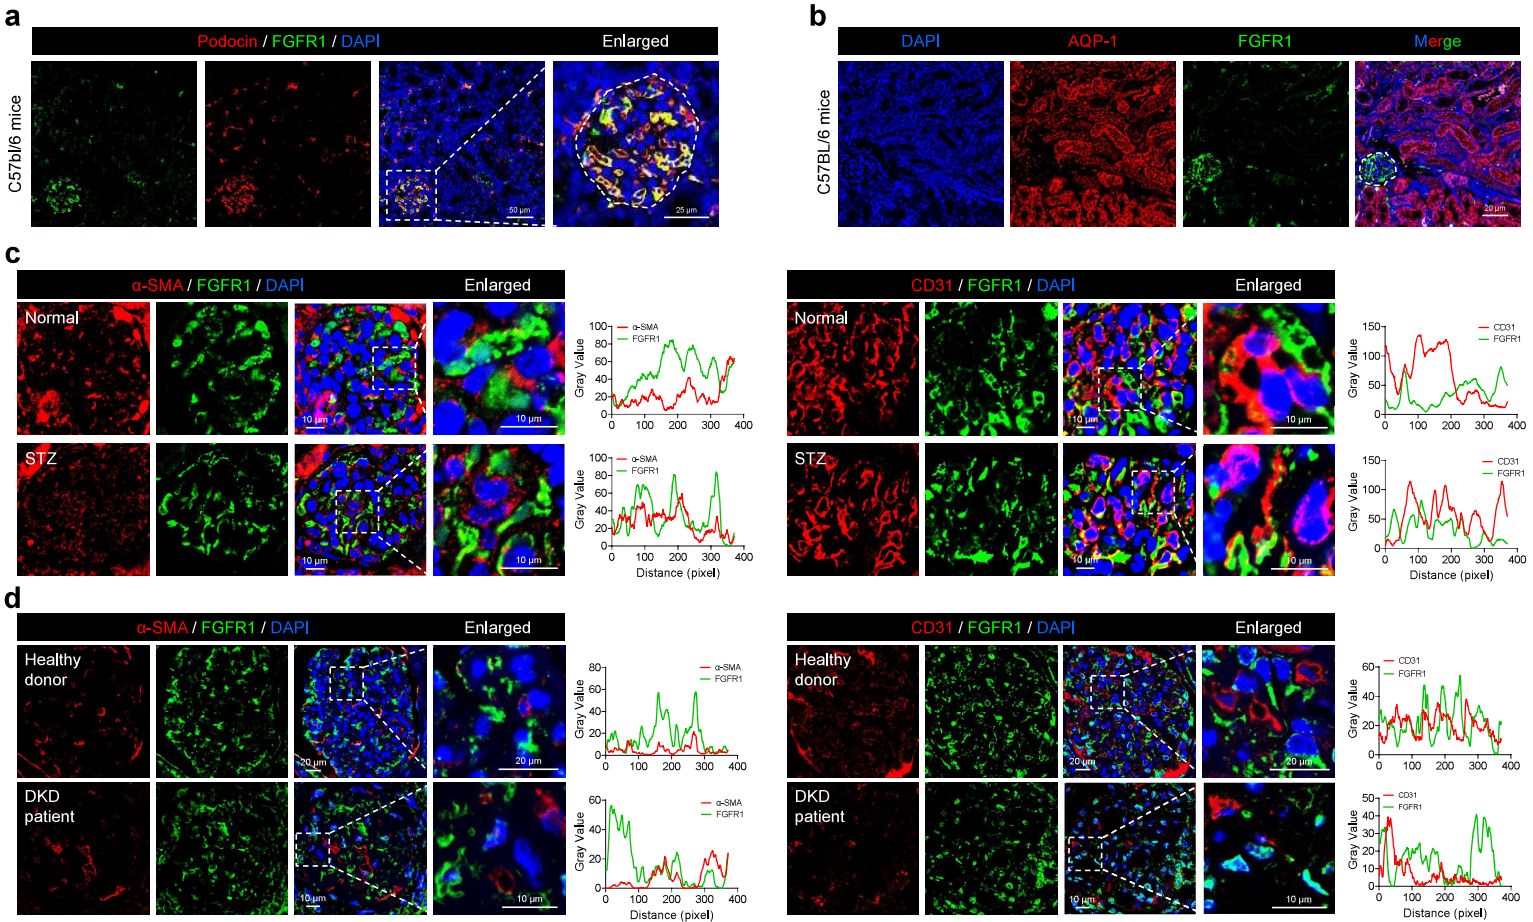

**Supplementary Fig. 8. Expression profiling of FGFR1 in renal tissues under physiological and diabetic conditions.** **a,b**, Immunofluorescence co-localization analysis of FGFR1 (green) with **(a)** podocin (podocyte marker, red) or **(b)** AQP-1 (tubular marker, red) in renal tissues. White dashed lines outline glomerular margins. **c,d**, Dual immunofluorescence staining showing FGFR1 (green) co-expression with  $\alpha$ -SMA (red) or CD31 (red) in renal tissues from **(c)** STZ-induced diabetic mice and **(d)** human renal specimens. Nuclei were stained with DAPI (blue). AQP-1, aquaporin 1.

**Supplementary Fig. 9**

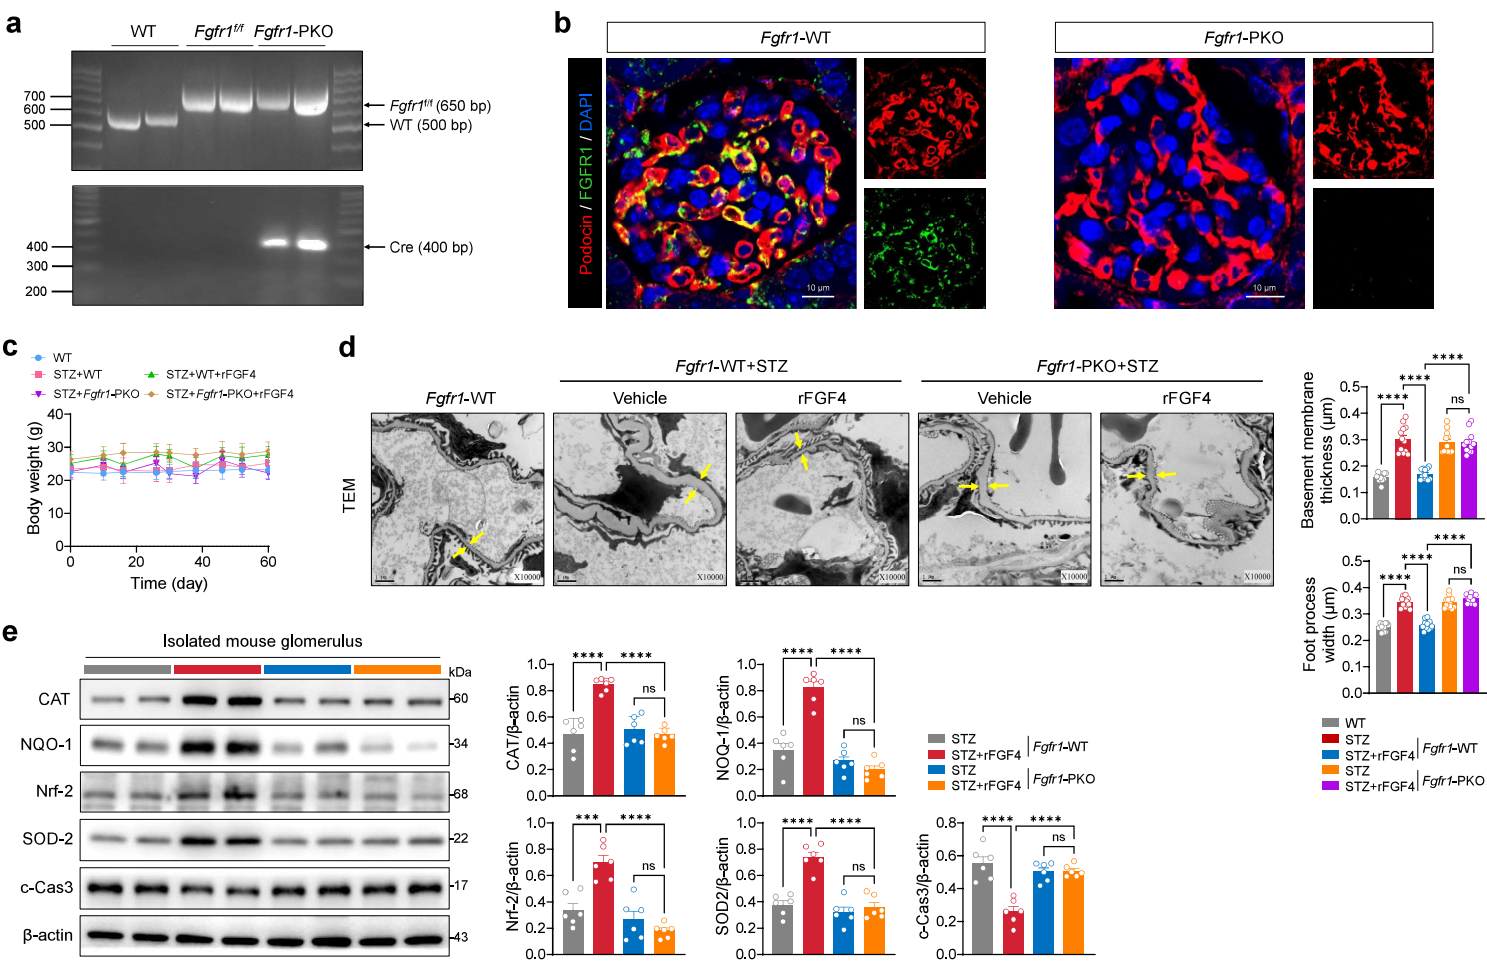

**Supplementary Fig. 9. Role of FGFR1 in mediating therapeutic effects of FGF4 on renal podocytes.** **a**, PCR genotyping confirms successful podocyte-specific *Fgfr1* knockout in conditional knockout mice. **b**, Immunofluorescence staining shows the near-complete absence of FGFR1 (green) in glomeruli knockout mice versus WT controls. **c**, Body weight changes across experimental groups. **d**, TEM images and quantification of renal. Yellow arrows refer to basement membranes. **e**, Immunoblotting and quantification of CAT, NQO-1, Nrf-2, SOD-2, and c-Cas3 in isolated mouse glomeruli from the designated groups ( $n = 6$ ).  $\beta$ -actin was used as a loading control. Data are presented as mean  $\pm$  s.e.m. \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$  as determined by ordinary one-way ANOVA followed by Tukey's multiple comparisons tests (**d**, **e**); ns, not significant. bp, base pair; TEM, Transmission electron microscopy; c-Cas3, cleaved-Caspase3; CAT, Catalase.

Supplementary Fig. 10

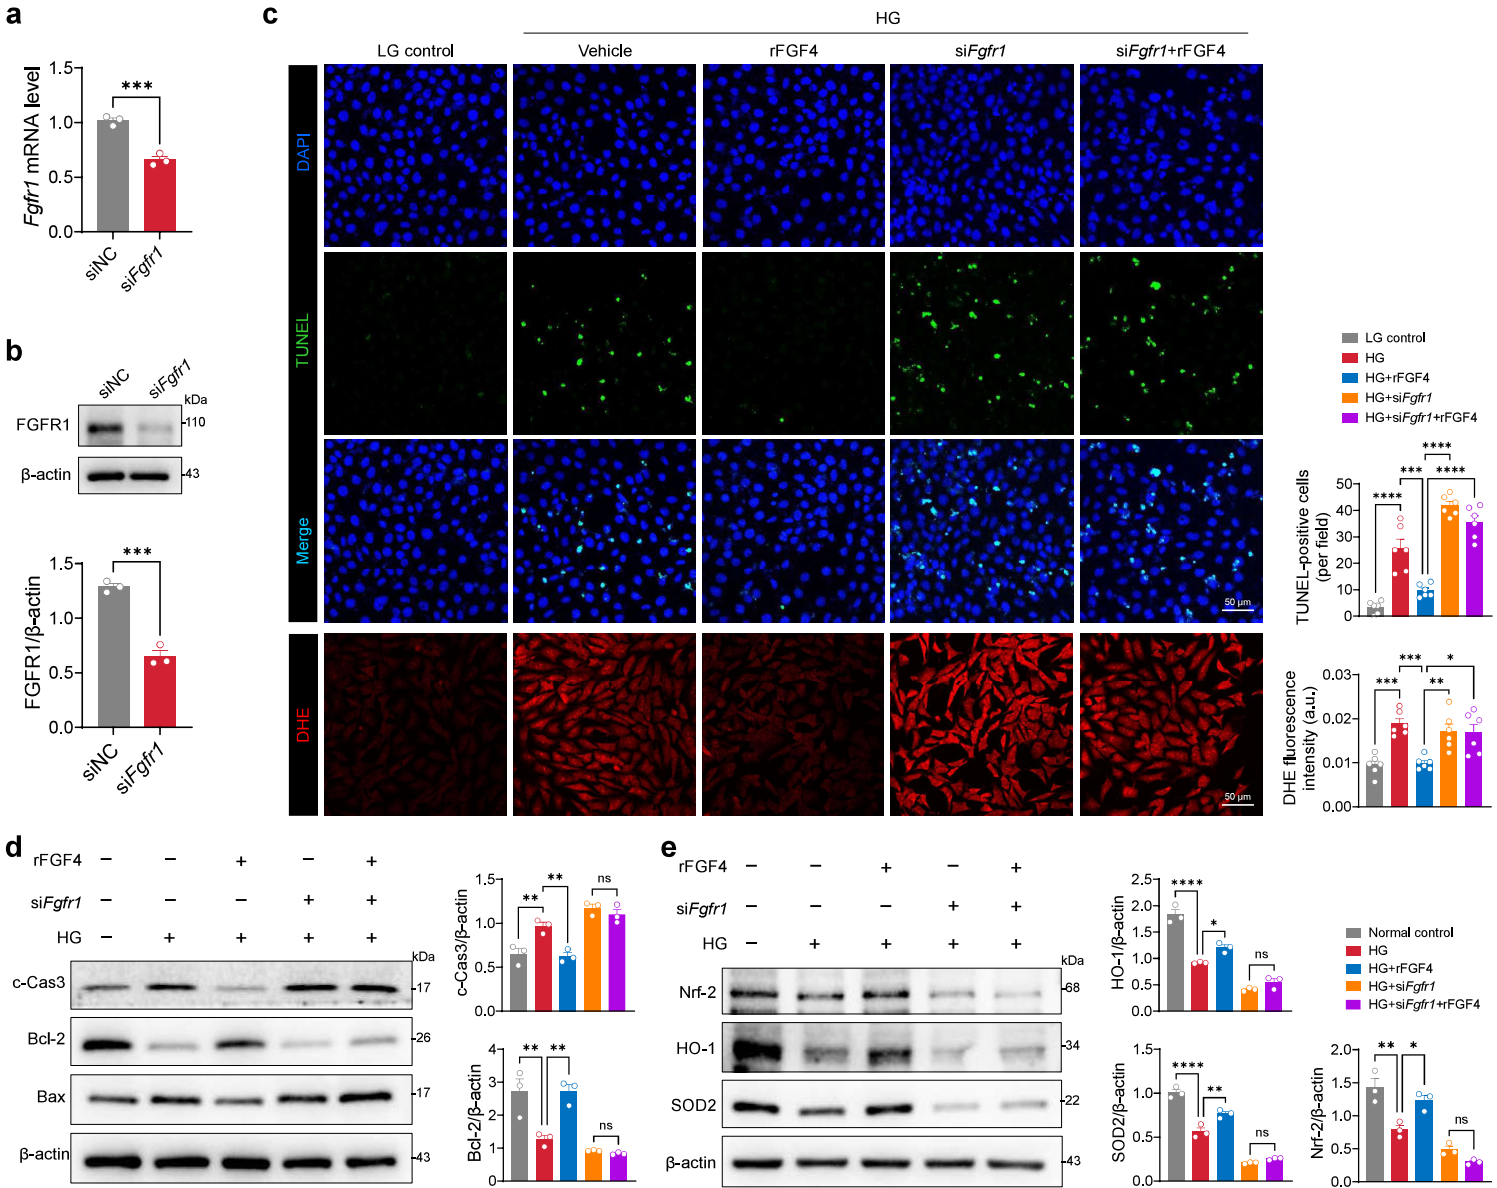

**Supplementary Fig. 10. rFGF4-mediated enhancement of MPC-5 cell survival and stress resistance via FGFR1.** **a-e**, MPC-5 cells were transfected with *Fgfr1* siRNA or control siRNA for 24 hours, followed by treatment with rFGF4 (100 ng/ml) or vehicle control and incubation with HG or LG for 24 hours. **a,b** Relative mRNA levels (**a**) and Western blot analysis (**b**) of FGFR1 in MPC-5 cells transfected with si*Fgfr1* or control siRNA ( $n = 3$ ). **c**, Representative images and quantification of MPC-5 cells stained with TUNEL (green) and DHE (red) in the indicated groups ( $n = 6$ ). Nuclei were stained with DAPI (blue). **d,e**, Western blot analysis and quantification of factors associated with apoptosis (**d**) and oxidative stress (**e**) in total MPC-5 cell lysates ( $n = 3$ ).  $\beta$ -actin served as a loading controls. All data are presented as mean  $\pm$  s.e.m. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , and \*\*\*\* $p < 0.0001$  as determined by unpaired two-tailed Student's *t*-test (**a, b**) or ordinary one-way ANOVA followed by Tukey's multiple comparisons tests (**c-e**); ns, not significant. HG, high glucose; LG, low glucose.

**Supplementary Fig. 11**

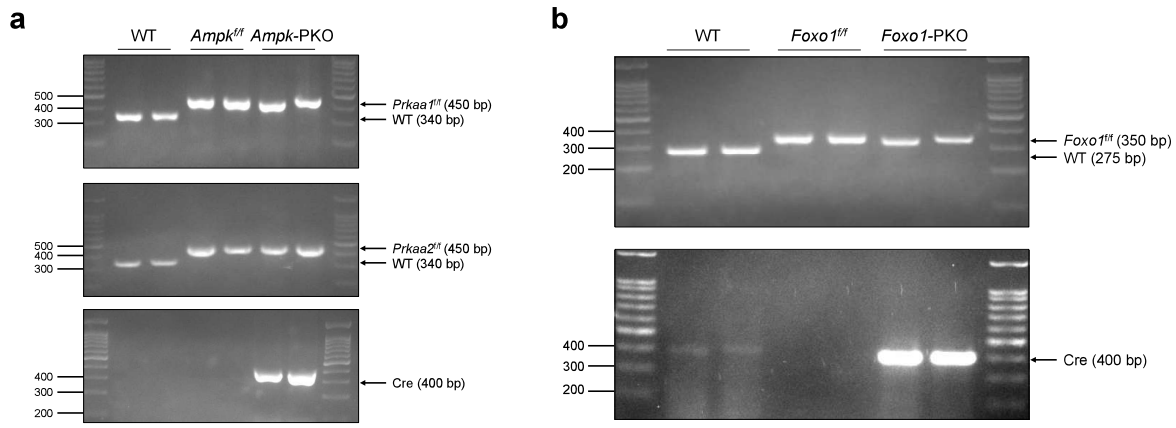

**Supplementary Fig. 11. Genotyping of podocyte-specific *Ampk* and *Foxo1* knockout mice.**  
**a,b**, PCR-based gene identification confirms successful knockout of **(a)** *Ampk* and **(b)** *Foxo1* in podocyte-specific conditional knockout mice. Representative gel electrophoresis images show wild-type (WT), floxed (fl/fl), and knockout (KO) genotypes for each target gene. bp, base pair.

Supplementary Fig. 12

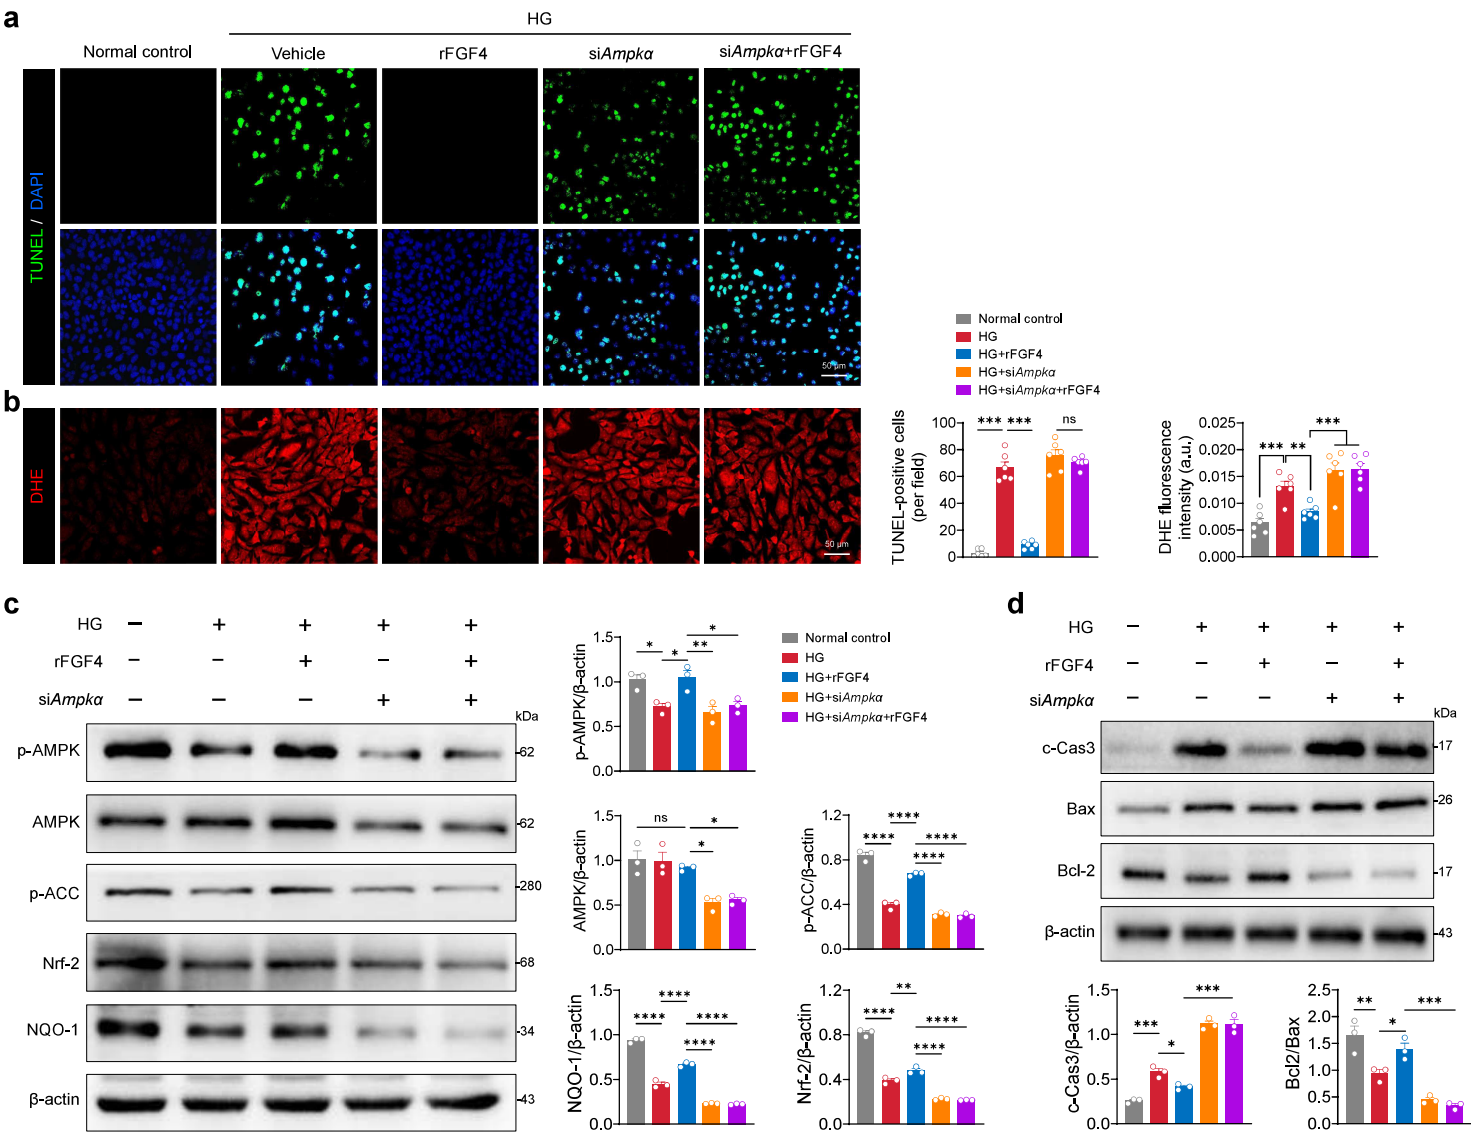

**Supplementary Fig. 12. AMPK and FOXO1 knockout in MPC-5 cells abolishes the anti-apoptotic and antioxidant effects of rFGF4. a-d,** MPC-5 cells were transfected with *Ampk* $\alpha$ 1/2 siRNA or *Foxo1* siRNA for 24 hours, followed by treatment with rFGF4 (100 ng/ml) or vehicle control. The cells were then incubated in high glucose or normal conditions for an additional 24 hours. **a,b,** Representative images and quantification of MPC-5 cells stained with TUNEL (**a**, green) and DHE (**b**, red) ( $n = 6$ ). Nuclei were stained with DAPI (blue). **c,** Western blot analysis and quantification of the expression of phosphorylated (p)-AMPK, AMPK, p-ACC, Nrf-2, and NQO-1 expression in total MPC-5 cell lysates ( $n = 3$ ). **d,** Western blot analysis and quantification of apoptosis-related markers (c-Cas3, Bax, and Bcl-2) in total MPC-5 cell lysates ( $n = 3$ ).  $\beta$ -actin was used as a loading control. Data are presented as mean  $\pm$  s.e.m. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$  as determined by ordinary one-way ANOVA followed by Tukey's multiple comparisons tests; ns, not significant. c-Cas3, cleaved-Caspase3; CAT, Catalase.

## Supplementary Fig. 13

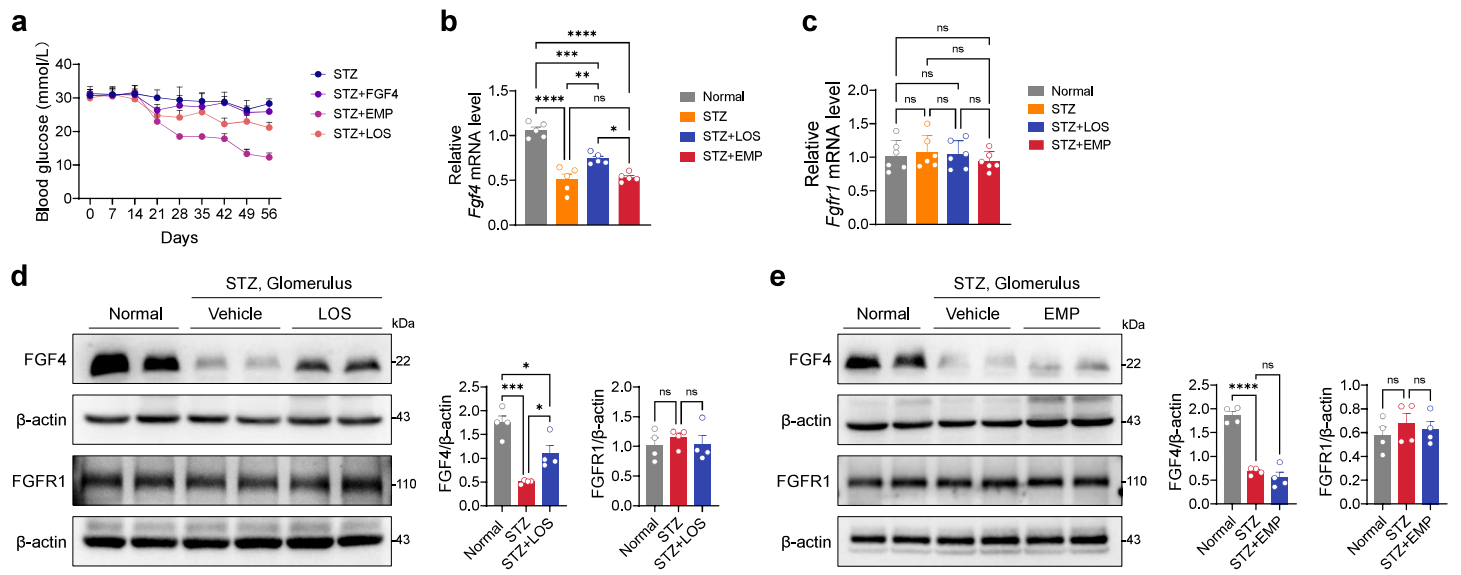

**Supplementary Fig. 13. Therapeutic effects of RAS blockade and SGLT2 inhibitor on podocyte FGF4 and FGFR1 expression.** **a**, Blood glucose levels across treatment groups. **b,c**, qRT-PCR analysis of **(b)** *Fgf4* ( $n = 5$ ) and **(c)** *Fgfr1* ( $n = 6$ ) mRNA levels in isolated glomeruli. **d,e**, Western blot analysis of FGF4 and FGFR1 protein expression in glomerular lysates from **(d)** LOS- and **(e)** EMP-treated mice ( $n = 4$ ).  $\beta$ -actin was served as loading control. Data are presented as mean  $\pm$  s.e.m. \* $p < 0.05$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$  as determined by Ordinary one-way ANOVA followed by Tukey's multiple comparisons test. ns, not significant. LOS, Losartan potassium; EMP, Empagliflozin.

**Supplementary Table 1. Detail information on human samples**

DKD, Diabetic kidney disease; eGFR, estimated glomerular filtration rate; BUN, blood urea nitrogen; CRE, creatinine; UACR, urine albumin creatine ratio.

**Supplementary Table 2. Detailed primers used in the qRT-PCR**

| <b>Gene</b>                    | <b>Forward primer (5'-3')</b> | <b>Reverse primer (5'-3')</b> |
|--------------------------------|-------------------------------|-------------------------------|
| <i>Fgf1</i>                    | GGGGAGATCACAACCTTCGC          | GTCCCTTGTCCCATCCACG           |
| <i>Fgf2</i>                    | GCGACCCACACGTCAAATA           | TCCCTTGATAGACACAACCTCCTC      |
| <i>Fgf3</i>                    | TGCGCTACCAAGTACCACC           | CACCGCAGTAATCTCCAGGAT         |
| <i>Fgf4</i>                    | TGCCTTCTTTACCGACGAGT          | GCGTAGGATTCGTAGGCGTT          |
| <i>Fgf5</i>                    | GTACGTGGCCCTGAACAAGA          | CGGTGAAGGAAAGTTCCGGT          |
| <i>Fgf6</i>                    | CAGGCTCTCGTCTTCTTAGGC         | AATAGCCGCTTTCCTCAATTCA        |
| <i>Fgf7</i>                    | TGGGCACTATATCTCTAGCTTGC       | GGTGCGACAGAACAGTCT            |
| <i>Fgf8</i>                    | GGAACCCAGCTGACACTCTC          | TCTTCTGCCATGGCGTTGAT          |
| <i>Fgf9</i>                    | ATGGCTCCCTTAGGTGAAGTT         | TCCGCCTGAGAATCCCCTTT          |
| <i>Fgf10</i>                   | TTTGGTGTCTTCGTTCCCTGT         | TAGCTCCGCACATGCCTTC           |
| <i>Fgf16</i>                   | GTGTTTTCCGGGAACAGTTTGA        | GGTGAGCCGTCTTTATTCAAGG        |
| <i>Fgf17</i>                   | GCGGCAAATCCGTGAATACC          | GGCCGTGTAGTTGTTCTCCA          |
| <i>Fgf18</i>                   | GCCCTGATGTCTGCCAAGTA          | CCCTTGGGGTAACGCTTCAT          |
| <i>Fgf15</i>                   | GAAGACGATTGCCATCAAGGA         | CGAATCAGCCCGTATATCTTGC        |
| <i>Fgf21</i>                   | TTCAAATCCTGGGTGTCAAA          | CAGCAGCAGTTCTCTGAAGC          |
| <i>Fgf22</i>                   | GGAGATCCGTTCTGTCCGTG          | TCCCGGAACCGACCCAT             |
| <i>Fgf23</i>                   | ATGCTAGGGACCTGCCTTAGA         | AGCCAAGCAATGGGGAAGTG          |
| <i>Bax</i>                     | CCGGCGAATTGGAGATGAACT         | CCAGCCCATGATGGTTCTGAT         |
| <i>Bcl-2</i>                   | ATGCCTTTGTGGAACATATATGGC      | GGTATGCACCCAGAGTGATGC         |
| <i>Col-4</i>                   | CCTGGCACAAAAGGGACGA           | ACGTGGCCGAGAATTTCAAC          |
| <i>TGF-<math>\beta</math></i>  | CCACCTGCAAGACCATCGAC          | CTGGCGAGCCTTAGTTTGGAC         |
| <i><math>\alpha</math>-SMA</i> | TCCTGACCCGAATCACCCAA          | AGCTTCAGCAGTCTGTAGGTATT       |
| <i>Nrf-2</i>                   | CTTTAGTCAGCGACAGAAGGAC        | AGGCATCTTGTTTGGGAATGTG        |
| <i>NQO-1</i>                   | AGGATGGGAGGTACTCGAATC         | TGCTAGAGATGACTCGGAAGG         |
| <i>HO-1</i>                    | AGGTACACATCCAAGCCGAGA         | CATCACCAGCTTAAAGCCTTCT        |
| <i>Fgfr1</i>                   | TAATACCACCGACAAGGAAATGG       | TGATGGGAGAGTCCGATAGAGT        |
| <i>Fgfr2</i>                   | GCCTCTCGAACAGTATTCTCCT        | ACAGGGTTCATAAGGCATGGG         |
| <i>Fgfr3</i>                   | TGGATCAGTGAGAATGTGGAGG        | CCTATGAAATTGGTGGCTCGAC        |
| <i>Fgfr4</i>                   | TTGGCCCTGTTGAGCATCTTT         | GCCCTCTTTGTACCAGTGACG         |
| <i>Ki67</i>                    | ATCATTGACCGCTCCTTTAGGT        | GCTCGCCTTGATGGTTCTCT          |

|                                 |                         |                         |
|---------------------------------|-------------------------|-------------------------|
| <i>Cdk4</i>                     | ATGGCTGCCACTCGATATGAA   | TGCTCCTCCATTAGGA ACTCTC |
| <i><math>\beta</math>-actin</i> | GGCTGTATTCCCCTCCATCG    | CCAGTTGGTAACAATGCCATGT  |
| <i>GAPDH</i>                    | TGACCTCAACTACATGGTCTACA | CTTCCCATTCTCGGCCTTG     |

# Supplementary material for: FGF4-FGFR1 signaling promotes podocyte survival and glomerular function to ameliorate diabetic kidney disease in male mice
**Source:** Nat Commun. 2025 Nov 25;16:10430. doi: 10.1038/s41467-025-65978-4
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | qRT-PCR data were acquired using Bio-Rad CFX Maestro 1.1 software (version 4.1.2433.1219); Western blot images were captured with Image Lab (version 5.1 build 8); Immunofluorescence images were acquired using NIS-Elements Viewer (version 5.21.00); Transmission electron microscopy (TEM) images were acquired using Hitachi version H-7500; ELISA results were acquired using SoftMax Pro software (Version7.0.1); RNA sequencing was conducted on an Illumina NovaSeq 6000 platform. |
| Data analysis   | Image J (v1.52a) and GraphPad Prism 10 (version 10.1.2) were used.                                                                                                                                                                                                                                                                                                                                                                                                                          |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq data have been deposited in the NCBI's Gene Expression Omnibus (GEO) under the accession number GSE287026 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE287026>). The corresponding author provides further details upon reasonable request. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Male and female.

Reporting on race, ethnicity, or other socially relevant groupings

All human participants are Chinese. Race/ethnicity was self-reported and confirmed through clinical records. No additional socially relevant groupings were assessed.

Population characteristics

Renal biopsies from patients with chronic kidney disease had been performed as part of routine clinical diagnostic investigation. The samples of renal biopsies were obtained from The Second Affiliated Hospital and Yuying Children's Hospital of Wenzhou Medical University (n = 10). Control samples were obtained from the healthy kidney pole tissues of individuals who underwent tumor nephrectomies without diabetes or chronic renal disease (n = 12). Human urine samples were obtained from two groups of diabetic patients: non-DKD controls (defined as clinically diagnosed diabetic patients with persistently normal renal functional indicators; n = 15) and diagnosed DKD patients (n = 29). The urine samples were sourced from The Second Affiliated Hospital of Zhejiang University. Detail information on human samples are presented in Supplementary Table 1.

Recruitment

Participants were recruited from two hospitals in China: The Second Affiliated Hospital and Yuying Children's Hospital of Wenzhou Medical University and The Second Affiliated Hospital of Zhejiang University. All participants provided written informed consent. Recruitment bias was minimized by applying consistent diagnostic and exclusion criteria.

Ethics oversight

The study protocols were approved by the Institutional Ethics Committees of The Second Affiliated Hospital and Yuying Children's Hospital of Wenzhou Medical University (Approval No. 2025-K-93-02) and The Second Affiliated Hospital of Zhejiang University (Approval No. 2021-LSY-0479). All procedures involving human participants were conducted in compliance with the ethical principles outlined in the Declaration of Helsinki.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No statistical methods were used to predetermine sample size. Instead, sample sizes were estimated based on prior comparable studies and were sufficient to ensure reproducible differences between experimental groups. The number of independent replicates is specified in the figure legends, and a minimum of three biological replicates were used in all experiments.

Data exclusions

No data were excluded in this study.

Replication

All experiments were performed at least three times with similar results. All observations reported in the manuscript were reproducible.

Randomization

Sample allocation to each experimental group was randomized. The mice in the experiment were randomly selecting and divided into different groups.

Blinding

For mouse studies, blinding was not applicable as animals were grouped according to genotype and all samples were identified prior to analysis. For human subjects, blinding was not feasible due to the nature of the data; however, all analyses were conducted using pre-established protocols to minimize potential bias.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

Antibodies used for Western blot include:

FGF4 (1:1000, Cat. No. ab106355, Abcam),  $\beta$ -actin (1:1000, Cat. No. HC201-02, TransGen Biotech), Nephrin (1:1000, Cat. No. AF7951, Affinity), Podocin (1:1000, Cat. No. sc518088, Santa Cruz), TGF- $\beta$ 1 (1:1000, Cat. No. ab215715, Abcam), cleaved caspase3 (1:1000, Cat. No. TA7022S, Abmart), Bax (1:1000, Cat. No. sc493, Santa Cruz), Nrf-2 (1:5000, Cat. No. 16396, Proteintech), HO-1 (1:2000, Cat. No. ab13243, Abcam), FGFR1 (1:1000, Cat. No. 9740S, Cell Signaling), phospho-AMPK $\alpha$  (1:1000, Cat. No. 2535, Cell Signaling), AMPK $\alpha$  (1:1000, Cat. No. ab32047, Abcam), FOXO1 (pS256) (1:1000, Cat. No. PA5293, Abmart), FoxO1a (1:1000, Cat. No. T55376, Abmart), catalase (1:1000, Cat. No. A11777, ABclonal), SOD2 (1:1000, Cat. No. PK08370, Abmart), NQO-1 (1:1000, Cat. No. 67240, Proteintech), Bcl-2 (1:1000, Cat. No. T40056, Abmart), phospho-ACC (1:1000, Cat. No. 11818, Cell Signaling), and Histone H3 (1B1B2) (1:1000, Cat. No. 14269, Cell Signaling).

Antibodies used for Immunohistochemistry include:

Wilms Tumor (1:50, Cat. No. ab89901, Abcam), Nephrin (1:1000, Cat. No. ab216341, Abcam), NPHS2 (1:300, Cat. No. ab181143, Abcam), collagen IV (1:400, Cat. No. ab6586, Abcam), and Ki67 (1:2000, Cat. No. 28074-1-AP, Proteintech).

Antibodies used for Immunofluorescence staining include:

FGF4 (1:400, Cat. No. 106355, Abcam), Podocin (1:100, Cat. No. sc518088, Santa Cruz), FoxO1a (1:200, Cat. No. T55376, Abmart), CD31 (1:200, Cat. No. 66065, Proteintech),  $\beta$ -Tubulin (C66) (1:1000, Cat. No. M20005, Abmart), FGFR1 (1:300, Cat. No. ab824, Abcam), Alpha-smooth muscle actin (1:300, Cat. No. 124964, Abcam), Wilms Tumor (1:50, Cat. No. ab89901, Abcam), AQP-1 (1:250, Cat. No. AF5231, affinity) and Nrf-2 (1:200, Cat. No. ab62352, Abcam), FGFR1 (1:1000, Cat. No. 60325, Proteintech), and NPHS2 (1:1000, Cat. No. 20384, Proteintech).

### Validation

FGF4 antibody: <https://www.abcam.cn/products/primary-antibodies/fgf4-antibody-ab106355.html>  
 $\beta$ -actin antibody: <https://www.clinisciences.com/en/other-products-186/proteinfind-anti-actin-mouse-monoclonal-291000343.html>  
 Nephrin antibody: [https://www.affbiotech.cn/goods-14597-AF7951-Nephrin\\_Antibody.html](https://www.affbiotech.cn/goods-14597-AF7951-Nephrin_Antibody.html)  
 Podocin antibody: <https://www.scbt.com/p/podocin-antibody-g-5>  
 TGF- $\beta$ 1 antibody: <https://www.abcam.cn/products/primary-antibodies/tgf-beta-1-antibody-epr21143-ab215715.html>  
 cleaved caspase3 antibody: <https://www.ab-mart.com.cn/product.aspx?id=3&f=cn&keys=TA7022S>  
 Bax antibody: <https://www.scbt.com/p/bax-antibody-n-20>  
 Nrf-2 antibody: <https://www.ptgc.cn/products/NFE2L2,NRF2-Antibody-16396-1-AP.htm>  
 HO-1 antibody: <https://www.abcam.cn/products/primary-antibodies/heme-oxygenase-1-antibody-ab13243.html>  
 FGFR1 antibody: <https://www.cellsignal.cn/products/primary-antibodies/fgf-receptor-1-d8e4-xp-rabbit-mab/9740>  
 phospho-AMPK $\alpha$  antibody: <https://www.cellsignal.cn/products/primary-antibodies/phospho-ampka-thr172-40h9-rabbit-mab/2535>  
 AMPK $\alpha$  antibody: <https://www.abcam.cn/products/primary-antibodies/ampk-alpha-1-antibody-y365-ab32047.html>  
 FOXO1 (pS256) antibody: <https://www.ab-mart.com.cn/product.aspx?id=3&f=cn&keys=PA5293>  
 FoxO1a antibody: <https://www.ab-mart.com.cn/product.aspx?id=3&f=cn&keys=T55376>  
 Catalase antibody: <https://abclonal.com.cn/catalog/A11777>  
 SOD2 antibody: <https://www.ab-mart.com.cn/product.aspx?id=3&f=cn&keys=PK08370>  
 NQO-1 antibody: <https://www.ptgc.cn/products/NQO1-Antibody-67240-1-Ig.htm>  
 Bcl-2 antibody: <https://www.ab-mart.com.cn/Product.aspx?cat=&keys=T40056>  
 phospho-ACC antibody: <https://www.cellsignal.cn/products/primary-antibodies/phospho-acetyl-coa-carboxylase-ser79-d7d11-rabbit-mab/11818>  
 Histone H3 (1B1B2) antibody: <https://www.cellsignal.cn/products/primary-antibodies/histone-h3-1b1b2-mouse-mab/14269>  
 Wilms Tumor antibody: <https://www.abcam.cn/products/primary-antibodies/wilms-tumor-protein-antibody-can-r9ihc-56-2-ab89901.html>  
 Nephrin antibody: <https://www.abcam.cn/products/primary-antibodies/nephrin-antibody-epr20993-ab216341.html>  
 NPHS2 antibody: <https://www.abcam.cn/products/primary-antibodies/nphs2-antibody-epr13820-ab181143.html>  
 collagen IV antibody: <https://www.abcam.cn/products/primary-antibodies/collagen-iv-antibody-ab6586.html>  
 Ki67 antibody: <https://www.ptgc.cn/products/ki67-Antibody-28074-1-AP.htm>  
 FGFR1 antibody: <https://www.abcam.cn/products/primary-antibodies/fgfr1-antibody-m5g10-ab824.html>  
 Alpha-smooth muscle actin antibody: <https://www.abcam.cn/products?keywords=124964>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                        |
|-------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | The MPC-5 cell line was obtained from Procell (Wuhan, China; Cat. No. CL-0855); and primary podocytes were isolated from human clinical urine samples. |
| Authentication                                                    | The cell lines used in this study were authenticated by the supplier using short tandem repeat (STR) profiling.                                        |
| Mycoplasma contamination                                          | All cell lines were tested for mycoplasma contamination and confirmed to be negative.                                                                  |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study.                                                                                          |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Male C57BL/6J, db/db (C57BLKS/J-leprdb/leprdb), and their nondiabetic db/dm littermates (8–10 weeks old) were purchased from the Model Animal Research Center of Nanjing University (Nanjing, China). Fgf4-floxed mice (Fgf4flox/flox, Cat. No. T009264) were obtained from GemPharmatech Co., Ltd. (Jiangsu, China), while Fgfr1-flox mice (Fgfr1flox/flox) and podocin (Pod)-Cre mice were acquired from Cyagen Biosciences Inc. (Suzhou, China). Foxo1-Flox mice (Foxo1flox/flox, Cat. No. NM-CKO-200177) were purchased from Shanghai Model Organisms Center (Shanghai, China). Ampk $\alpha$ 1/ $\alpha$ 2-floxed (Ampk $\alpha$ 1/ $\alpha$ 2flox/flox) mice were generously provided by Dr. Sheng-Cai Lin (Xiamen University, Fujian, China). Fgfr1flox/flox, Ampk $\alpha$ 1/ $\alpha$ 2flox/flox, and Foxo1flox/flox mice were separately bred with Pod-Cre transgenic mice, resulting in the development of podocin-specific Fgfr1 knockout (Fgfr1flox/flox; Pod-Cre+, Fgfr1-PKO), Ampk $\alpha$ 1/ $\alpha$ 2 double knockout (Ampkflox/flox; Pod-Cre+, Ampk-PKO), and Foxo1 knockout (Foxo1flox/flox; Pod-Cre+, Foxo1-PKO) mice. All mice were acclimated to the laboratory conditions and were housed in a controlled environment (22 $\pm$ 2 °C, 50–60% humidity, and 12-h light/dark cycle with lights on at 7 AM), with ad libitum access to food and water. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Reporting on sex        | The study included only male mice. Sex was determined based on physical examination for the mice.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Ethics oversight        | All animal protocols were approved by the Institutional Animal Care and Use Committee at Wenzhou Medical University.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                    |
|-----------------------|------------------------------------|
| Seed stocks           | No plants were used in this study. |
| Novel plant genotypes | No plants were used in this study. |
| Authentication        | No plants were used in this study. |

How the deposited data were processed for this re-analysis (not part of the article)

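Kidney RNA of 8 diabetic mice was sequenced, 4 treated with rFGF4 at 1 mg/kg for 8 weeks and 4 with vehicle. The dose and duration are those of Fig. 3, since the paper's text gives none for the sequenced mice, and the diabetes model is STZ in the paper and *db*/*db* in the sample labels. Samples were grouped by the treatment that the labels and the paper both give. The mice are numbered 1, 2, 3 and 5 in the rFGF4 group and 2, 3, 4 and 5 in the vehicle group, and the paper does not describe the shared numbers as pairs.

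The authors mapped the reads, assembled transcripts per library with StringTie, merged them with gffcompare and calculated FPKM per gene. The paper's text does not name the aligner, the genome build, the versions or the way transcripts were combined per gene. The deposited table holds the FPKM of 55401 genes in 8 libraries, KEGG annotation, and the results of the authors' edgeR comparison. As deposited by the authors, these are a fold change, its log2, an unadjusted p-value and an adjusted q-value per gene, calculated with edgeR at settings that the paper's text does not give. A value of 0.0001 was taken from its frequency as a floor in place of 0. The table holds no counts, so the depth of a library and the counting error of a value are unknown, and no interval was calculated. Depth relative to vehicle mouse 2 lay between 0.905 and 1.12. Gene positions, lengths and GC content came from GENCODE M21 on GRCm38, in which 55141 of the identifiers were found.

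The test, the filter, the alternatives not described as added, 37 lists of genes for cell types, tissues and states, and the rule for naming genes were set before the data were examined. Genes with an FPKM of at least 0.5 in 4 or more libraries were tested, 15150 in all. Values were transformed as log2(FPKM + 1) and compared with limma 3.58.1 in R 4.3.3, with a trend in the prior variance and Benjamini-Hochberg adjustment. The study's threshold of an unadjusted p under 0.05 and a fold change of at least 1.5 was applied to this fit. The fold change was therefore that of FPKM + 1, which is smaller than that of FPKM for genes of low expression. Single genes were also compared by two-sided exact permutation tests, whose smallest p is 0.0286 for 4 mice against 4. The text names the genes of the Fig. 5d heat maps, genes that the study measures by another assay, and the 5 higher and 5 lower genes with the smallest p among those past the threshold with a mean of at least 1 FPKM and groups that did not overlap. The results of 2 of the genes measured by another assay are not reported here. Genes named outside this rule are described as chosen after their values were seen.

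Gene set enrichment analysis used fgsea 1.28.0 with seed 1 on the log2 fold changes of all tested genes (the paper's methods name the differentially expressed genes) and the 321 KEGG sets of the deposited table, which cover 8308 genes. Sets of 10 to 500 tested genes were kept, limits that were chosen after seeing the data. The lists were tested with camera at a correlation of 0.01 between genes, with fry and with an estimated correlation beside it; 35 lists had at least 2 tested genes. Lists of FGF receptor feedback genes, FGF23-like response genes, vitamin D receptor targets, Ugt1a genes and lymph node genes were added later. To see how often other groupings give results as large, the 8 libraries were split into 4 and 4 in all 35 ways, with 10000 simple permutations in fgsea. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

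The procedure was tested on simulated data with the spread of these libraries. Of 200 genes changed in the simulation, 179 passed the study's threshold and 138 an adjusted p of 0.05, with 6 unchanged genes at that adjusted p. Genes set to a log2 fold change of 2 had a median estimate of 1.97, and those set to -1 a median of -1.01. With no gene changed, 289 of the 15150 simulated genes passed the study's threshold. Of 100 unchanged sets, 4 had a p under 0.05 with fgsea, 0 with camera and 8 with fry, before adjustment. The simulated genes were drawn independently of each other and the sets at random, whereas real genes vary together. These counts therefore do not give the error rates of the gene and set tests in the real libraries.

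The alternatives were another pseudocount, no filter, a larger fold change, the deposited statistics, other rankings and set tests, sets without the heat-map genes, each mouse left out in turn and a block for the shared mouse numbers. Scaling to a common median ratio, array weights and a macrophage covariate were added after seeing the data. Alternatives that need counts were not run. Protein, histology and cell culture experiments of the paper were not analysed here.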

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

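The tests of lymph node tissue, liver tissue, handling of the tissue and the macrophage covariate, and the counts of splits for the FGF receptor feedback genes, the red blood cell genes and the other lists, were chosen only after the result was seen.

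In 178 groups of 4 libraries (89 results in each treatment group), 6 had a library whose gap to the nearest of the others took more of the group's range than Dixon's limit allows, and chance gives about 9. Vehicle mouse 5 was that library in 4 of the 6. The shares of the range are on the log2(FPKM + 1) scale for single genes, whose FPKM are given beside them. In vehicle mouse 5, the gap took 0.843 of the range for *Fgfr1* (5.67 FPKM against 4.15 to 4.37 in the other vehicle-treated mice), 0.830 for *Wt1* (1.00 against 0.427 to 0.511), 0.840 for the summed FPKM (481321 against 541179 to 552604) and 0.944 for the percentage of FPKM in *Igkc* (4.64% against 0.00414% to 0.262%). It took 0.860 for *Fgfr2* in rFGF4 mouse 3 (0.968 FPKM, the lowest of its group) and 0.842 for *Cat* in rFGF4 mouse 1 (176 FPKM, the lowest of its group). For the genes other than *Igkc*, no explanation beyond chance was tested, and the design names no difference between mice of one group.

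*Igkc* encodes an immunoglobulin light chain, and it reached 22335 FPKM in vehicle mouse 5. Of 9 genes of lymph node stroma and follicles, listed before their values were seen, the median ratio of vehicle mouse 5 to the highest of the other 7 mice was 4.71, with *Ltb* at 23.9, *Cxcl13* at 21.3, *Ccl21a* at 20.5 and *Ccl19* at 16.5 FPKM. This is what lymph node tissue in the sample would give, but lymphoid cells within the kidney could give it as well, and no value separates these sources.

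Of the lists that the study did not analyse, 9 had an adjusted camera p under 0.05. None of these 9 held with fry or with an estimated correlation between genes, and 4 of the 35 splits of the mice gave as many lists as the 13 found with the real groups. Over the 35 splits the number of lists ran from 1 to 19 with a median of 10, so camera called many lists whatever the grouping. The red blood cell genes were lower in rFGF4-treated mice (adjusted p = 1.34e-05 with camera in limma; median log2 fold change -1.97; lower for 5 of 5 genes; highest adjusted p with one mouse left out 0.00432). *Hba-a1* ranged from 32.7 FPKM in rFGF4 mouse 1 to 1117 in vehicle mouse 3, and 6 of the 35 splits gave a difference of the list as large, so a chance split of the mice stays open. Blood left in the vessels may differ between mice for reasons of handling, which was not tested.

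Endothelium (adjusted p = 0.00103; median -0.20; 7 of 8 genes lower) held with each mouse left out, up to 0.0312. The collecting duct (0.00227; median -0.23; 8 of 10 genes lower) reached 0.122 without rFGF4 mouse 1, and the distal convoluted tubule (0.0167; median -0.33; 5 of 5 genes lower) 0.376 without the same mouse. The proximal tubule list (0.0185; median -0.29; 9 of 12 genes lower) reached 0.383 without vehicle mouse 4 and turned higher without rFGF4 mouse 1 (0.209). The PPARA targets and fatty acid oxidation list (0.0213; median 0.38; 10 of 12 genes higher) reached 0.648 without vehicle mouse 5. These adjusted p are from limma's camera. After scaling to a common median ratio the distal convoluted tubule (0.0974) and proximal tubule (0.139) lists no longer passed. With the macrophage mean as a covariate, these 2 lists also did not pass (0.0612 and 0.220), whereas endothelium (0.00771), the collecting duct (0.0159) and the PPARA targets (0.00711) did. A mean moderated t as far from 0 was found in 7 of 35 splits for endothelium, 9 for the collecting duct, 9 for the distal convoluted tubule, 27 for the proximal tubule and 5 for the PPARA targets, so a chance split of the mice stays open for each. A different share of cell types in the pieces of kidney also stays open; the covariate covers macrophages alone.

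The liver genes were higher in rFGF4-treated mice (adjusted camera p in limma = 0.00256; median log2 fold change 0.85; 9 of 9 tested genes higher; up to 0.0136 with one mouse left out). All 9 were also at the tested level in these kidney libraries. Liver tissue in the samples would raise all abundant liver transcripts, but the log2 fold change of *Alb* was 0.17, with 8.38 to 11.9 FPKM in rFGF4-treated and 2.62 to 15.6 in vehicle-treated mice. This argues against liver tissue as the source. A mean moderated t of the list as far from 0 was found in 2 of 35 splits, so a chance split of the mice stays open. Expression of these genes in the kidney, with or without an effect of rFGF4, also stays open and was not tested.

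The immediate early genes (adjusted camera p in limma = 0.00609; median 0.85; 10 of 10 genes higher) and the heat shock and unfolded protein response genes (0.0198; median 0.38; 8 of 8 genes higher) may reflect the time to freezing or handling. The immediate early mean was above all 4 vehicle-treated mice in 3 of the 4 rFGF4-treated mice, and the heat shock mean in 2 of 4. Without rFGF4 mouse 3 the immediate early list had an adjusted p of 0.0823, and without rFGF4 mouse 2 the heat shock list one of 0.219. A mean moderated t as far from 0 was found in 7 of 35 splits for the immediate early list and in 5 for the heat shock list, so a chance split of the mice stays open as well. Handling and an effect of rFGF4 cannot be told apart for these lists, because the order of handling is not given.

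FGF receptor feedback genes (*Spry*, *Spred*, *Dusp*, *Etv4*, *Il17rd* and *Phlda1*, 12 genes) were listed before their values were seen, prompted by *Etv5* and *Cyp24a1* among the genes with the smallest p. All 12 were higher in rFGF4-treated mice, *Spry1* by a log2 fold change of 0.05 that was -0.66 without rFGF4 mouse 1, with a median log2 fold change of 0.68 and a camera p of 2.64e-07, against 0.0792 with fry, 0.125 with an estimated correlation and 0.0857 in an exact permutation test of the list mean. The highest camera p of the fits that left out one mouse was 9.99e-06, without rFGF4 mouse 1, and 3 of the 35 splits gave a difference as large. The list means on the log2 scale were 3.15, 2.90, 2.27 and 1.75 in rFGF4-treated mice 1, 2, 3 and 5 and 1.68, 1.83, 1.55 and 2.18 in vehicle-treated mice 2, 3, 4 and 5. With the macrophage mean as a covariate the camera p was 5.78e-08. Camera called many lists whatever the grouping, and fry and the estimated correlation were not run with the covariate. The injury and immune cell axis as a cause therefore stays open. The list mean was above every vehicle-treated mouse in rFGF4 mice 1, 2 and 3 and not in rFGF4 mouse 5. The immediate early mean split the mice in the same way, and vehicle mouse 5 was the highest vehicle-treated mouse for both. Handling of the tissue, left open for the immediate early genes, therefore stays open for this list too. rFGF4 acting through FGF receptors in the kidney is a candidate explanation, but these tests cannot tell it apart from handling or from a chance split of 8 mice.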

How the results depend on the processing

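The common median ratio, the array weights, the macrophage covariate, the 6 libraries without the block and, for the pathways and the principal component, the pseudocount of 0.1 and the fit without a filter were chosen after seeing the data. DESeq2 and its fold changes, the filters on counts (at least 1 count, at least 10 counts in every library), the edgeR exact test and voom weights were not run because the table holds FPKM and not counts. Unless the alternative's construction shows it (fewer mice, fewer genes or a higher threshold), the cause was not tested.

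The 231 genes past the study's threshold became 348 with a pseudocount of 0.1, 54 with a fold change of at least 2 and 490 with array weights. Across the 8 fits that each left out one mouse, the number ran from 187 to 575 (without rFGF4 mouse 5; 432 without vehicle mouse 5), and 118 to 196 of the 231 genes were shared with each fit. It stayed within 1.5 times without a filter (199), after scaling (181), with the macrophage covariate (298), in the deposited statistics (282) and with the shared mouse numbers as a block (263, against 255 for the same 6 libraries without it). A similar number did not mean the same genes. Of the 231 genes, 180 were shared without a filter, 152 after scaling and 192 with the macrophage covariate. The block shared 106 and the deposited statistics 73. Mice that share a number had correlations between their deviations of -0.23, -0.16 and -0.39, so they appear to share only a number. The number of genes with an adjusted p under 0.05 ran from 0 to 1 with one mouse left out, and 0 was found in the other limma fits, beside 395 to 1817 at an unadjusted p under 0.05 in those fits. In the authors' deposited table, 6 genes had an adjusted q under 0.05. The number of heat-map genes with an unadjusted p under 0.05 ran from 4 to 9 over all alternatives.

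For the AMPK signaling pathway, the NES of 1.36 fell below the threshold of p under 0.05 with a pseudocount of 0.1 (1.18), after scaling (1.24), with array weights (1.12) and with the deposited fold changes (0.70). It was also below it without the heat-map genes (0.85) and without 2 of them, *G6pc* and *Pck1* (1.29), but the study chose these genes on the same samples and all 17 tested were higher, so leaving them out lowers the score by construction, here and for the FoxO set, and says nothing about its stability. With one mouse left out it ran from 1.07 (without vehicle mouse 5) to 1.83, and it also lost the threshold without rFGF4 mouse 3 (1.28), rFGF4 mouse 5 (1.22) and vehicle mouse 3 (1.19). It kept its side when ranked by the moderated statistic (1.58), in the block (1.90) and with the macrophage covariate (1.65). The same 6 libraries without the block also gave 1.90, so the change in the block comes from leaving out rFGF4 mouse 1 and vehicle mouse 4. For the FoxO signaling pathway, the NES of 1.43 became 1.30 after scaling (p = 0.0777 from permutation of genes) and -0.61 with the deposited fold changes. As said, it was lower without the heat-map genes (1.12). It kept its side when ranked by the moderated statistic (1.56). In place of the permutation of genes, fry gave p = 0.182 and camera gave p = 0.0295. With one mouse left out the NES ran from 1.30 (without rFGF4 mouse 3) to 1.55. Beside rFGF4 mouse 3, it also lost the threshold without vehicle mouse 4 (1.32). The deposited table gives 24600 genes a log2 fold change of exactly 0, and its ranking covers all of its genes. Its scores for the AMPK and FoxO sets therefore cannot be set beside the others.

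Of the 13 lists with an adjusted p under 0.05, 2 held with fry and 0 with an estimated correlation; with one mouse left out, the number ran from 9 to 14. The proximal tubule list ran from an adjusted p of 8.54e-05 to 0.383 (without vehicle mouse 4), and it was higher instead of lower without rFGF4 mouse 1 (0.209). For the spread between mice, the share of the first principal component was 50.4% after scaling and ran from 52.8% to 60.2% (without vehicle mouse 3) with one mouse left out.

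The log2 fold change of *Foxo1*, 0.46, passed an unadjusted p of 0.05 in the block of 6 mice (0.59), with array weights (0.60) and with the macrophage covariate (0.49); with one mouse left out it ran from 0.26 (without rFGF4 mouse 3) to 0.61 (without rFGF4 mouse 1).

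These log2 fold changes reversed in the block, which leaves out the same 2 mice: *Pik3cd* (-0.060), *Ccnb2* (-0.29), *Cdkn2b* (-0.16), *Fgfr4* (-0.0064), *Col4a1* (-0.21), *Cat* (0.35), *Bcl2* (-0.12), *Mki67* (-0.20) and *Cdk4* (-0.20). After scaling, *Fgf1* (-0.071), *Fgfr4* (-0.12), *Prkaa2* (-0.068) and *Cdk4* (-0.073) reversed. With array weights, *Fgfr4* (-0.10), *Prkaa2* (-0.0031), *Cat* (0.0033), *Bax* (0.047) and *Cdk4* (-0.10) reversed, and with the macrophage covariate *Ccnb2* (-0.0063), *Cat* (0.082) and *Cdk4* (-0.041). Leaving out one mouse reversed *Ccnb2* (-0.14 to 0.34), *Cdkn2b* (-0.071 to 0.67), *Fgf1* (-0.16 to 0.24), *Fgfr4* (-0.061 to 0.11), *Prkaa2* (-0.056 to 0.17), *Col4a1* (-0.060 to 0.67), *Nqo1* (-0.10 to 0.42), *Cat* (-0.15 to 0.24), *Bax* (-0.24 to 0.12), *Bcl2* (-0.052 to 0.24), *Mki67* (-0.070 to 0.41) and *Cdk4* (-0.24 to 0.20). Among the named genes, 17 other calls at an unadjusted p under 0.05 were lost and 9 gained in the fits with one mouse left out, counting *Foxo1*.

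Without counts, the precision of values near the filter is unknown, which limits *Creb3l3*, *Creb5*, *Ccnb1* and *Il6*, whose FPKM was too low for a test.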

Differences from the paper's values

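The paper's number of downregulated genes is 134, and the limma fit gave 66. The limma cut was on the fold change of FPKM + 1, which is stricter at low FPKM than one on FPKM itself. Of the alternatives set before the data were examined, the pseudocount of 0.1 (99), the p and fold changes of the deposited table (135), the fit without rFGF4 mouse 5 (156) and the fit without vehicle mouse 5 (96) came within 1.5 times of the paper's number. The fit without a filter (58), the block (81), a fold change of at least 2 (6) and the fits without any of the other 6 mice (51 to 68) did not. Array weights (127) and the macrophage covariate (99), chosen after seeing the data, also came within 1.5 times of it, whereas the 89 after scaling to a common median ratio, also chosen then, did not. The paper's number of upregulated genes, 190, was within 1.5 times of the 165 of the limma fit. It was more than 1.5 times away from the fits without rFGF4 mouse 5 (419) and without vehicle mouse 5 (336), from a fold change of at least 2 (48) and, chosen after seeing the data, from array weights (363) and the scaling (92). The pseudocount of 0.1 (249 higher), the deposited table (147) and the macrophage covariate (199), the last chosen after seeing the data, came within 1.5 times of both of the paper's numbers.

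For the AMPK signaling pathway, the paper's p is about 0.004 in Fig. 5c, read by eye, and the p found here was 0.0357. Without vehicle mouse 2 it was 0.00323, the only alternative set before the data were examined that came within 1.5 times of the paper's. The others gave a smaller p (0.00137 ranked by the moderated statistic, 0.000270 without rFGF4 mouse 1, 3.52e-05 in the block and, chosen after seeing the data, in the same 6 libraries without it) or a larger one (0.0101 to 1). All of these p are from permutation of genes, apart from those of camera (0.0109) and fry (0.0378). The paper's methods give differentially expressed genes as the input of its enrichment analysis, although the gene axis of Fig. 5c covers far more genes; here all 15150 tested genes were ranked, for the p, the NES and the ranks of pathways alike.

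For the FoxO signaling pathway, the paper's p is about 0.005 in Fig. 5c, read by eye, and the p found here was 0.0210 from permutation of genes. Without vehicle mouse 2 it was 0.00704, and none of the other alternatives set before the data were examined closed the gap (0.00201 ranked by the moderated statistic, 0.00844 to 1 for the rest).

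The paper places the AMPK signaling pathway among the most prominently upregulated pathways tied to apoptosis and oxidative stress; by NES it ranked 131 of 303 pathways, and Apoptosis ranked 23. The paper describes FOXO1 as upregulated; the log2 fold change of *Foxo1* was 0.46, with an exact permutation p of 0.114 and an adjusted p of 0.918. It passed an unadjusted p of 0.05 in the block and without rFGF4 mouse 1, and with array weights and the macrophage covariate, both chosen after seeing the data. Fig. 5d presents its genes as differentially expressed. Of the 21, 4 passed the study's threshold in the limma fit, with the fold change on FPKM + 1 (*Rab11b*, *Ppp2r2a*, *Fasn* and *Insr*). In the deposited table 5 passed it (*Rab11b*, *G6pc*, *Ppp2r2a*, *Mapk14* and *Smad2*).

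Fig. 5b orders pathways by NES with insulin signaling first, then AMPK, FOXO, MAPK, PPAR, HIF-1 and JAK-STAT signaling. Here the NES was 1.84 for MAPK, 1.69 for PPAR, 1.53 for insulin, 1.44 for HIF-1, 1.43 for FoxO, 1.36 for AMPK and 1.27 for Jak-STAT signaling. In the FOXO heat map of Fig. 5d, 1 control mouse has an *Insr* color like those of the highest rFGF4-treated mice; in the deposited FPKM, vehicle-treated mice had 0.506 to 1.01 and rFGF4-treated mice 1.04 to 4.45. For *Tgfb1*, the heat map shows every control mouse below the second-highest rFGF4-treated mouse. In the deposited FPKM, vehicle mouse 5 had 10.1 and the second-highest rFGF4-treated mouse, rFGF4 mouse 2, had 7.55. Whether the control mice of that panel are the deposited vehicle libraries therefore stays open. The paper's methods and its reporting summary also name different sequencing instruments, which leaves open which run Fig. 5 shows.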

Other observations

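Of the tests in this part, those of abundant transcripts, of the *Cyp24a1* and *Ugt1a9* results, of cell types on the first principal component, and the counts of splits for the median fold change and for the lists were chosen only after the result was seen.

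Of the 35 ways to split the 8 mice into 4 and 4, 11 gave as many genes past the study's threshold as the real groups, and the numbers ran from 51 to 2229 with a median of 135. An NES as far from 0 was found in 5 of 35 splits for the AMPK signaling pathway and in 2 of 35 for the FoxO signaling pathway. As many heat-map genes with an unadjusted p under 0.05 were found in 4 of 35 splits, and these genes were chosen on the real groups. These shares are all 0.05 or more, so a chance split of the mice stays open for each of these 4 results.

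More genes were called higher than lower (71.4% of 231), and 17 of the 35 splits had a median log2 fold change as far from 0. Fragments were estimated as FPKM times exon length. The 50 genes of highest mean FPKM took 17.3% to 34.0% of them in rFGF4-treated mice and 25.1% to 35.2% in vehicle-treated mice. After scaling by the share they leave, the median log2 fold change of the other genes was -0.0095 in place of 0.09, with 107 genes higher and 118 lower at the threshold. A different share of a few abundant transcripts may therefore account for the excess of higher genes. Exons overlap another gene in 26.4% of the 231 genes and in 34.9% of the other tested genes (one-sided Fisher's exact test for more overlap among the 231, p = 0.998), which argues against reads split between overlapping genes. After the trend of each library over GC content and length was removed, 216 genes passed the threshold, 185 of them shared with the 231, which argues against such a trend as the whole cause.

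The first principal component ran across both groups, with rFGF4 mouse 1 and vehicle mouse 5 at one end. It did not follow relative depth over the 8 libraries (Spearman's rho 0.0714, exact permutation p = 0.882; Pearson's r 0.0247, exact permutation p = 0.958; r = -0.38 without the 2 libraries farthest from the median depth; 1 relation computed). Across 15139 genes, which are not independent replicates, its loadings had a rho of at most 0.0935 with length or GC content. Both argue against depth and length or GC bias. All 28 tested genes of tubular injury, macrophages and fibrosis loaded on one side, and 0 of 12 proximal tubule genes did (Fisher's exact test, p = 1.79e-10). Genes of a list vary together over the same 8 mice and are not independent replicates, so this p overstates the evidence. A different share of kidney cell types, with more injury and immune cells in some mice of both groups, is a candidate explanation; whether it arose from disease or from the piece of kidney taken was not tested.

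*Cyp24a1* had 41.8, 227, 345 and 23.7 FPKM in rFGF4-treated mice 1, 2, 3 and 5 and 5.18, 3.82, 5.29 and 15.4 in vehicle-treated mice 2, 3, 4 and 5 (log2 fold change 3.68, limma adjusted p = 0.918); it is named after its values were seen. A response like that to FGF23, which lowers *Cyp27b1*, *Slc34a1* and *Slc34a3*, may be one source. These 3 genes were lower as a set (camera p = 0.00644), also with an estimated correlation between genes (0.0332), but the p was 0.112 with fry, 0.114 in an exact permutation test of the list mean, and 0.253 with camera without rFGF4 mouse 1. That mouse had the lowest FPKM of *Slc34a1* (136) and *Slc34a3* (0.364), whose log2 fold changes of -0.49 and -0.57 reached 0.065 and 0.13 with one mouse left out. *Cyp27b1* had a log2 fold change of -1.23 (exact permutation p = 0.171), and it stayed lower with each mouse left out (-1.71 to -0.81); its FPKM was 2.12 and 1.72 in rFGF4 mice 2 and 3, 16.8 and 11.0 in rFGF4 mice 1 and 5, and 8.70 to 21.5 in vehicle-treated mice. Vitamin D receptor targets *Trpv5*, *Trpv6*, *Calb1* and *S100g* had a camera p of 0.474 and an exact permutation p of the list mean of 0.886, with 2 of 4 higher. Neither response can be told from its absence by these tests, because the tests of the former differ and the members of the latter go both ways. *Dusp4*, *Dusp6* and *Etv5*, named after their values were seen for their separation in these 3 mice, had 6.06 to 7.12, 26.6 to 32.1 and 7.39 to 7.90 FPKM in rFGF4 mice 1, 2 and 3, and 1.85, 9.04 and 3.88 in rFGF4 mouse 5; vehicle-treated mice had 0.999 to 1.83, 6.70 to 10.1 and 3.05 to 3.28. *Spry1* did not follow them, with 29.9, 12.5, 0.0801 and 4.68 FPKM in rFGF4 mice 1, 2, 3 and 5 and 3.97 to 11.6 in vehicle-treated mice.

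*Ugt1a9* had the smallest p of the deposited table. The sum of the 9 Ugt1a genes, which share exons, was 428 ± 136 FPKM (SD, n = 4) in rFGF4-treated and 486 ± 115 (SD, n = 4) in vehicle-treated mice, a log2 difference of -0.20 (exact permutation p = 0.514), whereas that of *Ugt1a9* alone was 4.43 (exact permutation p = 0.0857). Reads assigned to different transcripts of this family could give the difference in the single gene.

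Genes that the paper measures in other experiments were also in these libraries. *Fgf4* was at the floor in all 8 mice. *Fgfr4* had the highest FPKM of the FGF receptors, 13.1 ± 2.06 (SD, n = 4) in rFGF4-treated and 12.9 ± 0.910 (SD, n = 4) in vehicle-treated mice, above *Fgfr1* (6.64 ± 2.03 and 4.61 ± 0.708), *Fgfr3* (3.61 ± 0.631 and 3.21 ± 0.418) and *Fgfr2* (1.17 ± 0.134 and 1.54 ± 0.230). The paper instead ranks FGFR1 highest in mouse kidney (Fig. 4a). Fig. 4a measured receptors by another assay in other mice. The log2 fold change was 0.26 for *Nphs1*, 0.14 for *Wt1*, -0.05 for *Bax*, 0.49 for *Nfe2l2*, 0.34 for *Hmox1*, 0.69 for *Tgfb1*, 0.40 for *Col4a1*, -0.62 for *Acta2*, 0.15 for *Mki67* and 0.45 for *Tfcp2l1*, with adjusted p of 0.918 or more in limma for each. Of these, *Bax*, *Col4a1* and *Mki67* changed direction with one mouse left out. *Col4a1* and *Mki67* did so without rFGF4 mouse 1 (-0.06 and -0.07). *Bax* did so without rFGF4 mouse 5, vehicle mouse 3 or vehicle mouse 5 (0.07, 0.05 and 0.12). In limma, *Tfcp2l1* (0.0160) and *Nfe2l2* (0.0373) had an unadjusted p under 0.05. *Tfcp2l1* kept it in 8 of 8 fits with one mouse left out, and *Nfe2l2* in 2 of 8. In *Tfcp2l1* (higher) and *Fgfr2* (lower) the groups did not overlap (exact permutation p = 0.0286 for each). In the authors' deposited edgeR results, *Acta2* passed the study's threshold (fold change 0.552, unadjusted p = 0.00785).

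The FOXO1 target genes were higher (adjusted p = 0.0185 with limma's camera, adjusted p = 0.0259 with fry; median log2 fold change 0.32; 15 of 21 genes). The adjusted p was 0.271 with an estimated correlation between genes, and the adjusted camera p was 0.112 without vehicle mouse 5, 0.0823 without rFGF4 mouse 3 and 0.0832 without rFGF4 mouse 5. The mean moderated t of this list was as far from 0 in 1 of 35 splits, the real one, a share of 0.0286, and the same held without the heat-map genes (18 genes). This share is the smallest that 35 splits allow, and without the heat-map genes the margin was narrow (a mean moderated t of 1.06 against 1.00 in the next split). The share was under 0.05 for 3 of the 35 lists, where chance gives about 1: these targets, the FoxO family and the heat-map genes of the AMPK pathway, which the study chose on these samples. Taken alone, a chance split of the mice would seldom give the value of the FOXO1 target genes, but as one list among 35 it is weak evidence against chance. The FoxO family was higher by camera (0.0185; 3 of 3 genes; median 0.44) and not by fry (0.0898); it reached 0.0669 without rFGF4 mouse 5 and 0.0740 after scaling. The heat-map genes of the AMPK pathway (adjusted p = 1.34e-05 with camera and 0.0259 with fry; 10 of 10 genes higher) and of the FOXO pathway (adjusted p = 0.0131 with camera and 0.234 with fry; 9 of 9 genes higher; 0.0669 without rFGF4 mouse 5) were chosen by the study on these samples. Of the 35 lists, the other 22 had an adjusted camera p of 0.113 or more. The exocrine pancreas and skeletal muscle lists had 1 tested gene each and were not tested.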
